# Chromatin accessibility promotes hematopoietic and leukemia stem cell activity

**DOI:** 10.1038/s41467-020-15221-z

**Published:** 2020-03-16

**Authors:** Lucia Cabal-Hierro, Peter van Galen, Miguel A. Prado, Kelly J. Higby, Katsuhiro Togami, Cody T. Mowery, Joao A. Paulo, Yingtian Xie, Paloma Cejas, Takashi Furusawa, Michael Bustin, Henry W. Long, David B. Sykes, Steven P. Gygi, Daniel Finley, Bradley E. Bernstein, Andrew A. Lane

**Keywords:** Acute myeloid leukaemia, Haematopoietic stem cells

## Abstract

Chromatin organization is a highly orchestrated process that influences gene expression, in part by modulating access of regulatory factors to DNA and nucleosomes. Here, we report that the chromatin accessibility regulator HMGN1, a target of recurrent DNA copy gains in leukemia, controls myeloid differentiation. HMGN1 amplification is associated with increased accessibility, expression, and histone H3K27 acetylation of loci important for hematopoietic stem cells (HSCs) and leukemia, such as HoxA cluster genes. In vivo, HMGN1 overexpression is linked to decreased quiescence and increased HSC activity in bone marrow transplantation. HMGN1 overexpression also cooperates with the AML-ETO9a fusion oncoprotein to impair myeloid differentiation and enhance leukemia stem cell (LSC) activity. Inhibition of histone acetyltransferases CBP/p300 relieves the HMGN1-associated differentiation block. These data nominate factors that modulate chromatin accessibility as regulators of HSCs and LSCs, and suggest that targeting HMGN1 or its downstream effects on histone acetylation could be therapeutically active in AML.

## Abstract (web summary)

Chromatin accessibility is a key mediator of gene expression and mutations in chromatin modifiers are frequently seen in cancers. Here, the authors show that the chromatin accessibility regulator HMGN1 - which is frequently mutated by amplification in leukemias - acts by blocking myeloid differentiation.

## Introduction

In eukaryotic cells, DNA is packaged into chromatin, a dynamic structure containing genomic DNA, histones, and nonhistone proteins. Chromatin regulation by chemical modification of DNA or histones modulates gene expression and is important for development, differentiation, and response to signals^1^. Cancer cells frequently acquire abnormalities in the same chromatin regulatory pathways, which promote malignancy and may impart targetable therapeutic dependencies^2^. Relatively less is known about how nonhistone nucleosome-associated proteins that modify chromatin compaction and accessibility contribute to transformation.

Chromatin accessibility affects gene expression by altering interactions of transcriptional regulatory factors with their targets. The linker histone H1 organizes nucleosomes into higher-order structures, increasing chromatin folding, and is associated with decreased transcription^3,4^. In contrast, the HMGN family of nucleosome binding proteins competes with histone H1 and promotes decompaction of chromatin, increased accessibility, and locally enhanced transcription^5,6^. HMGNs interact with nucleosomes independent of DNA sequence, via a 20 amino acid nucleosome binding domain that recognizes an acidic patch formed by the core histones H2A and H2B^7^. HMGN genomic positioning is not random; it preferentially co-localizes with regulatory marks at active promoters and affects nucleosome organization, DNase hypersensitivity patterns, and post-translational histone marks^8,9^. Despite these links between HMGNs and chromatin regulation, a mechanistic understanding of how HMGNs contribute to disease is not as well understood.

Hematopoiesis is a highly regulated process requiring both self-renewal and differentiation of hematopoietic stem cells (HSCs) to maintain diverse mature blood components. Disruption of normal hematopoiesis can lead to pathologic states, including leukemia^10^. One hallmark of leukemia is a block in normal differentiation from hematopoietic stem/progenitor cells (HSPCs) to their mature progeny. In acute promyelocytic leukemia (APL), “differentiation therapy” using all-trans retinoic acid and arsenic trioxide releases the differentiation block and is curative in most patients, but treatments to promote differentiation have not emerged clinically in most other leukemia subtypes^11^.

Amplification of chromosome 21, particularly the distal segment 21q22, is highly associated with acute leukemia. Germline amplification, such as in Down syndrome (trisomy 21), confers a markedly increased risk of myeloid and lymphoid leukemia^12^. In addition, somatic gain of chromosome 21 is associated with aggressive leukemias, such as iAMP21 B cell acute lymphoblastic leukemia that has multiple extra copies of 21q22 and a very poor prognosis^13^. In acute myeloid leukemia (AML) with complex karyotype, a subtype associated with poor outcomes, 21q22 is the most frequent region of high-level DNA copy gain^14^. We previously performed an RNA interference screen in murine B cell progenitors modeling Down syndrome and found that *Hmgn1* was the amplified gene most critical to support hematopoietic colony forming activity^15^. In B cells, HMGN1 overexpression promotes global changes in transcription with selective amplification of lineage-specific survival pathways^16^. However, how 21q22/*HMGN1* amplification affects HSPCs/myeloid differentiation or confers therapeutic vulnerability is not clear.

Here, we find that HMGN1 impairs normal myeloid differentiation in association with increased gene expression and H3K27 acetylation, particularly at promoters of genes that regulate HSPC identity and function. Moreover, HMGN1 overexpression promotes a clonal advantage in HSPCs in vivo and increases leukemia stem cell (LSC) activity in concert with AML oncogenes. Suggesting potential therapeutic relevance, the differentiation impairment by HMGN1 is dependent on the histone acetyltransferases (HATs) CBP and p300 and is reversible by HAT inhibition.

## Results

### HMGN1 overexpression impairs myeloid differentiation

*HMGN1* is highly expressed across human and mouse immature hematopoietic stem and progenitor populations but is markedly downregulated in differentiated myeloid cells such as neutrophils and monocytes (Supplementary Fig. 1a)^17^. This is consistent with data from other tissues where downregulation of *HMGN1* is linked with differentiation to specific lineages^18^. Furthermore, when examined microscopically, hematopoietic progenitors, and AML blasts have visibly “open” chromatin, which compacts during normal myeloid development or after AML treatments that restore myeloid differentiation^19,20^. This led us to hypothesize that HMGN1’s role in maintaining open chromatin might contribute to the differentiation block in AML.

To interrogate the role of 21q22 amplification and HMGN1 in myeloid differentiation, we immortalized primary hematopoietic progenitors in an ex vivo culture system that facilitates analysis of immature myeloid cells and their progeny during synchronized differentiation^21^. In mice, *Hmgn1* is located on chromosome 16 and is trisomic in several models of Down syndrome, including Ts1Rhr^22^, which triplicates 31 genes orthologous to a segment of human chr21q22 that is recurrently amplified in AML. We transduced bone marrow from wild-type (WT), Ts1Rhr, and HMGN1-OE mice (a transgenic model only overexpressing human HMGN1, at 2–3 times the level of the endogenous protein^15,16,23^) with a retrovirus expressing an estrogen receptor (ER)-HoxB8 fusion protein, which maintains cells as immature progenitors in the presence of estradiol (E2). Upon removal of E2 and in the presence of interleukin 3, wild-type cells undergo synchronized differentiation to mature myeloid cells (CD11b+ GR-1+) over 6–7 days. In contrast, cells from the Ts1Rhr or HMGN1-OE models had delayed myeloid differentiation, as measured by later acquisition of CD11b and GR-1 (Fig. 1a, upper panel). Ts1Rhr and HMGN1-OE progenitors did not acquire mature myeloid cell morphology at day 4 (Fig. 1b) nor did HMGN1-OE progenitors upregulate reactive oxygen species (ROS) production during differentiation to the same degree as wild-type cells (Fig. 1c). This suggests that the HMGN1-associated differentiation abnormality was functionally relevant and not simply a change in cell surface marker expression. Ts1Rhr and HMGN1-OE undifferentiated progenitors also had an increased growth rate in the presence of E2 compared to wild-type cells (Fig. 1a, lower panel).

**Fig. 1:**
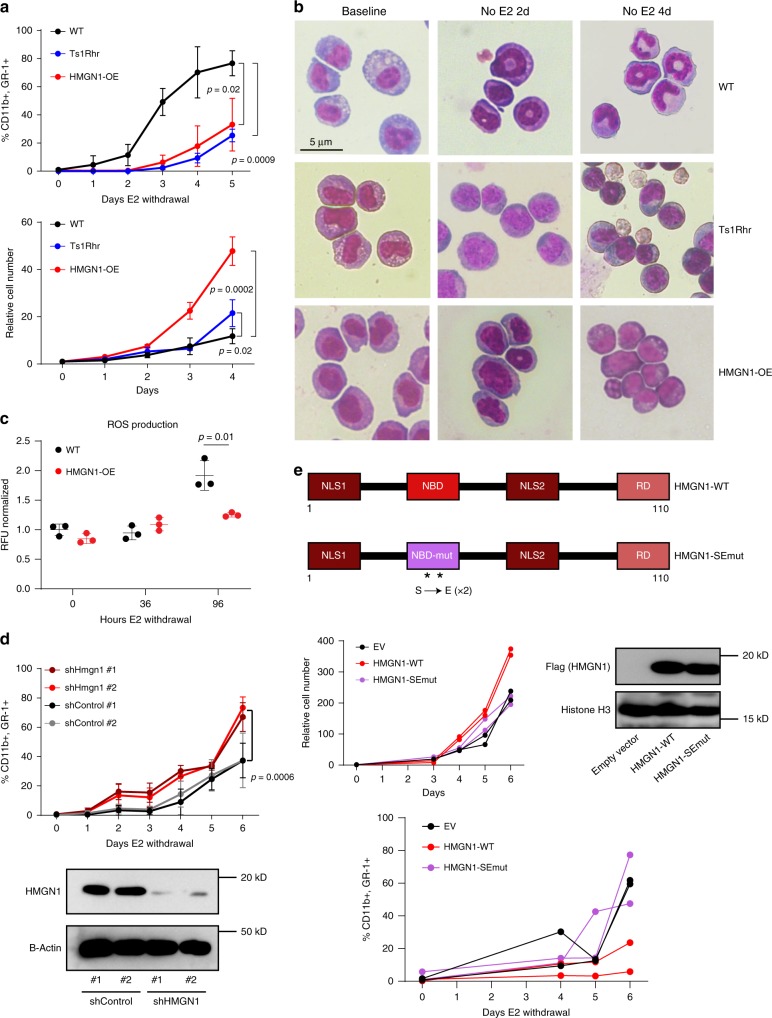
HMGN1 overexpression impairs myeloid differentiation. **a** Analysis of myeloid differentiation (upper) and proliferation (lower) in wild type, Ts1Rhr, and HMGN1-OE myeloid progenitors. Differentiation was measured after withdrawal of E2 as percentage of cells expressing CD11b and GR-1. **b** Representative morphology of progenitors at baseline, 2, and 4 days after withdrawal of E2. **c** Analysis of reactive oxygen species (ROS) production during differentiation. Plot is represented as relative fluoresce units (RFU) normalized to wild type at time 0. **d** Myeloid differentiation with or without shRNA knockdown of *Hmgn1* in Ts1Rhr cells, Data compared by two-sided *t* test between control and *Hmgn1* hairpins. Western blot for HMGN1 96 h after induction of the indicated shRNAs. **e** (Upper) Schematic representation of HMGN1-WT and HMGN1-SEmut (nucleosome binding domain (NBD) mutant harboring S20E and S24E mutations). NLS nuclear localization signal, RD relaxation domain. Proliferation (middle) and differentiation (lower) assays were measured as in panel a) in wild-type cells expressing the indicated proteins (EV empty vector). Western blot reflects expression of FLAG-HMGN1-WT and FLAG-HMGN1-SEmut. In all panels, graphs represent *n* = 3 biologically independent samples, except panel **e**, which is biologically independent duplicates. Conditions compared by two-sided *t* test. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

To validate the role of HMGN1 in myeloid differentiation, we performed knock-down and overexpression experiments in these model systems. First, we found that HMGN1 was necessary for the aberrant differentiation phenotype in the 21q22 triplication model, because shRNA knockdown of *Hmgn1* in Ts1Rhr cells promoted increased differentiation (Fig. 1d). Next, we transduced WT progenitors with retroviral constructs to express either wild-type HMGN1 (HMGN1-WT) or a mutant unable to bind to nucleosomes (HMGN1-SEmut)^16^. Overexpression of HMGN1, but not the HMGN1-SE mutant, caused increased proliferation and impaired differentiation after removal of E2 (Fig. 1e).

We next asked if modulating HMGN1 was consequential in human AMLs. Among 216 human cancer cells lines analyzed in Project Achilles v2.4.3, a genome-wide RNA interference screen^24^, there were 18 derived from patients with AML. shRNAs targeting *HMGN1* were selectively depleted in AML cells compared to all other cancer cell types, suggesting a lineage-specific dependency on *HMGN1* in AML (Supplementary Fig. 1b). AML cell lines trended toward higher expression of *HMGN1* compared to other lineages (Supplementary Fig. 1c). However, it is important to note that most of the AML cell lines tested were diploid for 21q22/*HMGN1* and none have known mutations in *HMGN1*, yet they still exhibited relative *HMGN1* dependency (Supplementary Fig. 1d), raising the possibility that HMGN1 is important for AML even in cases without chr21 amplification. To confirm these findings by an orthogonal technique, we used CRISPR/Cas9 to deplete HMGN1 from AML cell lines. Consistent with the Project Achilles data, loss of HMGN1 was associated with decreased proliferation and/or induction of differentiation (Supplementary Fig. 2).

### HMGN1 promotes expression of stem cell and leukemia genes

Our next goal was to determine how HMGN1 overexpression affected the transcriptome and proteome of myeloid cells. We first determined the “point of no return” after removal of E2 beyond which wild-type cells were fully committed to terminal myeloid differentiation. Thirty-six hours after removal of E2 was the first timepoint where differentiation could no longer be reversed by re-addition of E2 (Supplementary Fig. 3). By 96 h after removal of E2 there were obvious differences in proliferation between wild-type and HMGN1-OE cells (Fig. 1a). Therefore, we performed RNA-sequencing and proteome analysis via tandem mass tagging (TMT) at 0, 36, and 96 h after the withdrawal of E2 from wild-type and HMGN1-OE cultures. 

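The RNA-seq data cover 6 groups, wild-type and HMGN1-OE cultures at 0, 36, and 96 h after the withdrawal of E2, with 2 biological replicates in each group and 12 libraries in all. The cultures are mouse bone marrow progenitors kept immature by a fusion of the estrogen receptor with HoxB8, which is active only while E2 is present. HMGN1-OE progenitors come from mice that carry human HMGN1 as a transgene. RNA was taken from a fixed number of cells, synthetic ERCC RNAs were added, and the libraries were sequenced on a NextSeq instrument. The authors aligned the reads with Bowtie to a genome build that included the ERCC sequences, computed RPKM for each gene, and normalized the values to the ERCC RNAs by loess. The deposited values are FPKM, and they list 23309 genes and 92 ERCC RNAs in every library. The columns give the genotype and the time but no replicate number that the sample names share, so no library was paired with a library of another group.

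Summed over all genes, FPKM was 1054061 and 704399 in the HMGN1-OE libraries at 0 h, and 680258 and 1268121 in the wild-type libraries at 0 h. At 36 h the sums were 909475 and 898852 in HMGN1-OE and 1229588 and 1442573 in wild-type cells. At 96 h they were 405490 and 559135 in HMGN1-OE and 449750 and 228955 in wild-type cells. These sums reflect the spike-in normalization and are not read numbers. Between 22.2% and 23.5% of the low values of a library lay near whole multiples of a common step, where chance gives 20%, so the reads behind a value were not recovered and the depth is unknown. Genes without signal are listed near 0.1 and not at 0. The most frequent value of a library lay between 0.0967 and 0.105, and 6202 genes had it in all 12 libraries.

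Tests covered the 11516 genes with at least 1 FPKM in at least 2 of the 12 libraries. They were made on log2(FPKM + 1), a scale that understates the change of genes with low values, with limma's linear model over the 6 group means and its moderated two-sided test. With 2 libraries against 2, an exact permutation test cannot go below p = 0.333, so every call rests on the variance that limma shares across genes. Here limma set each gene's variance on a trend over expression, and the spread of the gene's own libraries did not enter its p-value. At 0 h, 157 genes had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), 92 higher and 65 lower in HMGN1-OE cells, and 457 genes had an unadjusted p-value under 0.05. In 119 of the 157 genes, both libraries of one genotype lay above both of the other. Chance gives this for 33.3% of unselected genes on average. Genes share the level of their library, so a list of genes can lie far from 33.3% for that reason. The 157 genes were selected for a difference in the same libraries, so 33.3% is not a baseline for them. At 36 h, 145 genes passed, 48 higher and 97 lower, and at 96 h, 77 genes passed, 37 higher and 40 lower. Fitting each gene's own variance without moderation moved the number at 0 h most, to 3 genes.

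Mouse Hmgn1 lies on chromosome 16 in GENCODE vM21. Its FPKM at 0 h was 200.6 and 97.6 in HMGN1-OE and 85.7 and 141 in wild-type libraries, a log2 fold change of 0.35 (standard error 0.55, limma adjusted p = 1.0). At 36 h it was 134 and 188 in HMGN1-OE and 142 and 183 in wild-type libraries. At 96 h it was 10.1 and 20.7 in HMGN1-OE and 11.1 and 4.72 in wild-type libraries. The libraries of the genotypes overlapped at all 3 times, and reads of the human transgene were not analysed here.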

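The 30 ERCC RNAs with a mean above 1 FPKM had nearly the same level in all 12 libraries, from -0.04 to 0.03 around their mean on the log2 scale. Against this standard, the median log2(FPKM + 1) of the 11516 tested genes was 4.48 and 3.96 in the HMGN1-OE libraries and 3.91 and 4.78 in the wild-type libraries at 0 h. At 36 h it was 4.30 and 4.19 in HMGN1-OE and 4.69 and 4.97 in wild-type libraries, and at 96 h it was 2.75 and 3.06 in HMGN1-OE and 2.99 and 2.02 in wild-type libraries. The median over genes of the difference between HMGN1-OE and wild-type cells was -0.12 at 0 h, and the 4 comparisons of single libraries gave medians from -0.80 to 0.56. It was -0.54 at 36 h, with all 4 comparisons below 0 (from -0.71 to -0.35), and 0.36 at 96 h, with 3 of 4 comparisons above 0 (from -0.21 to 0.93). At 0 h and at 96 h the wild-type libraries differed from each other by more than the genotypes did. Centring each library on its median and quantile normalization, which give the libraries the same median, took the median difference at 36 h to 0.04 and 0.0069. Of the other alternatives, the inclusion of genes with low values moved it most, to -0.09.

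From 0 to 96 h the median over genes fell by 1.75 in wild-type and by 1.28 in HMGN1-OE cells on the log2 scale. By limma with Benjamini-Hochberg adjustment, 9389 genes changed in wild-type cells, 496 higher and 8893 lower at 96 h. In HMGN1-OE cells 7773 genes changed, 585 higher and 7188 lower. When each library was instead centred on its own median, 4202 genes were higher and 3889 lower at 96 h in wild-type cells, and 3560 were higher and 3739 lower in HMGN1-OE cells. From 0 to 36 h, 71 genes changed in wild-type and 207 in HMGN1-OE cells as deposited.

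**Figure D1:**
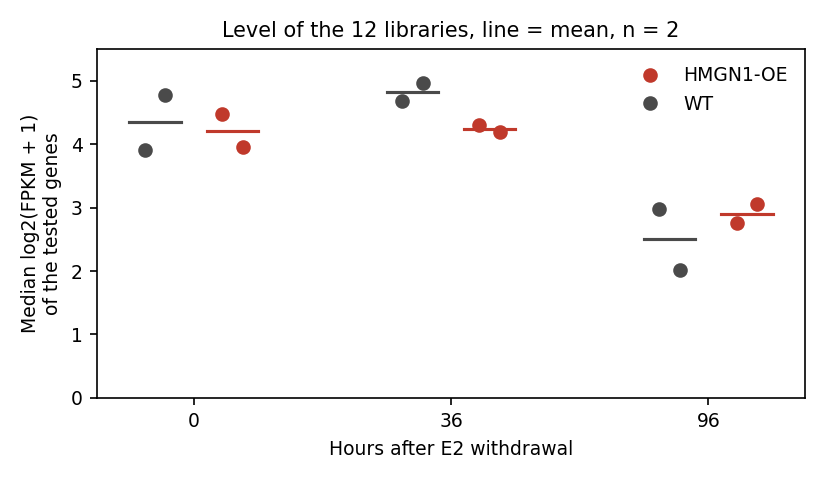
Median log2(FPKM + 1) of the tested genes in each of the 12 libraries, by genotype and time after withdrawal of E2. Each point is a library, and the medians lie between 2.02 and 4.97.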

Transcriptome analysis was normalized to “spiked-in” synthetic RNAs to control for possible differences in total RNA content per cell^25^. We also performed an Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) to measure chromatin openness, and multiplexed, indexed T7 chromatin immunoprecipitation sequencing (Mint-ChIP)^26^ to profile histone modifications associated with HMGN1 overexpression (Fig. 2a).

**Fig. 2:**
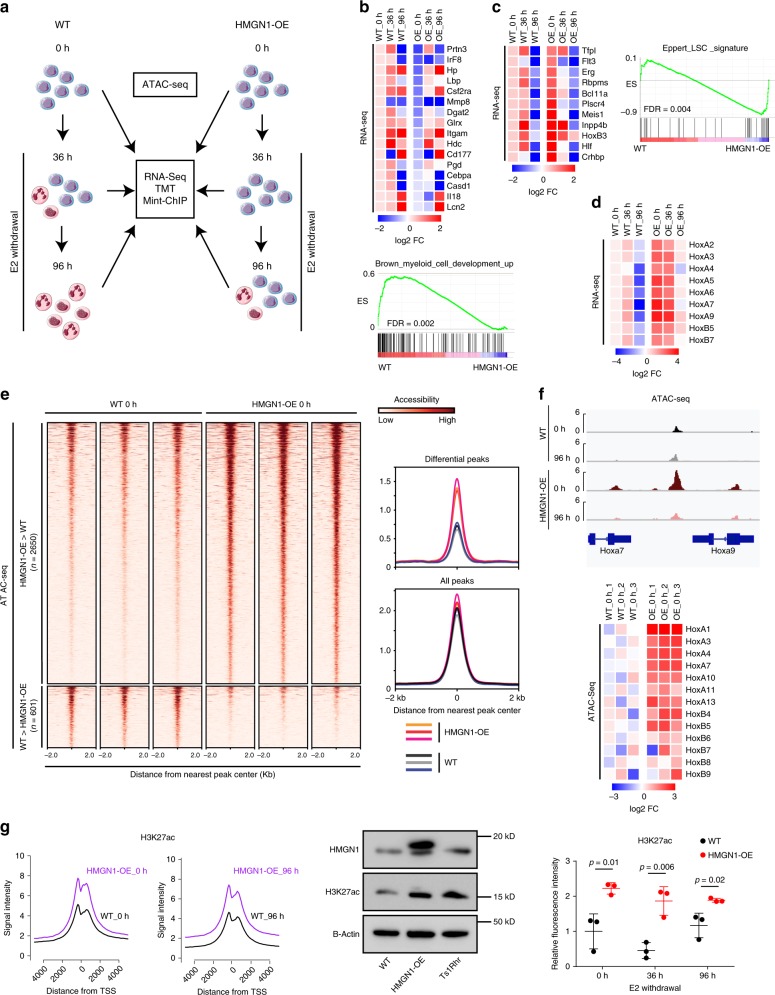
HMGN1 promotes chromatin accessibility and confers stem cell and leukemia-associated transcriptional and chromatin phenotypes. **a** Schematic of the experimental approach for ATAC-seq, RNA-seq, Mint-ChIP chromatin profiling, and TMT proteomics during myeloid differentiation. **b** Gene set enrichment analysis (GSEA) of RNA-seq in undifferentiated wild-type and HMGN1-OE progenitors showing enrichment of the Brown_myeloid_cell_development_up gene set in wild-type cells. Heatmap shows mean expression of the leading edge genes from the gene set in GSEA in biological duplicates of wild-type and HMGN1-OE cells at the indicated time points, expressed as log2 fold change (FC) relative to WT_0h. **c** GSEA of wild-type and HMGN1-OE progenitors showing enrichment of genes in the Eppert_LSC_signature gene set in HMGN1-OE cells. Heatmap of leading edge genes as in panel **b**. **d** Heatmap of expression of Hox cluster genes in wild-type and HMGN1-OE cells during differentiation, expressed as in panel **b**. **e** Chromatin accessibility tracks representing distance from nearest peak center of all differential peaks in ATAC-seq (left), and metagene plots of ATAC-seq differential peaks and all shared peaks in wild-type and HMGN1-OE cells (right, *n* = 3 biologically independent replicates). **f** Gene tracks showing ATAC-seq reads at the *HoxA7* and *HoxA9* loci at baseline and 96 h in wild-type and HMGN1-OE progenitors (top). Heatmap of ATAC-seq signals at HoxA and HoxB genes in wild-type and HMGN1-OE progenitors, expressed as log2 FC relative to the mean WT_0h value (bottom). **g** Metagene profiles of H3K27 acetylation surrounding promoters in wild-type and HMGN1-OE cells at 0 and 96 h of differentiation (left). H3K27ac levels were also measured by western blotting (middle) and by intracellular flow cytometry (right, normalized to WT 0 h, *n* = 3 biological replicates, genotypes compared by two-sided *t* test). Data are presented as mean values ± SD. Source data are provided as a Source Data file.

First, we confirmed that differential RNA expression was correlated with proteomic changes at all three time points of differentiation, suggesting that the HMGN1-associated transcriptional changes were also reflected in protein abundance (Supplementary Fig. 4a, b). 

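Of the 130 genes of the Brown_myeloid_cell_development_up set that Supplementary Data 1 lists, 109 passed the filter on low values. At 0 h, in E2, 86 of these were lower and 23 higher in HMGN1-OE than in wild-type cells, with a median log2 fold change of -0.25 and a range from -2.30 to 0.72. In 20 genes both HMGN1-OE libraries lay below both wild-type libraries and in 3 they lay above, together 23 of 109. Chance gives 33.3% on average, but genes move with the level of their library. The wild-type medians at 0 h lay on both sides of the HMGN1-OE medians, so genes that follow this level overlap. The share of 23 of 109 is therefore no evidence for or against a difference. Only Olr1 had an adjusted p-value under 0.05 by limma, over all genes or over the list alone, and 10 genes had an unadjusted p-value under 0.05. Of the 16 genes read from the heat map of Fig. 2b, 7 are listed in Supplementary Data 1 and 9 are not. All 16 were lower in HMGN1-OE cells at 0 h, with a median log2 fold change of -0.67, and none of them had an adjusted p-value under 0.05 (2 had an unadjusted p-value under 0.05). The paper shows them as leading edge genes, so their direction at 0 h was set by that selection. Itgam, which encodes the surface marker CD11b, had 3.59 and 3.19 FPKM in HMGN1-OE and 5.52 and 5.91 FPKM in wild-type libraries (log2 fold change -0.61, standard error 0.52, limma adjusted p = 1.0).

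With genes ranked by log2 fold change, the set had an enrichment score of -0.66 and a normalized score of -2.25, on the side of wild-type cells. Against 1000 permutations of the genes in the set, p was 0.00128, the smallest these permutations can give, and 0.0036 after Benjamini-Hochberg adjustment over 3 sets. Such permutations treat genes as independent, and they do not allow for the paper having reported the set from these same libraries. With limma's camera, which allows for correlation between genes (0.52 within this set), p was 0.400. Of the 4 comparisons of a single HMGN1-OE library with a single wild-type library, 3 gave scores of -0.62, -0.60, and -0.49, and the other gave 0.22. At 36 h the score was -0.52, and 102 of the 109 genes were lower in HMGN1-OE cells, where the median of all genes was lower too. In 81 genes both HMGN1-OE libraries lay below both wild-type libraries at 36 h, and in 1 they lay above. As deposited 5 genes were called, 4 lower and 1 higher, and none with centring or quantile normalization. With camera p was 0.563 at 36 h. With each library centred on its median, 71 of the 109 genes were lower at 0 h and 69 at 36 h, and after quantile normalization 74 and 81 were. At 96 h, 61 of the 109 were higher and 48 lower as deposited, and 91 were lower with centring and 94 after quantile normalization.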

Gene set enrichment analysis (GSEA) of RNA expression in immature progenitors (in E2) suggested that myeloid differentiation programs were reduced in HMGN1-OE cells compared to wild-type cells (Fig. 2b, Supplementary Data 1). Furthermore, HMGN1-OE progenitors were more transcriptionally similar to HSCs or AML LSCs^27^ when compared to wild-type progenitors (Fig. 2c, Supplementary Data 2). This transcriptional difference is notable given that the cells are morphologically similar (Fig. 1b) and that wild-type, Ts1Rhr, and HMGN1-OE undifferentiated cells have a comparable cell surface phenotype, most similar to that of a normal granulocyte–monocyte progenitor (GMP, Lineage-CD117+Sca1-CD34+CD16/32+, Supplementary Fig. 5a). 

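All 19 genes of the Eppert_LSC_signature set that Supplementary Data 2 lists passed the filter, and 15 of them were higher in HMGN1-OE than in wild-type progenitors at 0 h. The 11 genes marked there as leading edge, which are those of the heat map in Fig. 2c, were all higher, with log2 fold changes from 0.36 to 1.48 and a median of 0.44. These 11 were also the leading edge of the set here, and their direction at 0 h was set by that selection. In 8 of the 19 genes the libraries of the genotypes did not overlap, all with HMGN1-OE above, where chance gives 33.3% in either direction on average. Such a count also moves with the level of the libraries. Crhbp was called over all genes, with 37.6 and 18.1 FPKM in HMGN1-OE and 5.75 and 13.2 FPKM in wild-type libraries (log2 fold change 1.48, standard error 0.43, limma adjusted p = 0.0399). Its adjusted p-value was between 0.0365 and 1.0 under the other settings that were tried, such as 0.312 with a pseudocount of 0.1. Hlf had 57.3 and 16.6 FPKM in HMGN1-OE and 14.0 and 12.9 FPKM in wild-type libraries (log2 fold change 1.15, standard error 0.47, limma adjusted p = 0.503).

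The enrichment score of the set at 0 h was 0.76, on the side of HMGN1-OE cells, with a normalized score of 2.08 and p = 0.0036, the smallest that its gene-set permutations allow. This set too was reported in the paper from the same libraries, which the p-value does not take into account. camera gave p = 0.127 with a correlation of 0.553 between genes. The single-library comparisons gave scores of 0.63, 0.69, 0.68, and 0.25. With genes at a mean of 5 FPKM or more, 15 genes of the set were left and p was 0.0503. The paper reads the enrichment of the myeloid development set in wild-type cells and of the stem cell signature in HMGN1-OE cells as profiles of the undifferentiated cells. From these it proposes that myeloid differentiation programs were reduced in HMGN1-OE cells, and states that these cells were more similar to HSCs or LSCs.

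**Figure D2:**
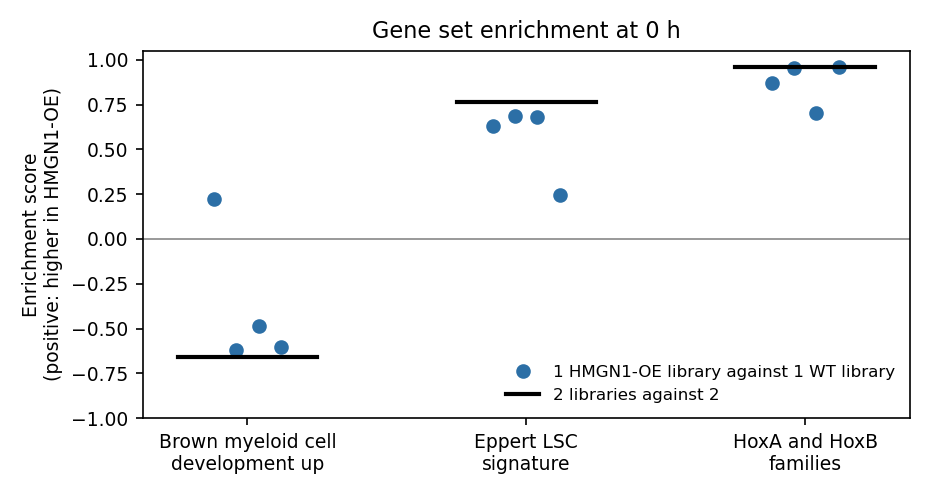
Enrichment scores at 0 h for the 109 tested Brown_myeloid_cell_development_up genes, the 19 Eppert_LSC_signature genes, and the 11 tested HoxA and HoxB genes. Black lines mark the score from 2 libraries against 2 and dots the 4 comparisons of single libraries, which lie on both sides of 0 for the Brown set (from -0.62 to 0.22) and above 0 for the other sets.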

Among the most upregulated genes in HMGN1-OE cells were the HoxA and HoxB families. This difference was present in the undifferentiated state and persisted during differentiation (Fig. 2c, d, Supplementary Data 3). 

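Supplementary Data 3 lists 22 HoxA and HoxB genes, which lie on mouse chromosomes 6 and 11, and 11 of them passed the filter on low values, 8 of HoxA and 3 of HoxB. All 11 were higher in HMGN1-OE cells at 0 h, with log2 fold changes from 0.43 to 2.85 and a median of 0.88, and all 11 stayed higher when each library was centred on its median or quantile normalized. In 9 of the 11 the libraries of the genotypes did not overlap, and 4 had an adjusted p-value under 0.05 over all genes (7 over the list alone).

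Hoxa9 was 31.5 and 6.87 FPKM in HMGN1-OE libraries (19.2 ± 17.4, SD, n = 2) and 2.99 and 0.230 FPKM in wild-type libraries (1.61 ± 1.95, SD, n = 2). Its log2 fold change was 2.85 (standard error 0.41, limma adjusted p = 6.13e-10), the 21st largest of 11516. Hoxa7 was 15.9 and 3.67 FPKM against 1.47 and 0.143 FPKM, with a log2 fold change of 2.40 (standard error 0.36, limma adjusted p = 6.92e-09) and rank 31. Hoxa5 was 7.65 and 2.06 FPKM against 1.06 and 0.139 FPKM, with a log2 fold change of 1.75 (standard error 0.34, limma adjusted p = 5.18e-05) and rank 53. Hoxa6 was 3.01 and 1.35 FPKM against 0.577 and 0.136 FPKM, with a log2 fold change of 1.20 (standard error 0.32, limma adjusted p = 0.0154) and rank 111. The libraries within a genotype differed several-fold in these genes, a spread that limma's trend did not use. Under the alternatives, the adjusted p-value of Hoxa9 was between 6.62e-10 and 1.0. It was 0.123 without the trend, 0.757 with each library centred on its median, 0.761 after quantile normalization, and 1.0 without a filter on low values or without moderation, and none of the 4 genes was called under any of these settings. With limma's robust option, chosen after the values were seen, Hoxa5 and Hoxa6 were called (adjusted p = 0.00102 and 0.00784) and Hoxa9 and Hoxa7 were not (adjusted p = 1.0 for both).

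Of the HoxB genes, Hoxb3 (rank 160) had a log2 fold change of 0.88 (limma adjusted p = 0.504), Hoxb8 (rank 320) of 0.56 and Hoxb4 (rank 463) of 0.43 (limma adjusted p = 1.0 for both). The values do not separate endogenous Hoxb8 from the HoxB8 sequence of the fusion protein these cells carry. In GENCODE vM21 Hoxa3 overlaps each of Hoxa4, Hoxa5, and Hoxa6, and Hoxa7 overlaps an antisense gene, so the assignment of reads to these genes is uncertain. As a set, the 11 genes had an enrichment score of 0.96 with p = 0.00333, the smallest the permutations allow, and p = 0.00570 with camera. The paper singled out these families for their rise in the same libraries. The set was thus selected for this result, and its p-values at 0 h are not independent support.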

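At 36 h, 9 of the 11 tested HoxA and HoxB genes were higher in HMGN1-OE than in wild-type cells, with a median log2 fold change of 0.62, and all 11 were higher with each library centred on its median or quantile normalized. Hoxa9 (log2 fold change 2.15, standard error 0.41, limma adjusted p = 2.62e-05) and Hoxa7 (1.33, standard error 0.36, limma adjusted p = 0.0218) were called. Under the alternatives the adjusted p-value of Hoxa9 was between 1.09e-05 and 1.0, the latter with each library centred or quantile normalized, and that of Hoxa7 was between 0.019 and 1.0. Neither gene was called without the trend, without moderation, without a filter, or with only the libraries of the groups compared. The libraries overlapped, however, with 6.17 and 24.6 FPKM of Hoxa9 in HMGN1-OE and 0.164 and 7.06 FPKM in wild-type cells, and 2.19 and 8.51 FPKM of Hoxa7 against 0.130 and 3.28 FPKM. In 2 of the 11 genes the libraries did not overlap (33.3% of genes by chance on average, a count that also moves with the level of the libraries). The adjusted p-value of Hoxa5 was 0.0503 (log2 fold change 1.17).

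At 96 h all 11 genes were higher, with a median log2 fold change of 0.42, 4 without overlap of the libraries, and none with an adjusted p-value under 0.05 (1 at an unadjusted p-value under 0.05). After quantile normalization all 11 were also higher, with a median of 0.53, and with each library centred on its median 6 of the 11 were higher and 5 lower. Hoxa9 had 0.588 and 4.22 FPKM in HMGN1-OE and 0.828 and 0.0341 FPKM in wild-type cells (log2 fold change 1.07, limma adjusted p = 0.708). It was called with pseudocounts of 0.1 and 0.01 (adjusted p = 0.012 and 0.000319), although its libraries overlapped. None of the other alternatives called it (adjusted p from 0.0589 to 0.852). Hoxa7 had 0.324 and 0.907 FPKM against 0.167 and 0.0467 FPKM (log2 fold change 0.52, limma adjusted p = 0.859). The interaction of genotype with time between 0 and 96 h was -1.88 for Hoxa7 (limma adjusted p = 0.0356), and it was no longer called with a pseudocount of 0.1 (adjusted p = 0.780, with a range from 0.0377 to 0.822 over the alternatives). The HoxA and HoxB set had an enrichment score of 0.92 at 36 h (p = 0.00518, the smallest the permutations allow) and of 0.40 at 96 h (p = 0.507).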

Hox proteins are homeobox transcription factors that are well-known regulators of hematopoietic stem and progenitor cell (HSPC) function^28^ and have been implicated as oncogenes in AML^29^. We validated increased expression of *HoxA7* and *HoxA9* in HMGN1-OE cells by Q-RT-PCR (Supplementary Fig. 5b).

ATAC-seq revealed that HMGN1 overexpressing myeloid progenitors had globally increased chromatin accessibility compared to wild-type cells (Fig. 2e, Supplementary Fig. 5c). This increased ATAC-seq signal was particularly evident in the HoxA and HoxB clusters that were identified as targets of higher RNA expression in HMGN1-overexpressing cells (Fig. 2f). We hypothesized that increased chromatin accessibility might also lead to changes in histone marks, consistent with what has been observed with HMGN1 expression in fibroblasts^30^. Therefore, we profiled chromatin marks during myeloid differentiation in the context of HMGN1 overexpression using Mint-ChIP. Mint-ChIP enables quantitative measurements of histone modifications by normalization to total histone H3^26^. Overexpression of HMGN1 was associated with global increased levels of H3K27 acetylation (H3K27ac), a marker of active transcription, at transcription start sites (TSSs) compared to wild-type cells, and this increase was maintained during induction of myeloid differentiation (Fig. 2g). Higher global H3K27 acetylation was validated by western blotting and flow cytometry across multiple time points during differentiation (Fig. 2g).

Although there was a global increase in chromatin accessibility and H3K27ac across the genome in undifferentiated cells, not all loci were affected equally, suggesting the possibility of additional specificity to the HMGN1 effect. Therefore, we performed an integrated analysis of RNA-seq, ATAC-seq, and Mint-ChIP, focusing on genes at the intersection of the most differentially expressed with the largest changes in accessibility and histone marks at their promoters. *HoxA3*, *HoxA7*, and *HoxA9* ranked as those with the most significant overlapping differences between wild-type and HMGN1-OE cells (Fig. 3a, b, Supplementary Fig. 5d). 

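For the RNA-seq part of this comparison, the thresholds of Fig. 3b were applied to the limma test at 0 h. The paper names no test for its RNA-seq p-values, so the test may differ from that of the diagram. With a log2 fold change above 1.2 and an unadjusted p-value under 0.05, 110 genes were higher in HMGN1-OE cells, and 217 genes passed in either direction. Hoxa7 and Hoxa9 were among the 110. Hoxa3, on chromosome 6, had 1.26 and 0.287 FPKM in HMGN1-OE and 0.161 and 0.119 FPKM in wild-type libraries, the latter near the value at which genes without signal are listed. Both HMGN1-OE libraries lay above both wild-type libraries. Its log2 fold change on the log2(FPKM + 1) scale was 0.58 (standard error 0.30, limma unadjusted p = 0.0512, adjusted p = 1.0), short of both thresholds, and its rank was 306 of 11516. With a pseudocount of 0.1 in place of 1, its log2 fold change was 1.60 (limma unadjusted p = 0.0305), past both thresholds, and 167 genes were higher past them. Its adjusted p-value was not under 0.05 there either. The Hoxa3 gene overlaps Hoxa4, Hoxa5, and Hoxa6 in GENCODE vM21, and how reads were divided between them is uncertain. The ATAC-seq and Mint-ChIP sets of the diagram were not analysed here.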

Loss of the repressive histone mark H3K27 trimethyl (H3K27me3), which is an expected reciprocal change in the setting of increased H3K27 acetylation, was also detected in the HoxA cluster (Fig. 3a). We also observed dose-dependent binding of HMGN1 to chromatin at the *HoxA7* and *HoxA9* genes, in both HMGN1-OE compared to wild-type cells and in progenitors retrovirally overexpressing wild-type HMGN1 compared to a nucleosome-binding incompetent mutant (Fig. 3c). Notably, nearly identical positions in the orthologous human HoxA cluster were previously implicated as a region of concentrated epigenetic regulatory activity in AML^31^.

**Fig. 3:**
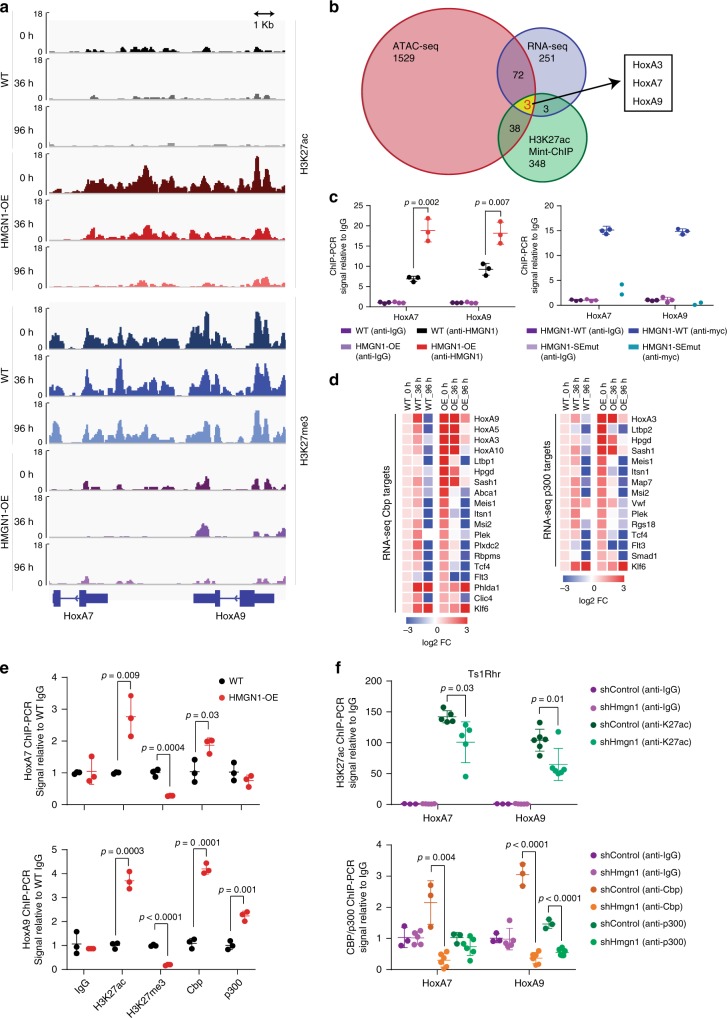
Chromatin and expression changes of Hox genes linked to HMGN1 are associated with the histone acetyl transferases (HATs) Cbp and p300. **a** Gene tracks showing H3K27ac and H3K27me3 Mint-ChIP reads at the *HoxA7* and *HoxA9* loci at baseline and during differentiation in wild-type and HMGN1-OE progenitors. **b** Venn diagram overlapping RNA-seq, H3K27ac Mint-ChIP, and ATAC-seq sets of significant differences in HMGN1-OE vs. wild-type progenitors at baseline (log2FC > 1.2, *p* < 0.05). **c** ChIP-PCR in wild-type and HMGN1-OE myeloid progenitors (left) and wild-type progenitors overexpressing either myc-tagged HMGN1-WT or HMGN1-SEmut (right) for relative HMGN1 binding in the *HoxA7* and *HoxA9* loci. *n* = 2 or 3 biologically independent samples, as indicated. **d** Heatmap of expression of CBP (left) and p300 (right) target genes that are members of the Wong_Adult_Tissue_Stem_Cell gene set and enriched in HMGN1-OE progenitors, expressed as log2 fold change (FC) relative to WT_0 h. **e** ChIP-PCR in wild-type and HMGN1-OE myeloid progenitors for relative H3K27ac, H3K27me3, Cbp, and p300 binding in the *HoxA7* and *HoxA9* loci. *n* = 3 biologically independent samples. **f** ChIP-PCR in Ts1Rhr progenitors with *Hmgn1* knockdown by shRNA for relative H3K27ac (top) and the HATs Cbp and p300 (bottom) in the *HoxA7* and *HoxA9* loci. *n* = 3 biologically independent samples, each measured once (conditions with three data points) or twice (six data points). All statistical comparisons are by two-sided *t* test. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

HMGN1 is known to facilitate HAT activity in local chromatin environments by increasing accessibility to chromatin-modifying enzymes^30^. We found that many targets of the HATs CBP and p300 in murine hematopoietic cells^32^ were upregulated in HMGN1-OE progenitors, including several genes important in HSCs and leukemia (e.g., *HoxA and Hox B* family, *Meis1*, and *Msi2*) (Fig. 3d; left, CBP targets; right, p300 targets). 

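The heat maps of Fig. 3d name 24 CBP or p300 target genes, of which 21 passed the filter on low values. All 21 were higher in HMGN1-OE than in wild-type progenitors at 0 h, as deposited, with each library centred on its median and after quantile normalization. Their log2 fold changes were from 0.07 to 2.85 with a median of 0.57, set beside a median of -0.12 over all tested genes. In 13 of the 21 both HMGN1-OE libraries lay above both wild-type libraries, where chance gives 33.3% in either direction on average. Such a count also moves with the level of the libraries. By limma, 3 genes (Hoxa9, Hoxa5, and Ltbp1) had an adjusted p-value under 0.05 over all genes, 4 had one over the list alone, and 6 had an unadjusted p-value under 0.05. These genes were selected in the paper for enrichment in these cells, so their direction at 0 h was set by that selection.

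Ltbp1 had 7.22 and 6.36 FPKM in HMGN1-OE and 2.32 and 1.15 FPKM in wild-type libraries (log2 fold change 1.54, standard error 0.35, limma adjusted p = 0.00112). It was not called with a pseudocount of 0.1 (adjusted p = 0.134), centring (0.712), quantile normalization (0.457), or without the trend (0.504). It stayed called with a minimum length of 200 bases (0.00112) and with the robust option (0.000493). Meis1 had 18.3 and 10.4 FPKM against 8.11 and 6.90 FPKM (log2 fold change 0.80, standard error 0.42, limma adjusted p = 1.0). Msi2 had 82.0 and 46.1 FPKM against 39.1 and 38.8 FPKM (log2 fold change 0.65, standard error 0.51, limma adjusted p = 1.0). In both Meis1 and Msi2 the libraries of the genotypes did not overlap. Of the 13 tested p300 targets none had an adjusted p-value under 0.05 (2 at an unadjusted p-value under 0.05), and of the 17 tested CBP targets 3 had. The genes of the acetyltransferases themselves, Crebbp (log2 fold change -0.09) and Ep300 (log2 fold change -0.05), did not differ by more than their standard errors of 0.44 and 0.50, and both differences were above 0 with each library centred on its median. At 36 h, 7 of the 21 target genes were higher and 14 lower in HMGN1-OE cells as deposited, 16 were higher with each library centred on its median, and 14 were higher after quantile normalization. At 96 h, 15 were higher and 6 lower as deposited, 5 were higher with centring, and 12 were higher after quantile normalization.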

We confirmed these associations using ChIP-PCR, which validated the Mint-ChIP findings of increased H3K27ac and decreased H3K27me3 at the *HoxA7* and *HoxA9* loci and also demonstrated enriched binding of CBP in the *HoxA7* locus and CBP and p300 in the *HoxA9* locus in HMGN1-OE cells (Fig. 3e). We also confirmed that HMGN1 levels correlated with H3K27ac, and CBP and p300 binding in *HoxA7* and *HoxA9* loci in Ts1Rhr myeloid progenitors with and without knockdown of *Hmgn1* (Fig. 3f, Supplementary Fig. 5e). Together, these data suggest that the effects of HMGN1 in myeloid progenitors are most prominent at genes that are important in myeloid differentiation, HSC function, and leukemia, including but not limited to, Hox transcription factors.

### HMGN1 promotes clonal expansion and HSC activity in vivo

Given its striking effects on differentiation and stem cell programs, we next asked how HMGN1 overexpression affects hematopoiesis and HSPC function in vivo. First, we analyzed HSPCs in HMGN1-OE and wild-type mice at 3 and 12 months of age. No significant differences were observed in young mice. However, older HMGN1-OE animals had higher frequency of immature, lineage-negative (Lin−) cells, Lin-CD117/c-Kit+ (LK) myeloid progenitors, and expansion of GMPs (Fig. 4a).

**Fig. 4:**
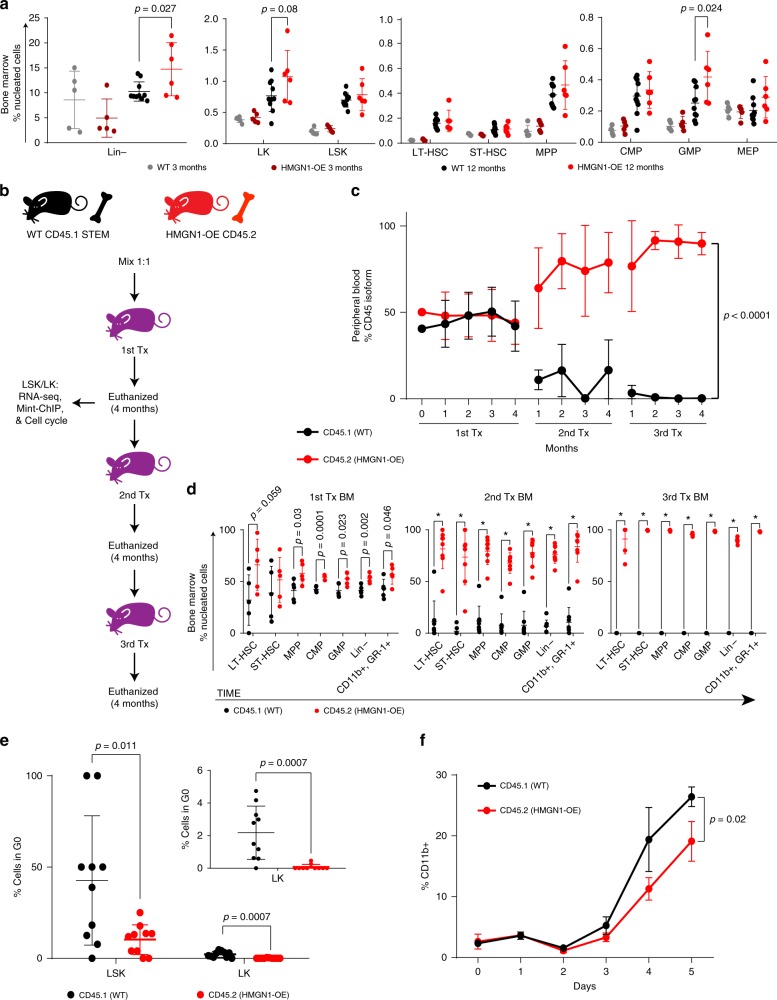
HMGN1 promotes expansion of hematopoietic precursors and provides clonal competitive advantage in vivo. **a** Quantification, as percentage of total bone marrow mononuclear cells, of hematopoietic precursor subpopulations comparing young (3 months) vs. older (12 months) wild-type (*n* = 5 at 3 months, *n* = 10 at 12 months) and HMGN1-OE mice (*n* = 5 at 3 months, *n* = 6 at 12 months). **b** Schematic of the experimental approach for competitive bone marrow transplantation experiments. **c** Flow analysis of blood samples comparing CD45 isoforms from mice bled monthly after initial transplantation (first Tx, *n* = 10 mice) and subsequent serial re-transplantation (second Tx, *n* = 8 mice; and third Tx, *n* = 6 mice). **d** Flow analysis of HSPC populations in bone marrow samples 4 months after initial transplantation (first Tx, *n* = 5 independent animals) and subsequent serial re-transplantation (second Tx, *n* = 8 independent animals; and third Tx, *n* = 6 independent animals). Data are represented as comparison of CD45.1 (wild-type cells) vs. CD45.2 (HMGN1-OE cells). **e** Quantification of G0 cells within LSK and LK populations comparing wild-type and HMGN1-OE bone marrow cells in competition in vivo, *n* = 10 independent animals. **f** Analysis of CD11b by flow cytometry in CD117+ BM progenitors plated in liquid culture for 5 days (*n* = 5 independent animals). In all panels, genotypes compared by two-sided *t* test, in panel (**d**), *p < 0.0001. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

To further explore the role of HMGN1 in hematopoiesis, we performed serial competitive bone marrow transplantation between HMGN1-OE (marked by CD45.2) and CD45.1(STEM) wild-type marrow (Fig. 4b). CD45.1(STEM) is a C57BL/6 congenic strain with a single point mutation that confers recognition by CD45.1-specific monoclonal antibodies and that lacks the competitive disadvantage inherent in the B6.SJL-Ptprc(a)Pepc(b)/BoyJ-CD45.1 strain^33^. HMGN1-OE (CD45.2) transplanted cells had an increasing representation among mature blood cells over three serial bone marrow transplantations, indicating a progressive HSPC competitive advantage (Fig. 4c). Four months after the initial transplantation, mice were sacrificed for analysis of CD45.2 (HMGN1-OE) and CD45.1 (wild type) representation in bone marrow populations (Fig. 4b). In the primary transplant, we did not see a significant difference in the overall mature peripheral blood cell CD45.2/CD45.1 ratio after 4 months (Fig. 4c, first Tx). However, in bone marrow at the same time point, an advantage was present for HMGN1-OE hematopoietic progenitors, including in early multipotent progenitors (MPPs) (Fig. 4d). In secondary and tertiary transplants (second Tx and third Tx), the HMGN1-OE HSPC competitive advantage progressively increased in all primitive and mature hematopoietic populations, including in the peripheral blood, suggesting a long-term HSC advantage associated with HMGN1 overexpression (Fig. 4c, d).

To understand mechanisms underlying the HMGN1-OE competitive advantage and to determine if the epigenome changes we observed during ex vivo myeloid differentiation were also seen in intact primary hematopoiesis, we analyzed transcriptomes and histone marks from sorted HMGN1-OE and wild-type HSPCs that were in competition in vivo. GSEA of differentially expressed genes in LK cells revealed gene sets associated with mitochondrial activity enriched in HMGN1-OE cells (Supplementary Fig. 6a, b, Supplementary Data 4). Mitochondrial biogenesis is triggered with cell cycle induction in HSCs exiting quiescence and is linked to proliferation^34,35^. We also observed decreased expression of programs associated with HSC quiescence^36^ and increased expression of genes upregulated in cycling HSCs^37^ in HMGN1-OE HSPCs (Supplementary Fig. 6c, d, Supplementary Datas 5 and 6). Therefore, we tested whether HMGN1 overexpression was associated with decreased quiescence in HSPCs in vivo. We found that G0 quiescent subpopulations were reduced in both LSK and LK stem/progenitor cells from HMGN1-overexpressing animals (Fig. 4e). These data indicate that HMGN1 overexpression may provide a competitive advantage to HSPCs associated with mitochondrial biogenesis and proliferation.

In most cases where alterations in cell cycle regulators provide a short-term HSPC proliferative advantage, the long-term consequence is premature exhaustion of HSC self-renewal in vivo^38^. However, HMGN1-OE HSPCs had both reduced quiescence and increased repopulating activity in serial transplantation, suggesting they had sustained self-renewal. In support of that hypothesis, HMGN1-overexpressing HSPCs had increased expression of markers of HSC activity, such as *HoxA7* and *HoxA9*, and simultaneously decreased expression of genes associated with myeloid differentiation (Supplementary Fig. 6e, Supplementary Data 7). Expression differences were also associated with changes in H3K27ac at TSSs of genes identified by GSEA (Supplementary Fig. 6f). Together, the gene expression and epigenomic changes in HMGN1-OE bone marrow HSPCs are similar to those we observed in progenitors studied by ex vivo myeloid differentiation (Fig. 2), supporting the in vivo relevance of HMGN1 effects. Similarly, we found that c-Kit+ myeloid progenitors from HMGN1-OE bone marrow had delayed differentiation compared to wild-type cells when cultured in vitro (Fig. 4f). Collectively, these data support the role of HMGN1 in promoting clonal expansion in vivo associated with expression changes in genes involved in stemness, quiescence, and differentiation programs.

### HMGN1 cooperates with AML oncogenes to increase LSC activity

HMGN1 overexpression impaired myeloid differentiation and conferred a competitive advantage to HSPCs but did not cause leukemia on its own (up to 18 months of observation). Therefore, we asked if HMGN1 overexpression cooperated with AML oncogenes in our established assays of myeloid differentiation. We first measured differences in HMGN1-OE or wild-type myeloid progenitor growth and differentiation in vitro in the presence of several AML oncogenes. Some (BCR-ABL and FLT3-ITD), were unaffected by HMGN1 overexpression (Supplementary Fig. 7a). Others, such as AML-ETO9a, MLL-AF9, PML-RARα, NRAS G12V, GATA2 R396W, NPM1mut (exon 12 insertion^39^), and MOZ-TIF2 cooperated with HMGN1 as seen by enhanced myeloid differentiation delay compared to either alteration alone (Fig. 5a, Supplementary Fig. 7a). In addition, AML-ETO9a, NPM1mut, and MOZ-TIF2 cooperated with HMGN1 overexpression to increase colony numbers, suggesting enhanced self-renewal capacity. Increased colony formation by AML-ETO9a plus HMGN1-OE cells was maintained after multiple replating events (Fig. 5b, Supplementary Fig. 7b). This enhanced self-renewal was associated with a lower frequency of differentiated cells in HMGN1-OE plus AML-ETO9a colonies (Supplementary Fig. 7b).

**Fig. 5:**
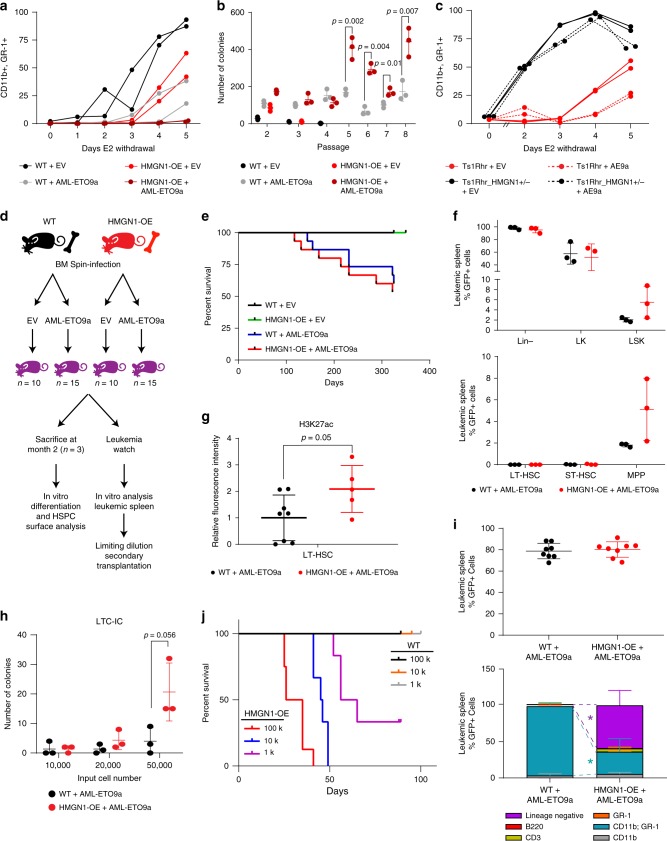
HMGN1 overexpression enhances LSC activity in AML-ETO9a-transformed leukemias. **a** Analysis of myeloid differentiation by flow cytometry for CD11b and GR-1 in GFP+ wild-type and HMGN1-OE myeloid progenitors transduced with empty vector (EV) or AML-ETO9a-expressing retrovirus, each co-expressing GFP. *n* = 2 biologically independent cultures. **b** Serial replating assays of wild-type and HMGN1-OE cells transduced with AML-ETO9a or EV. *n* = 3 biologically independent replicates. **c** Analysis of myeloid differentiation by flow cytometry for CD11b and GR-1 in myeloid progenitors from Ts1Rhr (3 copies of *Hmgn1*) or Ts1Rhr_HMGN1+/− (2 copies of *Hmgn1* but 3 copies of the other 30 genes in the Ts1Rhr triplication), each transduced with AML-ETO9a or EV. *n* = 2 biologically independent replicates. **d** Schematic of the experimental approach for AML-ETO9a in vivo leukemia studies. **e** Survival of primary recipients of wild-type or HMGN1-OE marrow transduced with AML-ETO9a or empty vector (EV). **f** Flow cytometry of HSPC phenotypes within GFP+ cells in spleens from moribund recipients of wild-type + AML-ETO9a or HMGN1-OE + AML-ETO9a transplants, *n* = 3 independent animals. **g** Quantification of H3K27ac levels by flow cytometry in the LT-HSC subpopulation of moribund animals’ leukemias, *n* = 8 independent animals for wild-type + AML-ETO9a; *n* = 5 independent animals for HMGN1-OE + AML-ETO9a. **h** LTC-IC assays showing number of colony formation units (CFU) obtained from leukemic spleens from either AML-ETO9a wild-type or HMGN1-OE transplants, *n* = 3 independent animals. **i** Quantification of GFP+ levels and cell surface markers for subpopulations within GFP+ cells in the peripheral blood 4 weeks after secondary transplantation of 100,000 GFP+ splenocytes of the indicated genotypes, *n* = 8 independent animals. *p < 0.0001 comparing lineage negative or CD11b+/GR-1+ populations between genotypes. **j** Survival after limiting dilution secondary transplantation of wild-type + AML-ETO9a or HMGN1-OE + AML-ETO9a leukemia cells at the indicated cell doses (100 k *n* = 8 independent animals; 10 k *n* = 6; 1 k *n* = 6, each representing two independent leukemias of each genotype). In all cases, samples compared by two-sided *t* test. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

We confirmed these findings in two additional independent primary cell models. First, we found that loss of one copy of *Hmgn1* in Ts1Rhr progenitors (Ts1Rhr_HMGN1+/−; three copies of the 21q22 genes, except only two copies of *Hmgn1*^16^) restored myeloid differentiation and that the differentiation block by AML-ETO9a was greater in Ts1Rhr compared to Ts1Rhr_HMGN1+/− cells (Fig. 5c). Second, in colony assays, depletion of *Hmgn1* in Ts1Rhr cells by deletion of one copy (Ts1Rhr_HMGN1+/−) or by shRNA decreased the self-renewal activity associated with AML-ETO9a (Supplementary Fig. 8). Cooperation between HMGN1 and these specific fusion oncogenes is interesting given that AML-ETO promotes HSPC self-renewal and leukemia via CBP/p300 acetylation^40^ and MOZ is a HAT that depends on HAT activity to inhibit senescence^41^. For these reasons, we hypothesized that AML-ETO9a and HMGN1 overexpression would cooperate in vivo.

We enriched CD117+ myeloid progenitors from 8-week-old wild-type or HMGN1-OE bone marrow and transduced the cells with a retrovirus expressing AML-ETO9a linked to GFP or with a GFP-only control, and then transplanted equivalent numbers of transduced cells into irradiated recipients (Fig. 5d). Two months after injection, we sacrificed a subset of animals from each group and analyzed the relative frequency of hematopoietic progenitor and mature populations. We did not observe any significant differences between recipients of AML-ETO9a-transduced wild-type and HMGN1-OE bone marrow (Supplementary Fig. 9a). However, upon culturing CD117+ cells under conditions that promote myeloid differentiation, we observed moderately increased expansion of stem/progenitor populations and decreased production of CD11b+ mature myeloid cells in HMGN1-OE cultures (Supplementary Fig. 9b).

Beginning at approximately 100 days after transplantation, recipients of AML-ETO9a-transduced marrow began to display signs of systemic illness. Moribund animals had elevated frequency of GFP+ cells in the peripheral blood, bone marrow, and in the spleen, accompanied by splenomegaly (Supplementary Fig. 9c). Although the overall survival was not significantly different in the primary transplant recipients of HMGN1-OE plus AML-ETO9a compared to wild-type plus AML-ETO9a (Fig. 5e), we tested for phenotypic differences in the diseases. HMGN1-OE leukemias were enriched for LSK-like cells and particularly for the LSK subset having a multipotent progenitor (MPP)-like phenotype (Lin− CD117+ Sca-1+ CD150+ CD48−, Fig. 5f). This suggested that HMGN1-overexpressing leukemias had a larger proportion of primitive, stem-like cells compared to wild-type leukemias. Moreover, similar to what we had observed in HMGN1-OE ex vivo immortalized progenitors and HSPCs in vivo, HMGN1-OE plus AML-ETO9a leukemias had increased H3K27 acetylation, particularly within the subset of leukemia cells that had an HSC-like phenotype (Fig. 5g).

The expansion of phenotypically immature leukemia cells led us to hypothesize that HMGN1 overexpressing leukemias might be associated with increased LSC activity. Consistent with this prediction, in long-term culture initiating cell (LTC-IC) assays, an in vitro measure of HSPC activity that also correlates with survival in human AML^42^, HMGN1-OE plus AML-ETO9a leukemias had increased colony formation capacity (Fig. 5h). To measure LSC activity in vivo, we performed limiting dilution transplantation of leukemias into secondary recipients. When we examined the peripheral blood 4 weeks after transplantation, while all animals had a large AML-ETO9a/GFP+ transplanted cell fraction (mean ~80%), we observed an expanded lineage-negative primitive hematopoietic population averaging 59% of the GFP+ mononuclear cells selectively in HMGN1-OE plus AML-ETO9a recipients (Fig. 5i). In contrast, recipients of equivalent cell doses of wild-type plus AML-ETO9a secondary transplants did not have evidence of this circulating undifferentiated population and nearly all the GFP+ cells had a CD11b+ GR-1+ mature myeloid surface phenotype (Fig. 5i). HMGN1-OE plus AML-ETO9a transplants caused fatal leukemia within 75 days in 8/8 secondary recipients that received 100,000 GFP+ cells, 8/8 that received 10,000 cells, and 6/8 that received 1000 cells, which correlates with an estimated leukemia-initiating cell frequency of 1:721 (95% CI 1:304–1:1714) (Fig. 5j). At the same time point, no recipients of wild-type plus AML-ETO9a splenocytes at the same doses developed fatal leukemia. Thus, HMGN1 overexpression increased LSC frequency and capacity to transplant a fatal HSPC-like immature leukemia in AML-ETO9a cells.

### Inhibition of HATs antagonizes HMGN1 effects

We next explored therapeutic implications of HMGN1-associated myeloid phenotypes. Given the striking increase in H3K27ac at HAT binding sites within loci of genes important for HSPCs and leukemia (Fig. 2), we evaluated the effect of genetic or chemical HAT inhibition in primary cell models. We hypothesized that reversing H3K27 hyperacetylation might counteract the HMGN1-associated differentiation block. First, we used a CRISPR-Cas9 approach to target *Cbp* or *Ep300* in wild-type and HMGN1-OE myeloid progenitors and confirmed decreased expression (Fig. 6a). Upon removal of E2, whereas neither *Cbp* nor *Ep300*-targeted sgRNAs affected wild-type cell differentiation, disruption of either gene promoted differentiation in HMGN1-OE cells (Fig. 6b). Targeting of *Cbp* or *Ep300* also decreased the aberrant global hyperacetylation of H3K27 in HMGN1-OE progenitors (Fig. 6c). The pro-differentiating effect of HAT targeting in HMGN1-overexpressing cells was corroborated by morphologic assessment (Fig. 6d).

**Fig. 6:**
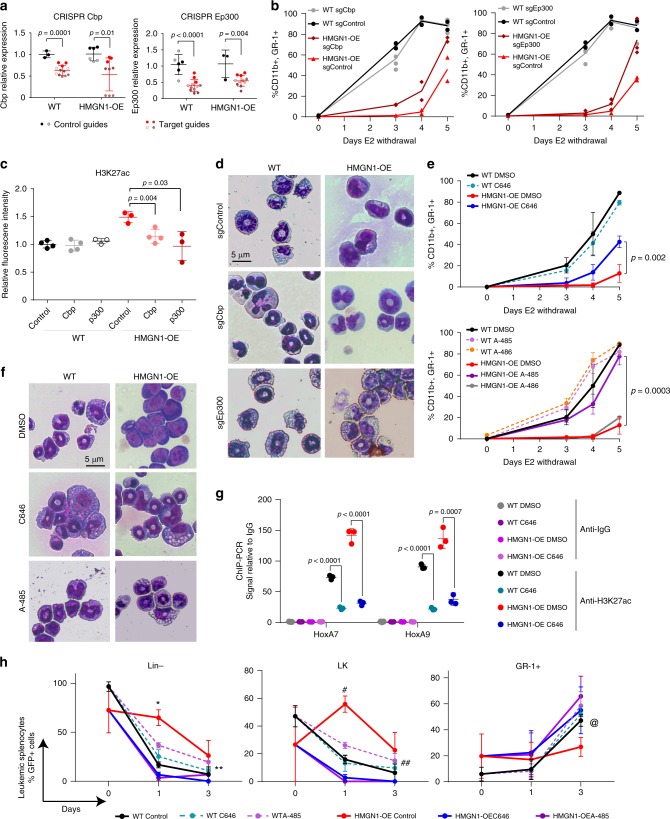
Targeting histone acetyltransferases CBP/p300 reverses HMGN1-associated myeloid differentiation abnormalities. **a** Q-RT-PCR of *Cbp* and *Ep300* expression after infection with CRISPR guides targeting each gene (*n* = 4 biologically independent guides) or control non-targeting guides (*n* = 2 biologically independent guides). **b** Effects of sgRNAs targeting *Cbp* (left panel) or *Ep300* (right panel) compared to controls upon differentiation of wild-type and HMGN1-OE progenitors after E2 withdrawal. Lines are mean of biologically independent guide-expressing cultures (WT and OE sgControl = 2 guides, WT sgCbp and sgEp300 *n* = 2 guides each in biological duplicate, OE sgCbp = 2 guides, OE sgEp300 = 2 guides, one in biological duplicate). **c** Flow cytometry analysis of H3K27ac in wild-type and HMGN1-OE myeloid progenitors expressing sgRNAs targeting *Cbp* and *Ep300* compared to controls. *n* = 3 or 4 biologically independent samples, as indicated. **d** Morphological assessment of *Cbp* and *Ep300* sgRNA effects on myeloid differentiation 4 days after E2 withdrawal. Data are representative of 4 biologically independent experiments. **e** Effects of HAT inhibitors 0.5 µM C646 and 0.5 µM A-485 (compared to inactive analog A-486) on differentiation after withdrawal of E2 measured by flow cytometry for CD11b and GR-1. *n* = 3 biologically independent samples. **f** Morphologic assessment of C646 and A-485 effects on myeloid differentiation. Data are representative of three biologically independent experiments. **g** ChIP-PCR in wild-type and HMGN1-OE myeloid progenitors after 96 h of E2 withdrawal with or without C646 for relative H3K27ac at the *HoxA7* and *HoxA9* loci. *n* = 3 biologically independent samples. **h** Effects of HAT inhibitors 0.5 µM C646 and 0.5 µM A-485 on proportion of the indicated subpopulations of AML-ETO9a leukemic splenocytes derived from HMGN1-OE or WT progenitors. *n* = 3 biologic replicates. *p = 0.003 OE control vs. C646, *p* = 0.002 OE control vs. A-485; **p = 0.04 OE control vs. C646; ^#^*p* = 0.0001 OE control vs. C646, *p* = 0.0001 OE control vs. A-485; ^##^*p* = 0.03 OE control vs. C646, *p* = 0.03 OE control vs. A-485; ^@^*p* = 0.06 OE control vs. C646, *p* = 0.01 OE control vs. A-485. In all panels, samples compared by two-sided *t* test. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

To determine whether pharmacologic targeting of acetyltransferases could also promote myeloid differentiation, we assessed the effects of small molecule inhibitors of HATs. Treatment with C646, an acetyl-CoA competitive inhibitor of CBP/p300^43^, promoted myeloid differentiation in HMGN1-OE progenitors, without affecting wild-type cell differentiation (Fig. 6e). The more potent and structurally distinct catalytic HAT inhibitor A-485, but not its inactive analog A-486^44^, also restored normal myeloid differentiation in HMGN1-OE progenitors, again without affecting wild-type cells (Fig. 6e). C646 and A-485-associated differentiation in HMGN1-OE cells was confirmed by morphologic assessment (Fig. 6f). C646 also decreased *HoxA7* and *HoxA9* expression, in association with decreased binding of CBP and p300 and reduced H3K27 acetylation at the *HoxA7* and *HoxA9* loci (Fig. 6g, Supplementary Fig. 10). In contrast, other small molecules targeting H3K27 mark placement or recognition had no genotype-selective effect on HMGN1-OE progenitor differentiation. These included inhibitors of the H3K27ac “reader” BET bromodomain proteins (JQ1^45^, Cbp30^46^, and iCbp112^47^); ATP citrate lyase (ACLY), the enzyme responsible for producing acetyl-CoA from citrate (BMS3031411^48^ and Medica16^49^); H3K27 demethylases (GSK-J4^50^), and the H3K27 methyltransferase EZH2 (GSK-126^51^) (Supplementary Fig. 11).

Finally, we tested HAT inhibition with C646 and A-485 in AML-ETO9a leukemia cells derived from wild-type or HMGN1-OE bone marrow. Similar to what we observed with preleukemic HSPCs (Supplementary Fig. 8b), the relative fractions of primitive LK cells were expanded and terminally differentiated GR-1+ cells were reduced in myeloid-biased cultures of HMGN1-OE AML-ETO9a leukemia cells. Treatment with HAT inhibitors reversed the HSPC-like expansion and promoted terminal differentiation in HMGN1-OE AML-ETO9a leukemias (Fig. 6h). Together, these data suggest that HAT inhibition selectively restores differentiation in HMGN1-overexpressing hematopoietic progenitors and leukemias.

## Discussion

Deregulation of the epigenome is important in transformation of hematopoietic cells, but a direct link between HMGN proteins, chromatin accessibility, and myelopoiesis has not been appreciated. We found that HMGN1 blocks differentiation, enhances stem cell properties, and cooperates with leukemia-associated oncogenes. HMGN1 overexpression increases H3K27 acetylation at loci that regulate HSCs and AML. Acetyltransferase inhibition resolved the HMGN1-associated differentiation block, suggesting that restoring normal histone marks and chromatin compaction may target leukemic phenotypes.

Polysomy 21 is highly associated with AML, but specific amplified gene(s) responsible for this association are not fully understood. Here, we linked 21q22 amplification to abnormalities in myeloid differentiation and HSPC function mediated by HMGN1. HMGN1’s effect on differentiation was dependent on residues necessary for binding to the nucleosome acidic patch, which is required to modify chromatin^30^. HMGN1 increases accessible chromatin and expression-associated chromatin marks at lineage-specific loci^16,52–54^, and here, similarly, we found it promoted increased expression of HSC and leukemia-associated genes in myeloid progenitors. This study adds chromatin decompaction and accessibility mediated by HMGN1 as an additional mechanism by which myeloid leukemogenesis corrupts normal hematopoietic development.

One of the striking phenotypes we observed was simultaneously decreased quiescence and increased HSC/LSC activity associated with HMGN1. These cellular states are thought to be in opposition in normal hematopoiesis, where long-term stem cells are quiescent and downstream progenitors provide the proliferative capacity to maintain blood cell production^38^. Our data suggest that chromatin changes induced by HMGN1 promote self-renewal phenotypes in a cell that also has enhanced proliferative capability. We previously observed a similar cell state where stemness and progenitor programs coexisted in individual cells from AML patients’ bone marrow by single-cell RNA sequencing^55^. Future studies may identify other factors that promote this type of malignancy-associated phenotypic plasticity using the epigenomic changes induced by HMGN1 as an example.

Among the most significant targets for HMGN1 was upregulation of genes in the HoxA and HoxB clusters. Homeobox transcriptional factors in the Hox family are commonly dysregulated in AML and lead to aberrant self-renewal and development of leukemia in model systems. Overexpression of specific HoxA genes causes expansion of long-term repopulating HSCs and a myeloproliferative phenotype^56^, while HoxA cluster-haploinsufficient long-term HSCs are less competitive than wild type cells in transplantation assays^57^. Our results suggest a mechanism of upstream control of HSC and LSC activity at the chromatin. Modulating HMGN1 may have applications in expansion of normal HSCs, or conversely, in targeting LSC activity.

Clinically, these data point to the HMGN1-HAT-histone acetylation axis as a therapeutic target in AML. Furthermore, while overt DNA amplification of 21q22/*HMGN1* is observed in a subset of AMLs, the Project Achilles screen and our CRISPR knockout data suggests that even AMLs without 21q22 amplification may be susceptible to HMGN1 loss. Small molecule targeting of proteins that interact with the nucleosome acidic patch is challenging because there is no obvious pocket for drug binding, but is an active area of research^58^. In the absence of a direct inhibitor of HMGN1, HAT inhibition may be active in leukemias associated with chr21 amplification or alterations resulting in similar chromatin phenotypes.

It may be notable that while 21q22 is a recurrent target of copy number loss in solid tumors, chromosome 21 is more likely to be amplified in hematologic malignancies^59,60^. One interpretation could be that one or more elements on 21q22 are essential in the hematopoietic lineage or are tissue-specific oncogenes. Under this model, HMGN1 overexpression might be a particularly potent alteration in AML because it specifically cooperates with other events involved in transformation of blood cells. Our data suggest that HMGN1 increases chromatin accessibility to acetyltransferases such as CBP/p300, enhancing the leukemogenic activity of AML oncogenes such as t(8;21)/AML1-ETO that are known to act via histone acetylation. Further investigation is needed to determine if HMGN1-induced chromatin accessibility enhances other AML-associated oncogenes/tumor suppressor events that also act via epigenomic deregulation.

In summary, our results reveal that control of chromatin compaction may play an important role in normal hematopoiesis and preventing transformation to leukemia. HMGN1 overexpression via amplification of 21q22 impaired myeloid differentiation and increased HSC and LSC activity in vivo. HMGN1 promoted histone acetylation globally and even more so focally at leukemia-associated loci. In this context, the epigenome changes were therapeutically relevant because HMGN1 effects were reversible by inhibition of HATs. More broadly, we propose that if chromatin structure controls self-renewal and differentiation in the hematopoietic lineage, targeting chromatin accessibility may be therapeutically beneficial in AML.

## Methods

### Cell lines

Immortalization of myeloid hematopoietic progenitors was performed by transduction of CD117 (c-Kit) positive bone marrow cells with a retrovirus expressing HoxB8 fused to the estrogen receptor^21^. Cells were grown in 10 ng/ml IL-3 (Goldbio) and 1 μM estradiol (E2) (Sigma Aldrich). AML cell lines were obtained from ATCC between 2009–2014. They were validated by STR profiling in 2019 and undergo mycoplasma testing every 6 months. Myeloid progenitors, Nomo1, and U937 cell lines were grown in RPMI 1640 supplemented with 10% fetal bovine serum (Gibco, 10438026), 1% penicillin/streptomycin (Gibco, 15140122), and 1% GlutaMAX (Gibco, 35050061). 293T packaging cells were grown in DMEM supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin, and 1% GlutaMAX. Proliferation was measured at the indicated times starting with a concentration of 10,000 cells/ml in the case of the immortalized murine myeloid progenitors and with 100,000 cells/ml for human cell lines. Cell number was determined by a hemocytometer counting chamber.

### Mouse primary cell in vivo and ex vivo experiments

All animal experiments were performed with approval from the Dana–Farber Cancer Institute (DFCI) Animal Care and Use Committee. All experiments were performed in a C57BL/6 (B6) background. HMGN1-OE^23^ and Ts1Rhr^15^ mice were back-crossed to C57BL/6 >15 generations; controls were wild-type littermates. Ts1Rhr_HMGN1^+/−^ mice were generated by crossing *Hmgn1*^−/−^ with Ts1Rhr animals^16^. For bone marrow extraction and transplantation, mice were sacrificed, tibiae and fibulae were dissected, and cells were flushed with phosphate-buffered saline (PBS). We performed red cell lysis followed by a positive CD117 selection using magnetic beads (Miltenyi Biotec #130-094-224). For competitive transplantation, recipients were CD45.2 B6 female mice 8-9 weeks of age lethally irradiated (5.5 Gy ×2 doses) and injected with a 1:1 mixture of 10^6^ donor bone marrow cells from CD45.1(STEM) congenic wild-type mice^33^ and CD45.2 OE-HMGN1 transgenic mice in a total volume of 100 μl PBS, pH 7.4. For serial transplantation, bone marrow was harvested after 16 weeks and 10^6^ cells were reinjected into the tail vein of lethally irradiated CD45.2 female recipients in a total volume of 100 μl PBS, pH 7.4.

For the in vivo assay of leukemogenic potential of HMGN1 combined with AML-ETO9a, both legs and spine from wild-type and HMGN1-OE mice were harvested by crushing and passage through a 40 µm filter. After 24 h of recovery in RPMI media enriched with IL-6 (10 ng/ml), SCF (10 ng/ml), and IL-3 (100 ng/ml), cells were infected with viral particles containing either empty pMSCV-IRES-GFP (EV) or pMSCV-AMLETO9a-IRES-GFP. Twenty-four hours post infection, 10^6^ GFP+ donor cells in a total volume of 100 μl PBS, pH 7.4 were injected into the tail vein of recipient B6 female mice 8–9 weeks of age that had been lethally irradiated (5.5 Gy ×2 doses). Animals were followed daily for sign of illness and when moribund, were sacrificed and peripheral blood, bone marrow, and splenocytes were harvested for analysis and cryopreservation.

For limiting dilution secondary transplantation, 100, 10, or 1 k GFP+ leukemic splenocytes were injected in a total volume of 100 μl PBS, pH 7.4, together with 0.5 × 10^6^ unmanipulated wild-type bone marrow cells into the tail vein of recipient B6 female mice 8–9 weeks of age that had been lethally irradiated (5.5 Gy ×2 doses). For each condition, cells from 2 different leukemic spleens were used and each were injected into 4 (for the 100 k condition), 3 (10 k), and 3 (1 k) recipients. LSC frequency in limiting dilution transplants was calculated using L-Calc software (StemSoft). For in vitro culture and differentiation of primary hematopoietic progenitors, with or without drug treatment, fresh bone marrow cells, CD117+ enriched, were seeded in RPMI media containing 10% FBS and IL-6 (10 ng/ml), SCF (10 ng/ml), and IL-3 (100 ng/ml). The same culture conditions were used for ex vivo culture of CD117+ enriched cells after transduction with oncogene-containing retroviruses co-expressing GFP.

### Clonogenic assays

Wild-type or HMGN1-OE cells stably infected with the oncogenes indicated were seeded in methylcellulose media (Methocult M3234, Stem Cell Technologies), supplemented with IL-6 (10 ng/ml), SCF (10 ng/ml), and IL-3 (6 ng/ml) (GoldBio) at 2 × 10^5^ cells/ml and at 5 × 10^4^ cells/ml in subsequent passages. Colonies were manually counted at 7 days, pooled, and replated. For long-term culture initiating colony (LTC-IC) assays, leukemic splenocytes from three different animals were plated on MS5 feeder cells for three weeks in RPMI media enriched with IL-6 (10 ng/ml), SCF (10 ng/ml), and IL-3 (6 ng/ml). Cells were counted and 10,000, 20,000, or 50,000 GFP+ cells were seeded in methylcellulose media (Methocult M3234) supplemented with SCF (10 ng/ml), IL-3 (6 ng/ml), and IL-6 (10 ng/ml) in 35 mm dishes. One week later, the number of colonies and cells was determined.

### Antibodies

Detailed information of antibodies used for Western blotting, flow cytometry, Mint-ChIP, and ChIP-PCR is included in Table 1.

**Table 1:** List of antibodies.

Target-fluorophore	Provider-catalog number	Experiment	Dilution	Target	Provider-catalog number	Experiment	Dilution
CD11b-PE	Life Technologies #12-0112-81	Flow Cytometry	1:500	HMGN1	Life Technologies #A302363A	Western Blot	1:1000
GR1-FITC	Fisher Scientific #509919	Flow Cytometry	1:500	Β-Actin	Sigma, #SAB5500001	Western Blot	1:10,000
Anti-rabbit Alexa555	Life Technologies #A21428	Flow Cytometry	1:1000	Histone H3	Cell Signaling Technology #9715	Western Blot	1:1000
Lineage Cell Detection Cocktail-Biotin, mouse	Miltenyi Biotech #130-092-613	Flow Cytometry	1:10	Histone H3 K27ac	Cell Signaling Technology 8173	Western Blot and Flow Cytometry	1:1000
Streptavidin-PE/Cy7	BioLegend # 405233	Flow Cytometry	1:100	Histone H3 K27ac	Abcam, #ab4729	ChIP-PCR/WB/FC	1:100 (ChIP & Flow Cytometry); 1:1000 (WB)
CD117-APC	Fisher Scientific #BDB553356	Flow Cytometry	1:100	Histone H3 K27me3	Active Motif #61017	ChIP-PCR	1:100
CD16/32 APC/Cy7	Fisher Scientific #BDB560541	Flow Cytometry	1:100	CBP	Cell Signaling Technology #7425	ChIP-PCR	1:100
CD34-Alexa700	Fisher Scientific #BDB560518	Flow Cytometry	1:100	p300	Bethyl Laboratories #A300-358A-M	ChIP-PCR	1:100
CD150-Pac Blue	BioLegend #115924	Flow Cytometry	1:100	Histone H3	Active Motif #39763	Mint-ChIP	1:100
CD48-PE/Cy5	BioLegend #103420	Flow Cytometry	1:100	Histone H3 K27ac	Active Motif #39133	Mint-ChIP	1:100
CD45.1-FITC	BioLegend #110706	Flow Cytometry	1:100	Histone H3 K27me3	Millipore #07-449	Mint-ChIP	1:100
CD45.2-PERCP/Cy5.5	BioLegend #109828	Flow Cytometry	1:100				
B220-PE	BioLegend #103207	Flow Cytometry	1:100				
CD3-PB	Fisher Scientific #BDB558214	Flow Cytometry	1:100				
GR1-APC	BioLegend #108412	Flow Cytometry	1:100				
CD11b-APC/CY7	BioLegend-#101226	Flow Cytometry	1:100				

### Drug treatment assays

Cell lines were plated in a 96-well dish at a concentration of 2000 cells per 160 μl of media with drugs or vehicle (DMSO). Compounds were added to the cells in a serial threefold dilution. After incubation for 72 h at 37 °C, viability was determined by a 3-(4.5-dimehtylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, Sigma) assay according to manufacturer’s instructions. Briefly, 20 μl of 5 mg/ml MTT was added to each well and incubated for 2 h at 37 °C followed by addition of 100 μl of MTT lysis buffer and overnight incubation at 37 °C. Absorbance values were measured using a SpectraMax M3 plate reader at 570 and 630 nm. Viability curve values were analyzed by GraphPad Prism 8 (GraphPad Software, Inc.) by nonlinear regression analysis. Detailed information for the compounds is in Table 2.

**Table 2:** List of compounds and other reagents.

Reagent	Catalog number-provider	Reagent	Catalog number-provider
Estradiol	Sigma-Aldrich #E2758	Medica16	Sigma-Aldrich #M5693
IL-3	Gold Bio technology #1310-06-10	GSK-J4	Selleck #7070
IL-6	Gold Bio technology	GSK-126	Selleck #S7061
C646	Selleck #S7152	Doxycycline hydrochloride	Fisher Scientific #BP26531
A-485 and A-486	Structural Genomics Consortium	Trizol	Life Technologies #15596018
JQ1	Selleck #S7110	ERCC Spike-in	Thermo Fisher/Ambion #4456740
SCF	Gold Bio technology #1320-01-10	Puromycin dihydrochloride	Gold biotechnology #P-600
Cbp30	Sigma-Aldrich #SML1133	Polybrene	Santa Cruz #sc-134220
iCbp112	Sigma-Aldrich #SML1134	Lipofectamine2000	Life technologies #11668500
BMS-3031411	Sigma-Aldrich #SML0784	RNAse	Sigma-Aldrich #R6513
Hoechst33342	Sigma-Aldrich#B2261	PyroninY	Sigma-Aldrich #P9172
DCFDA	Life technologies #D399	Power SYBR Green PCR Master mix	Applied Biosystems #4367359
Qubit RNA BR assay kit	Life Technologies #Q10210	Bioanalyzer RNA 600 Chip Kit	Agilent #5067-1511
RIPA	Boston Bioproducts #BP-115	Protease inhibitor	ThermoFisher #87786
High-capacity cDNA Reverse Transcription Kit	Applied Biosystems #4368814	SimpleChIP enzymatic chromatin IP kit	Cell Signaling Technology #9005

### Flow cytometry

For in vitro differentiation, cells were treated with compounds or vehicle at doses and times indicated. Cells were harvested and washed with PBS before staining and then incubated with the antibodies indicated for 30 min in the dark at 4 °C followed by a final wash in PBS before flow cytometry analysis. In the case of murine peripheral blood samples, we initially lysed the samples twice with red cells lysis buffer prior to staining. For analysis of bone marrow or spleen samples, samples were lysed once. Antibodies for staining are indicated in Table 1. Gating for HSPC subpopulations were defined as indicated in Table 3.

**Table 3:** Markers of hematopoietic subpopulations.

HSPC population	Surface markers for flow cytometry
LSK	Lin−, CD117+, Sca-1+
LT-HSC (long-term HSC)	Lin−, CD117+, Sca-1+, CD150+, CD48−
ST-HSC (short-term HSC)	Lin−, CD117+, Sca-1+, CD150−, CD48−
MPP (multipotent progenitor)	Lin−, CD117+, Sca-1+, CD150−, CD48+
LK	Lin−, CD117+, Sca-1-
GMP (granulocyte–monocyte progenitor)	Lin−, CD117+, Sca-1-, CD34+, CD16/32+
CMP (common myeloid progenitor)	Lin−, CD117+, Sca-1-, CD34+, CD16/32−
MEP (megakaryocyte–erythroid progenitor)	Lin−, CD117+, Sca-1-, CD34−, CD16/32−

For analysis of H3K27ac levels by flow cytometry, cells were harvested and washed twice with PBS followed by fixation with 4% paraformaldehyde in PBS for 15 min on ice. Cells were pelleted by centrifugation for 5 min at 300*g* and resuspended in cold 70% EtOH added drop by drop while vortexing and then incubated overnight at −20 °C. Next, cells were washed twice with PBS and once with PBS/1% FBS. Cells were permeabilized for 20 min with 0.25% Triton-X100 in PBS/1% FBS followed by incubation with primary at 1:500 dilution for 30 min and then secondary antibody at 1:1000 dilution for 2 h at 4 °C in the dark. For analysis of cell cycle distribution, cells were initially stained with surface markers as described above and then permeabilized and fixed as indicated for H3K27ac analysis above. Next, cells were washed twice with PBS/2% FBS and stained with 1 μM Hoechst 33342 in HBSS (Hank’s balanced salt solution) supplemented with 20 mM HEPES pH 8 and 10% FBS. After 30 min of incubation at 37 °C, Pyronin Y was added to a final concentration of 1 μg/ml incubated for an additional 30-minutes. Cells were analyzed using a CytoFlex flow cytometer (Beckman Coulter) in most cases. For analysis of HSPCs, cells were analyzed using a FACS Canto II. In all cases, data was processed using FlowJo X software. For sorting of LK and LSK progenitor populations, cells were incubated with the antibodies indicated on each case and sorter in a FACS Aria II SORP. Table 1 includes complete information on antibodies.

### Cellular ROS measurement

For measurement of ROS production during differentiation, we used the cell permeable reagent 2′,7″-dichlorofluorescein diacetate (DCFDA, Life technologies D399) following the manufacturer’s instructions. Briefly, cells were harvested and incubated with 25 μM DFCDA in culture media for 30 min at 37 °C and then analyzed by flow cytometry for fluorescence shift caused by DFCDA oxidation to DCF.

### Cytospins for cellular morphology

Twenty thousand cells were washed and resuspended in 100 μl of PBS and centrifugation was performed at 10×*g* for 3 min on a CytoSpin 3 centrifuge (Shandon). Slides were air-dried and then stained for 5 min in May-Grunwald solution followed by a 2 min wash in PBS. Next, slides were stained for 15 min in a 1:20 dilution in Giemsa and washed briefly 2–3 times in H_2_O. Slides were air-dried before visualization.

### Viral infections

Lentiviral and retroviral particles were produced in 293T cells using standard procedures with Lipofectamine 2000 (Invitrogen, 11668027). For retroviral production, 293T cells in a 10 cm plate were transfected with 12 μg of pECO-PAC together with 12 μg of the viral construct of interest and viral supernatant was harvested 48 h later. In the case of lentivirus production, 293T cells were transfected with 10.8 μg pPAX2, 2.4 μg pVSVg, and 10.8 μg of the viral expression plasmid of interest. Viral supernatant was harvested 48- and 72-h post transfection and concentrated by ultracentrifugation at 23,000*g* for 2 h at 4 °C. For infection, 200,000 actively dividing cells were spinfected in the presence of 1.5 ml of viral suspension and polybrene (final concentration 8 μg/ml) at 2000*g* for 90 min at 32 °C. To knock-down *Hmgn1* in stably infected cells, shRNAs were induced with 0.5 μg/ml doxycycline for 96 h before performing assays.

### cDNA and shRNA expression and CRISPR/Cas9 gene targeting

For constitutive expression of HMGN1-WT and HMGN1-SEmut (mutant protein unable to bind to nucleosomes^16^) we used a pMSCV backbone, adding an in-frame FLAG tag using the primers indicated in Table 4. For modulation of HMGN1 expression in Ts1Rhr cells by shRNA, we used the doxycycline-inducible tet on-pLKO system targeting the sequences indicated in Table 4. For the CRISPR–Cas9 approach, we initially generated Flag–Cas9 stable cell lines by lentiviral infection of pCRISPRV2-FLAG-CAS9 (Addgene #52961) as described above, followed by selection with 2 μg/ml puromycin. Next, for targeting of either *HMGN1* (human AML cell lines), or *Ep300* or *Cbp* (murine myeloid progenitors) we used the pLKO5-RFP657 vector (Addgene #57824). Oligonucleotide sequences are in Table 4.

**Table 4:** List of primers.

Target	Sense sequence 5′-3′	Anti-sense sequence 5′-3′	Experiment
HMGN1 #1	TTCTATCTGGTCCCGTGTTTC	GAAACACGGGACCAGATAGAA	shHMGN1
HMGN1 #2	TGTGGTCATGGCAGTCCATTT	AAATGGACTGCCATGACCTCA	shHMGN1
Flag-HMGN1	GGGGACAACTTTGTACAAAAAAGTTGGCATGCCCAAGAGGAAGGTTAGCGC	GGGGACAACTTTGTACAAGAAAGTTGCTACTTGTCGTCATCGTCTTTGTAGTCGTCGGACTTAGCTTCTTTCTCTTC	Flag-HMGN1
Control_g1	CACCGACGGAGGCTAAGCGTCGCAA	AAACTTGCGACGTTAGCCTCCGTC	CRISPR (Control)
Control_g2	CACCGCGCTTCCGCGGCCCGTTCAA	AAACTTGAACGGGCCGCGGAAGCGC	CRISPR (Control)
HMGN1_g1	CACCGCCGCAGGTCAGCTCCGCCGA	AAACTCGGCGGAGCTGACCTGCGGC	CRISPR (HMGN1)
HMGN1_g2	CACCGTTCGTTTCCCCGTTTTCCGC	AAACGCGGAAAACGGGGAAACGAAC	CRISPR (HMGN1)
Cbp_g1	CACCGCGTGTATACATATCTTATC	AAACGATAAGATATGTATACACGC	CRISPR (Cbp)
Cbp_g2	CACCGCCCCAAACCAAAACGACTAC	AAACGTAGTCGTTTTGGTTTGGGGC	CRISPR (Cbp)
Cbp_g3	CACCGTCAAACAAGCGAACGAAGAC	AAACGTCTTCGTTCGCTTGTTTGAC	CRISPR (Cbp)
Cbp_g4	CACCGCAGCTTCTGCGACAGGTCGT	AAACACGACCTGTCGCAGAAGCTGC	CRISPR (Cbp)
Ep300_g1	CACCGAACAGGGCCTTTGTTCGGTA	AAACTACCGAACAAAGGCCCTGTTC	CRISPR (p300)
Ep300_g2	CACCGCAGTCCGCAAGCATTTAGGA	AAACTCCTAAATGCTTGCGGACTGC	CRISPR (p300)
Ep300_g3	CACCGTACCATTCTTGCAGGCGCT	AAACAGCGCCTGCAAGAATGGTAC	CRISPR (p300)
Ep300_g4	CACCGTTAGACACATTGGGCATACC	AAACGGTATGCCCAATGTGTCTAAC	CRISPR (p300)
HoxA7	TATGTGAACGCGCTTTTTAGCA	GGGGGCTGTTGACATTGTATAA	Q-RT-PCR
HoxA9	CCCCGACTTCAGTCCTTGC	GATGCACGTAGGGGTGGTG	Q-RT-PCR
Cbp	TTCTCCGCGAATGACAACACA	CCTGGGTTGATGCTAGAGCC	Q-RT-PCR
p300	AATGGACAAGGGATAATGCCCA	CTCAGTCAATAAACTGCCAGCA	Q-RT-PCR
HoxA7	GCCACAACCCCTAGTTACCC	GGAGCCGAGTTTCTCCCCAAA	ChIP-PCR
HoxA9	CCACGCTTGACACTCACAC	TCGGCATTGTTTTCGGAGAAG	ChIP-PCR

### RNA sequencing

Murine myeloid progenitor cells were stimulated to differentiate for the indicated times. One million cells were counted, and RNA was extracted with TRIzol (Invitrogen, 15596018). For per cell normalization, 1 µl of Mix #1 ERCC exogenous spike-in RNA (Ambion, 4456740, diluted 1:1000) was added to each RNA sample. In the case of competitive bone marrow transplantations, LK and LSK populations were sorted by pooling cells from three different biological mice in triplicate per sample (nine mice in total per genotype per timepoint). RNA quality checks were performed using the RNA Qubit Assay (Invitrogen) and on a Bioanalyzer RNA Nano 6000 Chip Kit (Agilent). Libraries were prepared using the TruSeq RNA Library Preparation Kit v2, Set A (Illumina, RS-122-2001). Sequencing was performed on a NextSeq500 (Illumina) by the Molecular Biology Core Facilities (MBCF) at DFCI. RNA-seq data processing included normalization to spike-in controls where indicated^25,61^. Bowtie (version 0.12.2) was used to align sequences to a genome build that included ERCC synthetic spike-in RNA sequences (https://tools.thermofisher.com/content/sfs/manuals/cms_095047.txt). For each gene and spike-in RNA, we computed a value for reads per kilobase of transcript, per million mapped reads (RPKM). Loess regression was used to normalize RPKM values using the spike-in values as reference by performing regression on the combined data matrix with *loess.normalize* in the R package *affy*. Here, *mat* defined the total RPKM matrix and *subset* (for normalization) were the ERCC spike-ins. Other parameters were set to default values.

### Gene set enrichment analysis (GSEA)

GSEA (http://www.broadinstitute.org/gsea/)^15^ was performed using the Molecular Signatures Database (MSigDB) version 6.0^62^. Leading edge analysis was performed in by GSEA and visualized as heat maps using Morpheus (http://software.broadinstitute.org/morpheus/).

### Chromatin immunoprecipitation and sequencing (Mint-ChIP)

For ChIP-seq on myeloid progenitors and on LSK and LK cells, we employed Mint-ChIP^26^ with some modifications. Briefly, cells were lysed, followed by MNase digestion of the chromatin and barcoded adapter ligation. Samples were pooled and total H3, H3K27ac, and H3K27me3 antibodies (see Table 1) were used for immunoprecipitation. In vitro transcription, reverse transcription, and PCR were used for library generation. Compared to the original Mint-ChIP protocol, changes in adapter and oligo designs were made to place the adapter barcode adjacent to SBS12 instead of SBS3. Details of the protocol are described at https://www.protocols.io/view/mint-chip3-a-low-input-chip-seq-protocol-using-mul-wbefaje. Gene tracks were visualized in the Integrated Genomics Viewer (IGV, Broad Institute).

### Quantitative proteomics (Tandem mass tag analysis)

Myeloid progenitor cells were washed twice with ice-cold PBS and lysed in urea buffer (8 M urea, 75 mM NaCl, 50 mM EPPS pH 8.0, complete protease inhibitors (Roche) and PhosSTOP phosphatase inhibitors (Roche). Protein concentration was determined by bicinchoninic acid (Thermo Fisher Scientific). Next, 100 µg of protein were reduced with 5 mM TCEP and alkylated with 14 mM iodoacetamide (IAA). All incubations were performed at room temperature for 30 min. Proteins were precipitated by methanol/chloroform, resuspend in 200 mM EPPS and digested with LysC for 12 h at room temperature (1:100, LysC:Protein). Then, trypsin was added to the peptide mixture and further digested for 5 h at 37 °C (1:75, Trypsin:Protein). After digestion, peptide concentration was calculated using the quantitative colorimetric peptide assay (Pierce). A total of 25 µg of peptides were labeled with TMT-10plex^63^. After labeling, all samples were combined in equal amounts and fractionated in a basic pH reverse phase chromatography. All 96 fractions collected were combined into 24, 12 of which were desalted via STAGE-TiP^64^ and dried in a vacuum centrifuge. Finally, peptides were resuspended in 3% ACN, 1% formic acid and analyzed by LC-SPS-MS3^65^ in an Orbitrap Fusion (Thermo Fisher Scientific) coupled to a Proxeon EASY-nLC II LC pump (Thermo Fisher Scientific). Peptides were fractionated and identified mass spectra were searched against the human Uniprot database; differentially expressed proteins were identified by fitting to a linear model^66,67^.

### Western blotting

Samples for Western blotting were prepared by lysing 10^6^ cells in radioimmunoprecipitation assay buffer containing 1× protease inhibitor. The antibodies used are detailed in Table 1. Blots were imaged using an ImageQuant LAS-4000.

### ChIP-PCR

ChIP-PCR was performed using the SimpleChIP enzymatic chromatin IP kit (Cell Signaling Technology, #9005) per the manufacturer’s instructions.

### ATAC-seq

An Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) was performed using the Omni-ATAC protocol^68^. Briefly, 10^5^ cells were resuspended in 1 ml of cold ATAC-seq resuspension buffer (RSB; 10 mM Tris-HCl pH 7.4, 10 mM NaCl and 3 mM MgCl_2_ in water). Cells were centrifuged at 500×*g* for 5 min in a prechilled fixed-angle centrifuge and the supernatant was carefully aspirated. Cell pellets were then resuspended in 50 µl RSB containing 0.1% NP40, 0.1% Tween-20 and 0.01% digitonin y pipetting up and down three times. This cell lysis reaction was incubated on ice for 3 min. After lysis, 1 ml RSB containing 0.1% Tween-20 (without NP40 or digitonin) was added, and the tubes were inverted to mix. Nuclei were then centrifuged for 10 min at 500×*g* in a prechilled fixed-angle centrifuge. Supernatant was removed, and nuclei were resuspended in 50 µl of transposition mix (2.5 µl transposase (100 nM final), 16.5 µl PBS, 0.5 µl 1% digitonin, 0.5 µl 10% Tween-10 and 5 µl water) by pipetting up and down six times. Transposition reactions were incubated at 37 °C for 30 min in a shaking thermomixer. Reaction were cleaned up with QIAquick PCR spin columns. Library quantitation was used to determine the number of amplification cycles by plotting linear Rn vs. cycle and determining the cycle number corresponding to one-fourth of maximum fluorescent intensity^69^. After sequencing on a NextSeq500 per the manufacturer’s instructions, we used ChiLin pipeline 2.0.0 for QC and preprocessing^70^, Burrows–Wheeler Aligner for read mapping^71^, Model-based Analysis of ChIP-Seq (MACS) as a peak caller^72^, and DESeq2 for differential peak analysis^73^.

### Quantitative RT-PCR

RNA was prepared using the Trizol reagent, cDNA was prepared using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814), and quantitative PCR was performed using the Power SYBR Green PCR Master Mix (Applied Biosystems, 4367359), all per the manufacturers’ instructions.

### Statistical analysis

Prism software (GraphPad) was used for calculating statistical significance, except as where noted below. Plots of colony numbers, differentiation profiles, surface isotyping, H3K27 acetylation, RNA expression by quantitative RT-PCR, and ChIP-PCR, that contain summary statistics represent the mean of at least three replicates and error bars are SD. Statistical significance was compared for groups with at least three biologically independent replicates by unpaired two-tailed *t* test without multiple hypothesis correction, except as where indicated. GSEA was performed using 1000 permutations by gene set, weighted enrichment statistic, genes ranked by log2 ratio. The GSEA enrichment score reflects the degree to which a gene set is overrepresented at the upper or lower ends of a ranked list of genes. A running-sum statistic is generated from the ranked list of genes, with the magnitude of the increment depending on the correlation of the gene with the phenotype. The enrichment score is the maximum deviation from zero. The false-discovery rate in GSEA is the estimated probability that a gene set with a given enrichment score represents a false positive and is calculated as a ratio of two distributions: (1) the actual enrichment score vs. the enrichment score for all gene sets against all permutations of the dataset, and (2) the actual enrichment score versus the enrichment score for all gene sets against the actual dataset.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

RNA-seq, ATAC-seq, and Mint-ChIP data have been deposited in the GEO database under the SuperSeries accession code GSE143683. RNA-seq is in SubSeries GSE142473, ATAC-seq is in SubSeries GSA143840, and Mint-ChIP is in SubSeries GSE143682. Mass spectrometry proteomic data are available via ProteomeXchange with identifier PXD017054. All the other data supporting the findings of this study are available within the article and its Supplementary information files and from the corresponding author upon reasonable request. The source data underlying Figs. 1–6 and Supplementary Figs. 1–3, 5, and 7–11 are provided as a Source Data file. A reporting summary for this article is available as a Supplementary Information file.

## Source Data

Source Data

# Supplementary material for: Chromatin accessibility promotes hematopoietic and leukemia stem cell activity
**Source:** Nat Commun. 2020 Mar 16;11:1406. doi: 10.1038/s41467-020-15221-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Chromatin accessibility promotes hematopoietic and leukemia stem cell activity**

Lucia Cabal-Hierro<sup>1,2</sup>, Peter van Galen<sup>2,3</sup>, Miguel A. Prado<sup>4</sup>, Kelly J. Higby<sup>1,2</sup>, Katsuhiko Togami<sup>1,2</sup>, Cody T. Mowery<sup>1,2</sup>, Joao A. Paulo<sup>4</sup>, Yingting Xie<sup>1,5</sup>, Paloma Cejas<sup>1,5</sup>, Takashi Furusawa<sup>6</sup>, Michael Bustin<sup>6</sup>, Henry W. Long<sup>1,5</sup>, David B. Sykes<sup>7</sup>, Steven P. Gygi<sup>4</sup>, Daniel J. Finley<sup>4</sup>, Bradley E. Bernstein<sup>2,3</sup>, Andrew A. Lane<sup>1,2</sup>

Supplementary Figures 1-11 with legends

Supplementary Data 1-7 descriptions

Suppl Figure 1

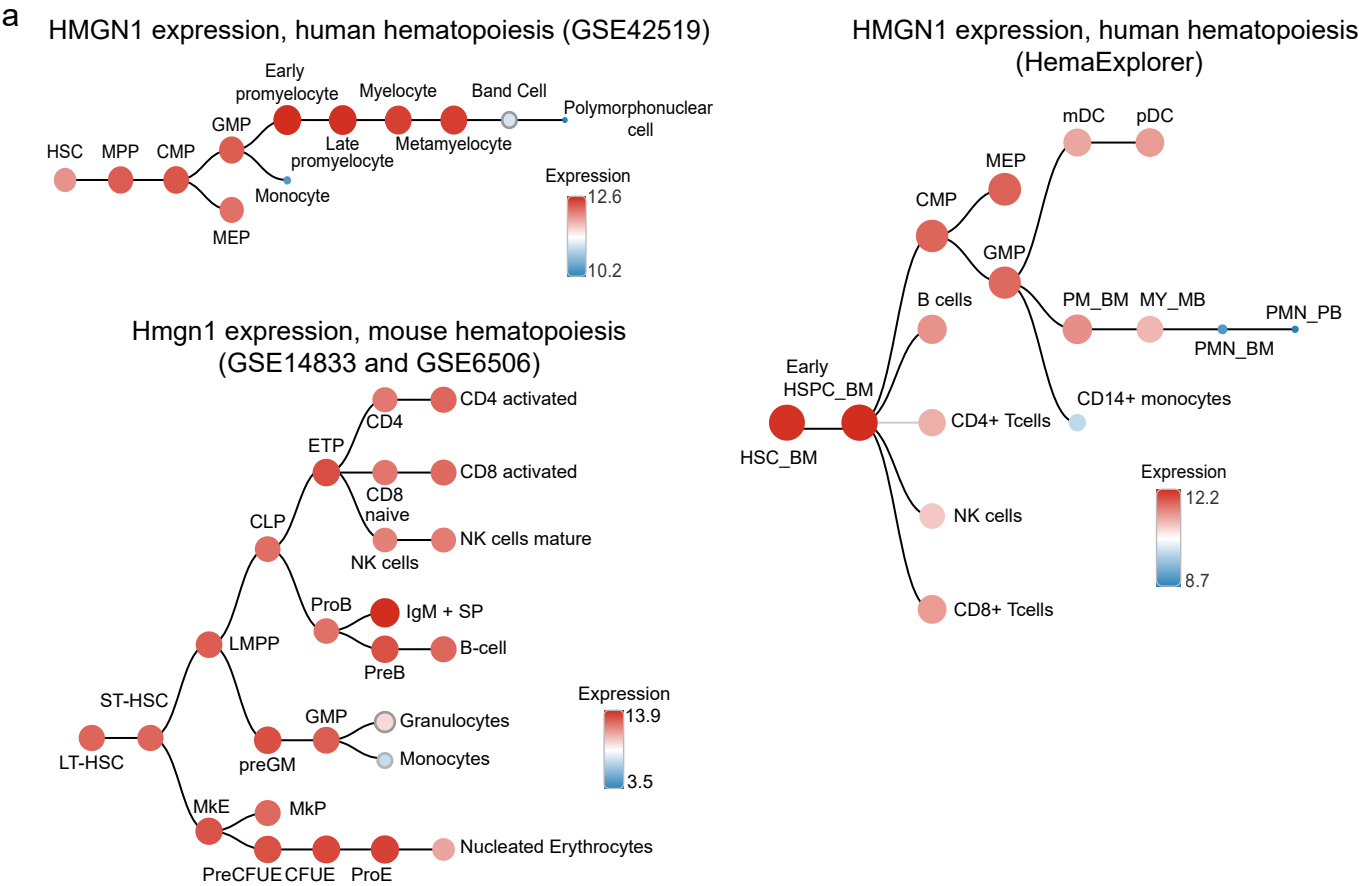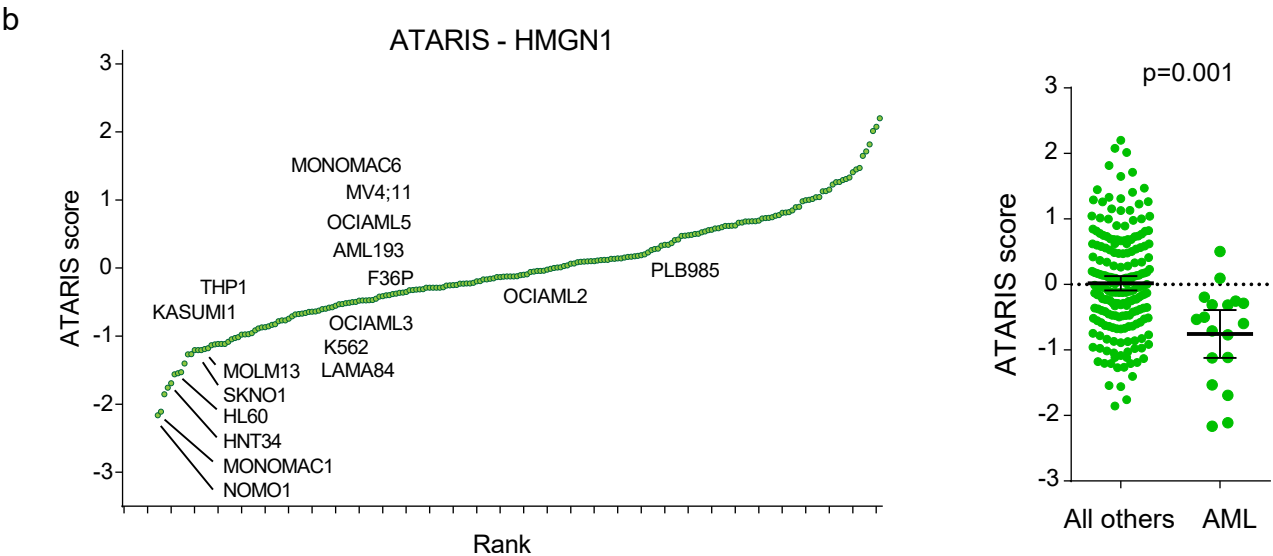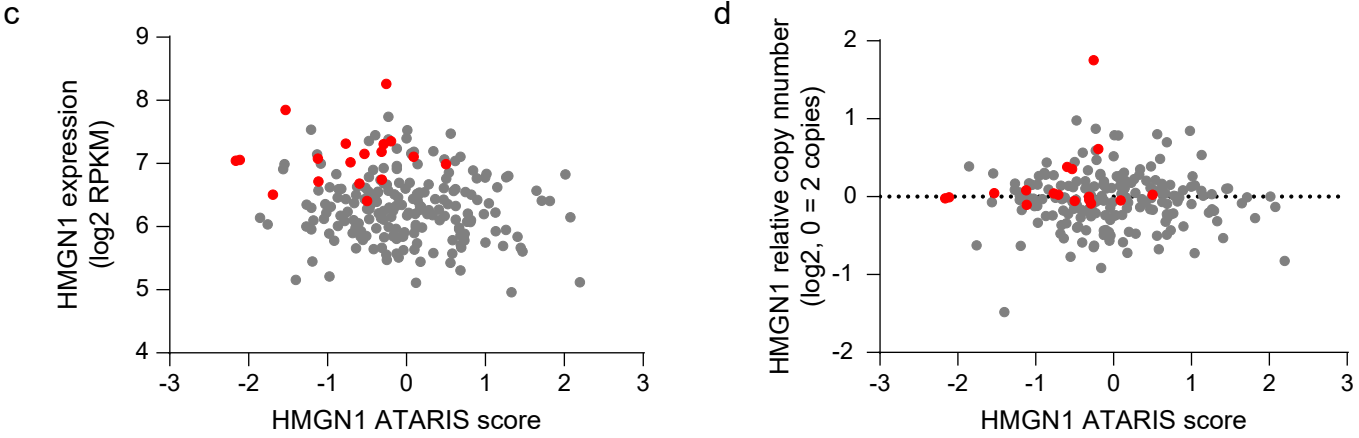

**Supplementary Figure 1: HMGN1 decreases during myeloid differentiation and HMGN1 loss causes a selective disadvantage in AML cells.**

a) Hierarchical hematopoietic tree (data visualization from BloodSpot<sup>73</sup>) showing higher *HMGN1* expression (red) in immature HSPCs compared to lower (blue) in mature, differentiated polymorphonuclear granulocytes (PMNs) and monocytes in three different datasets evaluating human and murine hematopoiesis. b) ATARIS profile for *HMGN1* in 216 cells lines from Project Achilles (dataset v2.4.3)<sup>23</sup>. Lower ATARIS score indicates selective disadvantage in that cell line compared to the group average. The left panel highlights the names of all AML-derived cell lines. The right panel compares ATARIS score for *HMGN1* in AML-derived cell lines (n=18) vs all others (n=198), data compared by 2-sided t test. Data are presented as mean values +/- SD. c) *HMGN1* expression and d) DNA copy number plotted vs ATARIS score for the Achilles cell lines. AML cells are indicated in red. Source data are provided as a Source Data file.

Suppl Figure 2

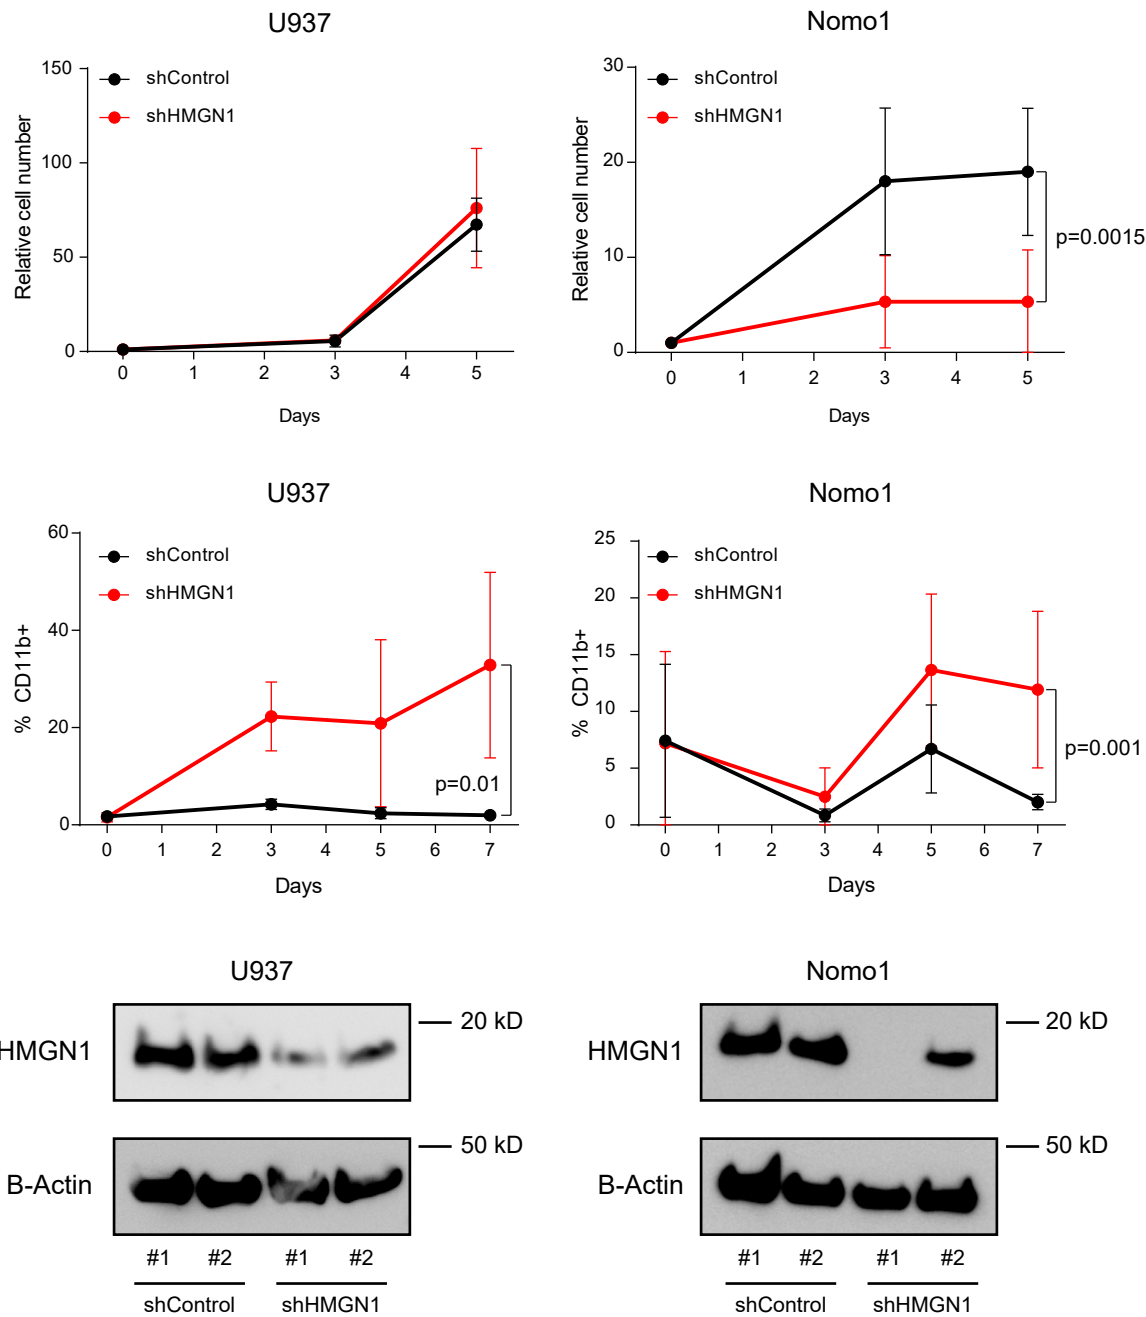

**Supplementary Figure 2: HMGN1 loss impairs growth and/or promotes myeloid differentiation in AML cell lines.**

Targeting *HMGN1* by CRISPR-Cas9 in the indicated AML cell lines was followed by analysis of proliferation and differentiation, compared to control sgRNAs, n=2 independent sgRNAs each for control and *HMGN1*, assessed as n=8 (control) or n=6 *HMGN1* biologically independent replicates for proliferation and n=4 biologically independent replicates for differentiation, genotypes compared by 2-sided t test. Data are presented as mean values +/- SD. HMGN1 expression levels after knockdown were assessed by western blot. Source data are provided as a Source Data file.

Suppl Figure 3

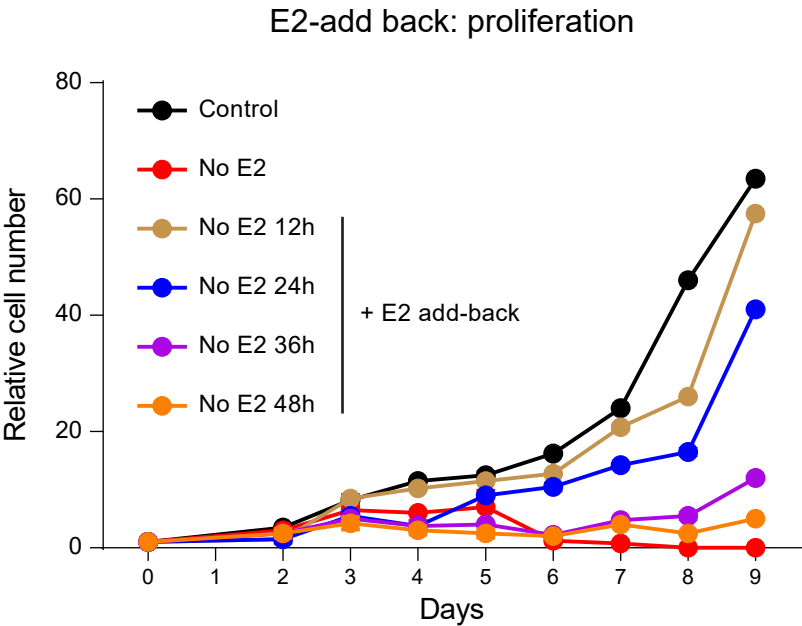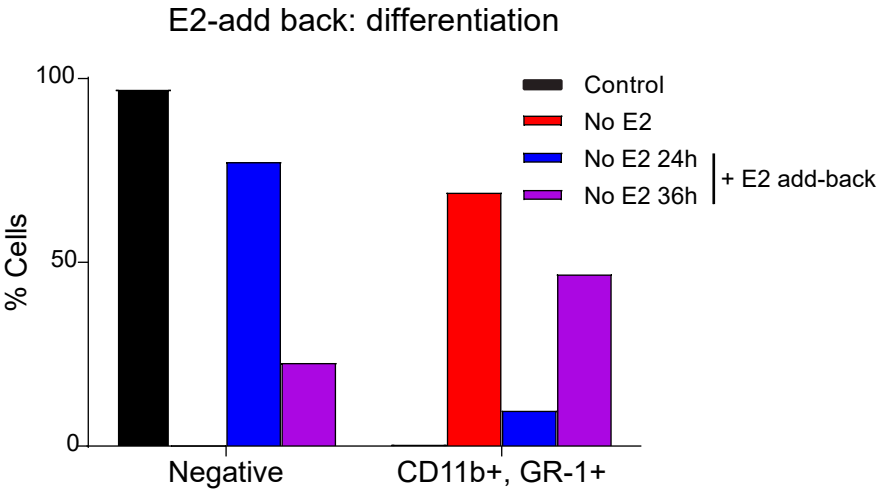

**Supplementary Figure 3: Growth and differentiation of myeloid progenitors with re-introduction of estradiol at various times after withdrawal.**

Analysis of proliferation (mean of n=2 biological replicates) and differentiation (measured as expression of CD11b and GR-1) of wild-type myeloid progenitors with add-back of E2 at the indicated time points. Source data are provided as a Source Data file.

Suppl Figure 4

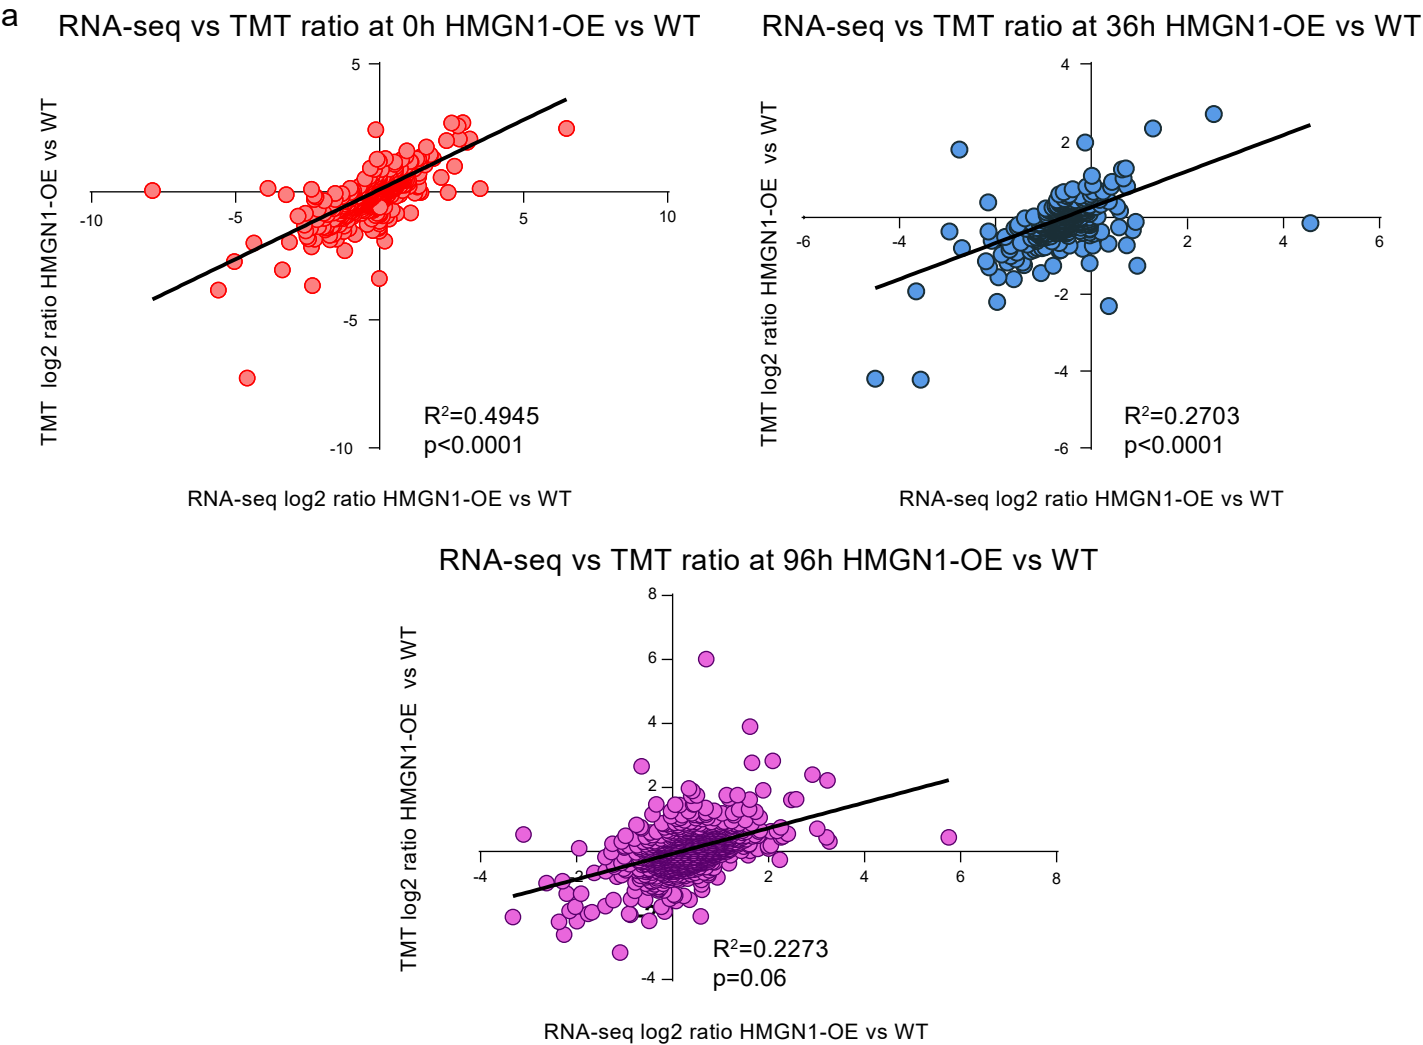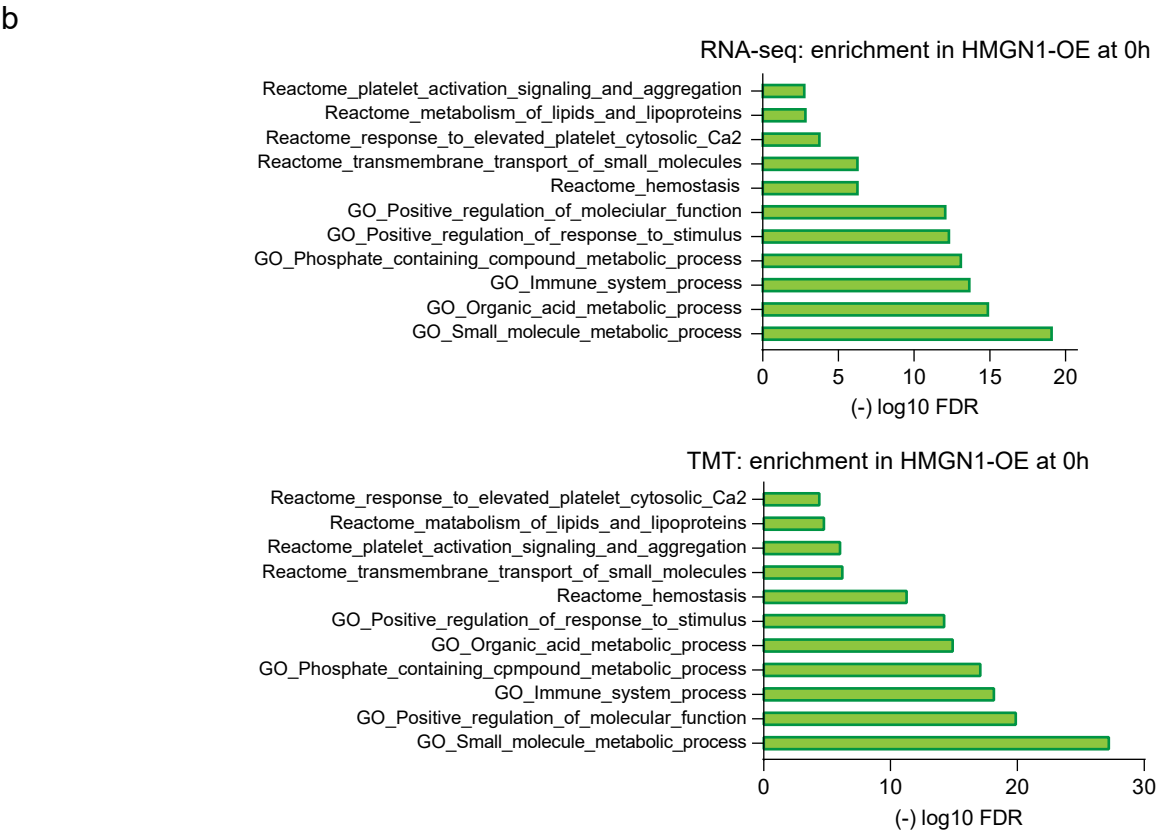

**Supplementary Figure 4: RNA-seq and TMT proteomic data comparison.**

a) Correlation by nonlinear regression between RNA-seq and TMT analysis represented as log<sub>2</sub> ratio HMGN1-OE / wild-type at basal conditions and at 36h and 96h after withdrawal of E2. b) Reactome and Gene Ontology (GO) terms enriched in RNA-seq (top) and proteomic (bottom) analyses of HMGN1-OE compared to wild-type immature myeloid progenitors by gene set enrichment analysis (GSEA).

Suppl Figure 5

a

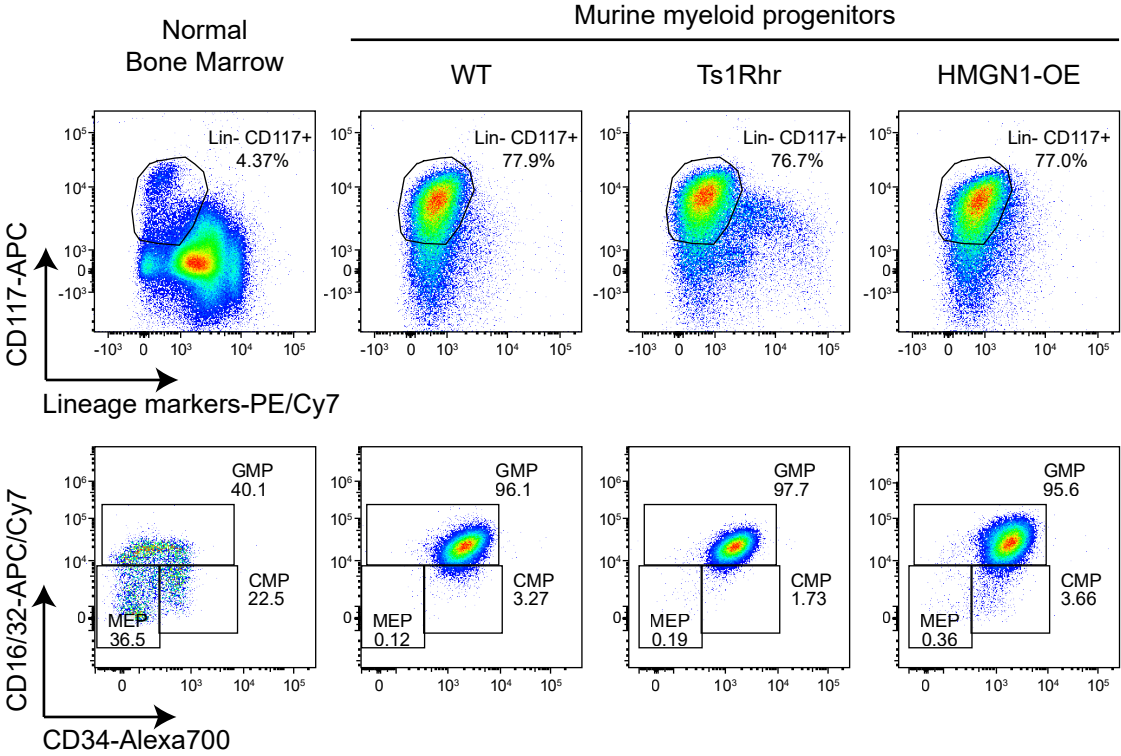

b

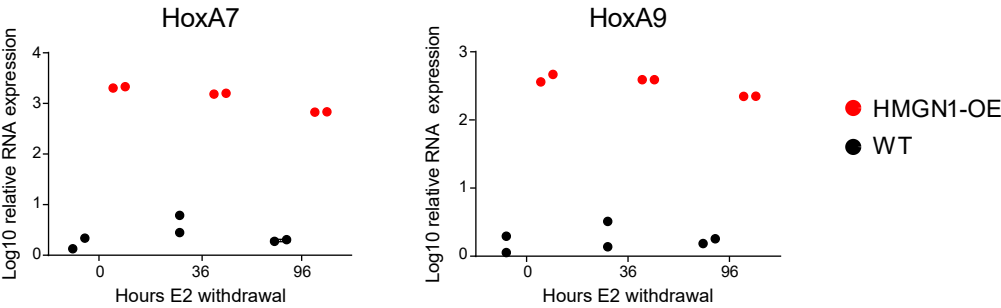

c

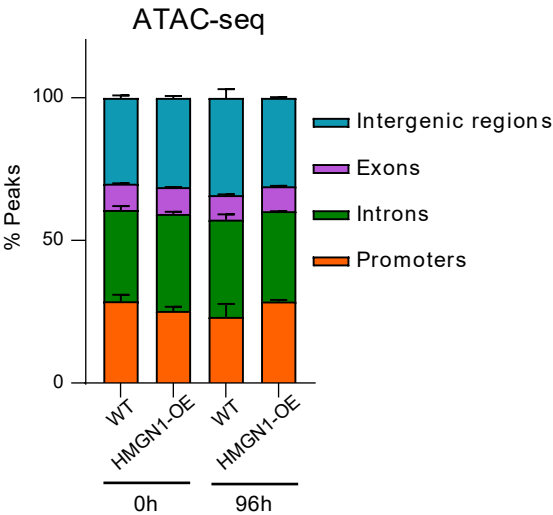

d

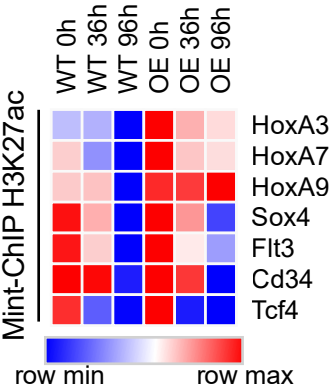

e

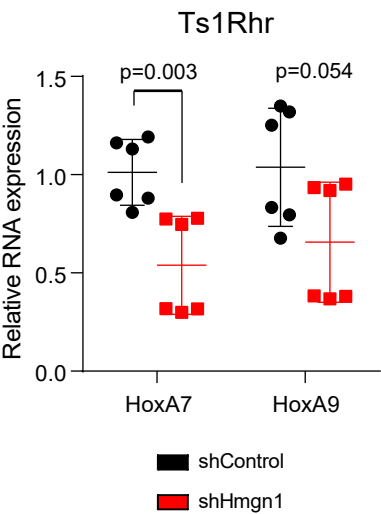

**Supplementary Figure 5: Additional characterization of HMGN1-overexpressing myeloid progenitors and effects of modulating HMGN1 levels.**

a) Surface marker expression in wild-type, Ts1Rhr, and HMGN1-OE murine myeloid progenitors compared to fresh murine bone marrow. b) Q-RT-PCR analysis of *HoxA7* and *HoxA9* in wild-type and HMGN1-OE immature murine progenitors during myeloid differentiation. n=2 biologically independent samples of each genotype, each measured in technical triplicate and displayed as the average of the technical triplicates. c) Distribution of ATAC-seq peaks in wild-type and HMGN1-OE myeloid progenitors at baseline and 96h after withdrawal of E2. d) Heatmap of H3K27ac levels measured by Mint-ChIP at the genomic loci of selected Hox genes and additional genes important in HSPCs. e) Q-RT-PCR of *HoxA7* and *HoxA9* expression in Ts1Rhr myeloid progenitors expressing shRNAs targeting *Hmgn1* or controls, conditions compared by 2-sided t test. n=3 biologically independent samples of each of two independent control shRNAs and *Hmgn1* targeted shRNAs. Data are presented as mean values  $\pm$  SD. Source data are provided as a Source Data file.

Suppl Figure 6

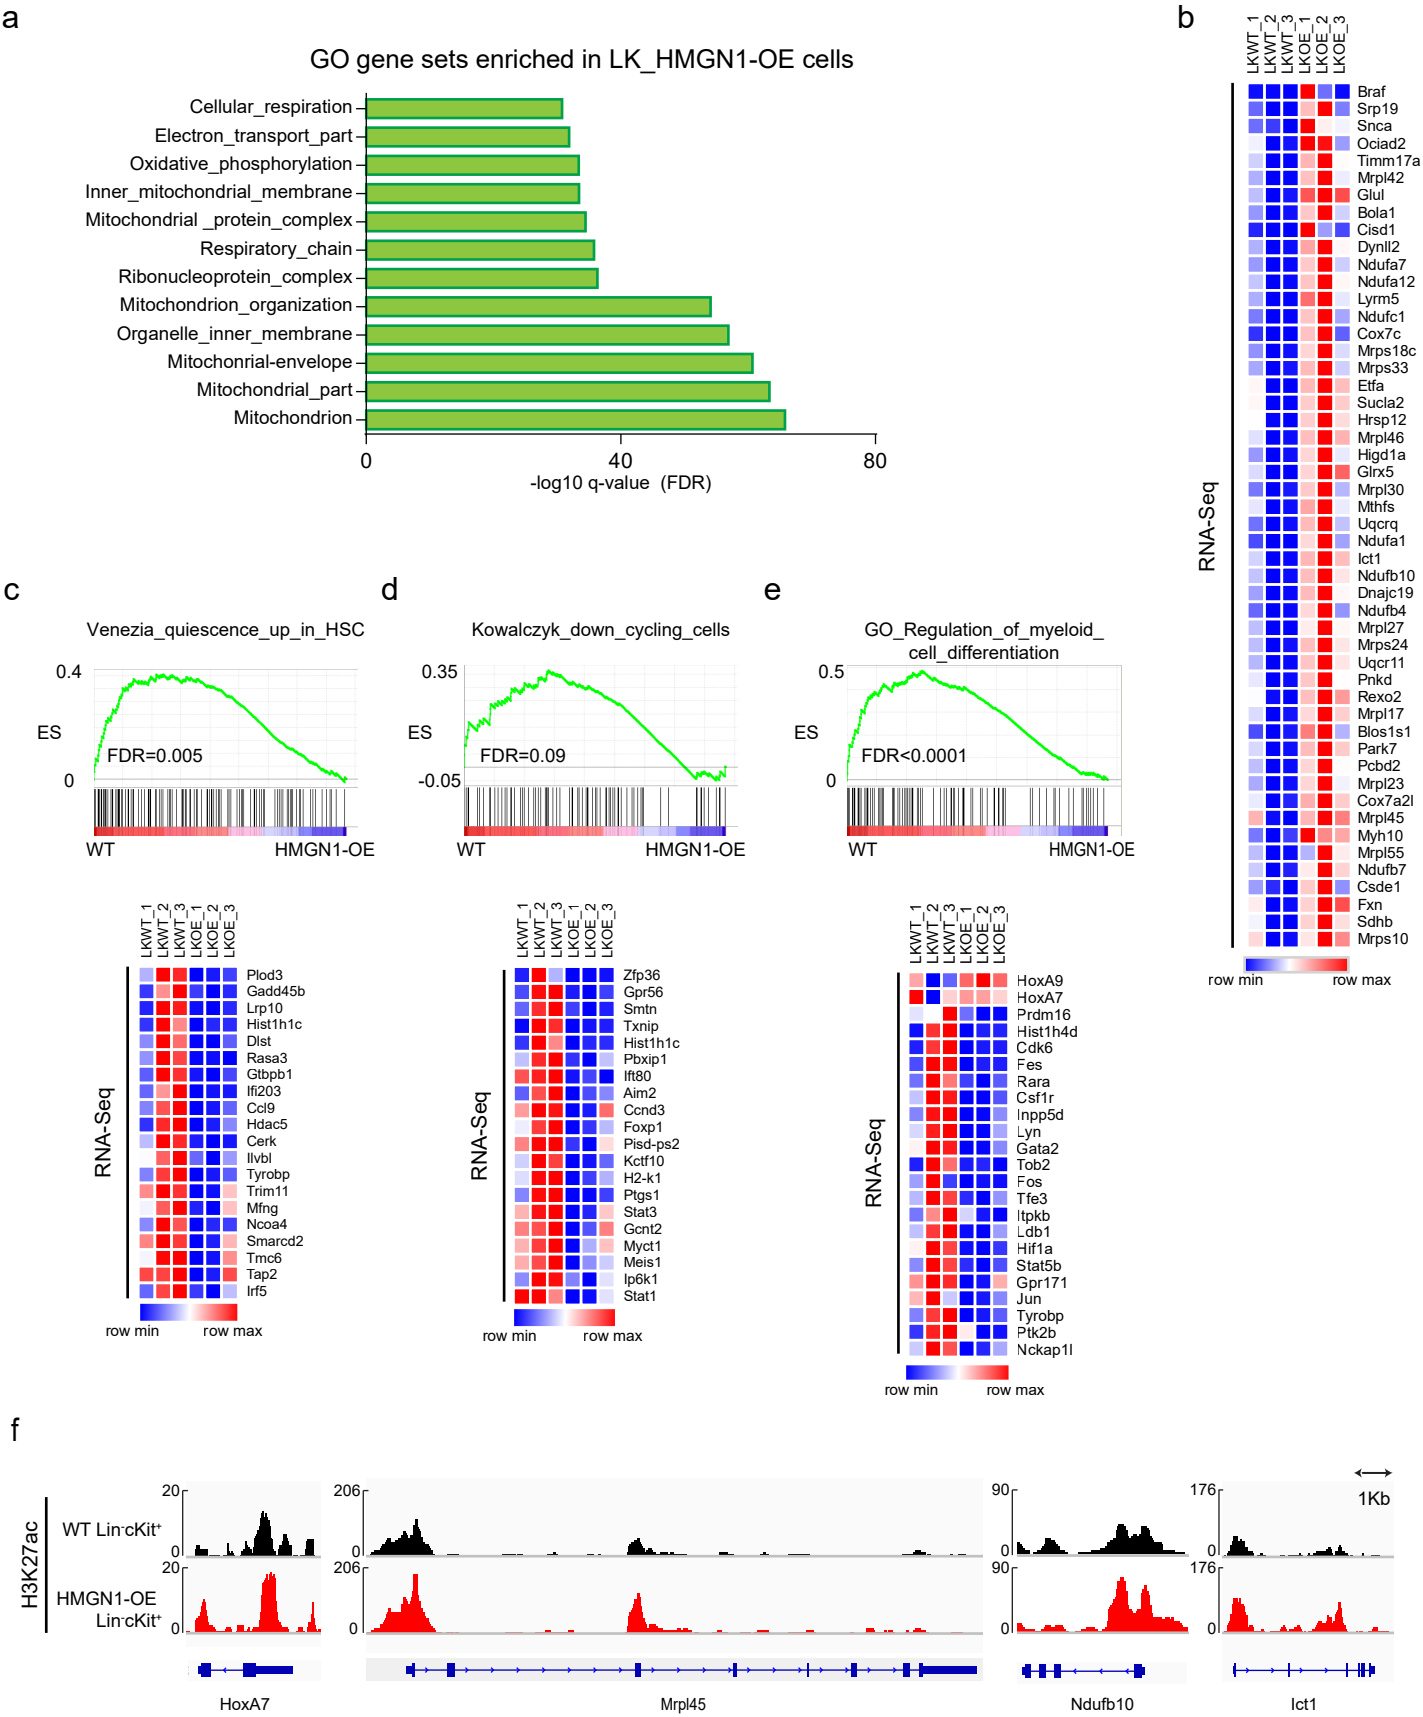

**Supplementary Figure 6: HMGN1 overexpression is associated with quiescence and cell cycle-related gene expression changes in hematopoietic progenitors *in vivo*.**

a) GSEA of GO terms enriched among genes showing fold change > 1.2 in HMGN1-OE vs wild-type LK HSPCs plotted as  $-\log_{10}$  of q-value (false discovery rate, FDR). b) Heatmap of expression of the top 50 genes within the mitochondrial gene set GO\_Mitochondrion enriched by GSEA in HMGN1-OE LK cells. c) GSEA plot and heatmap of the top 20 leading edge genes from the Venezia\_quiescence\_up\_in\_HSC gene set enriched in wild-type compared to HMGN1-OE LK cells. d) GSEA plot and heatmap of the top 20 leading edge genes from the Kowalczyk\_down\_cycling\_cells gene set enriched in wild-type compared to HMGN1-OE LK cells. e) GSEA plot and heatmap of the top 20 leading edge genes from the GO\_Regulation\_of\_myeloid\_cell\_differentiation gene set enriched in wild-type compared to HMGN1-OE LK cells, with *HoxA7* and *HoxA9* expression shown for comparison. f) Gene tracks of H3K27ac in loci of representative genes assayed by Mint-ChIP in LK HSPCs sorted from wild-type and HMGN1-OE bone marrow *in vivo*.

Suppl Figure 7

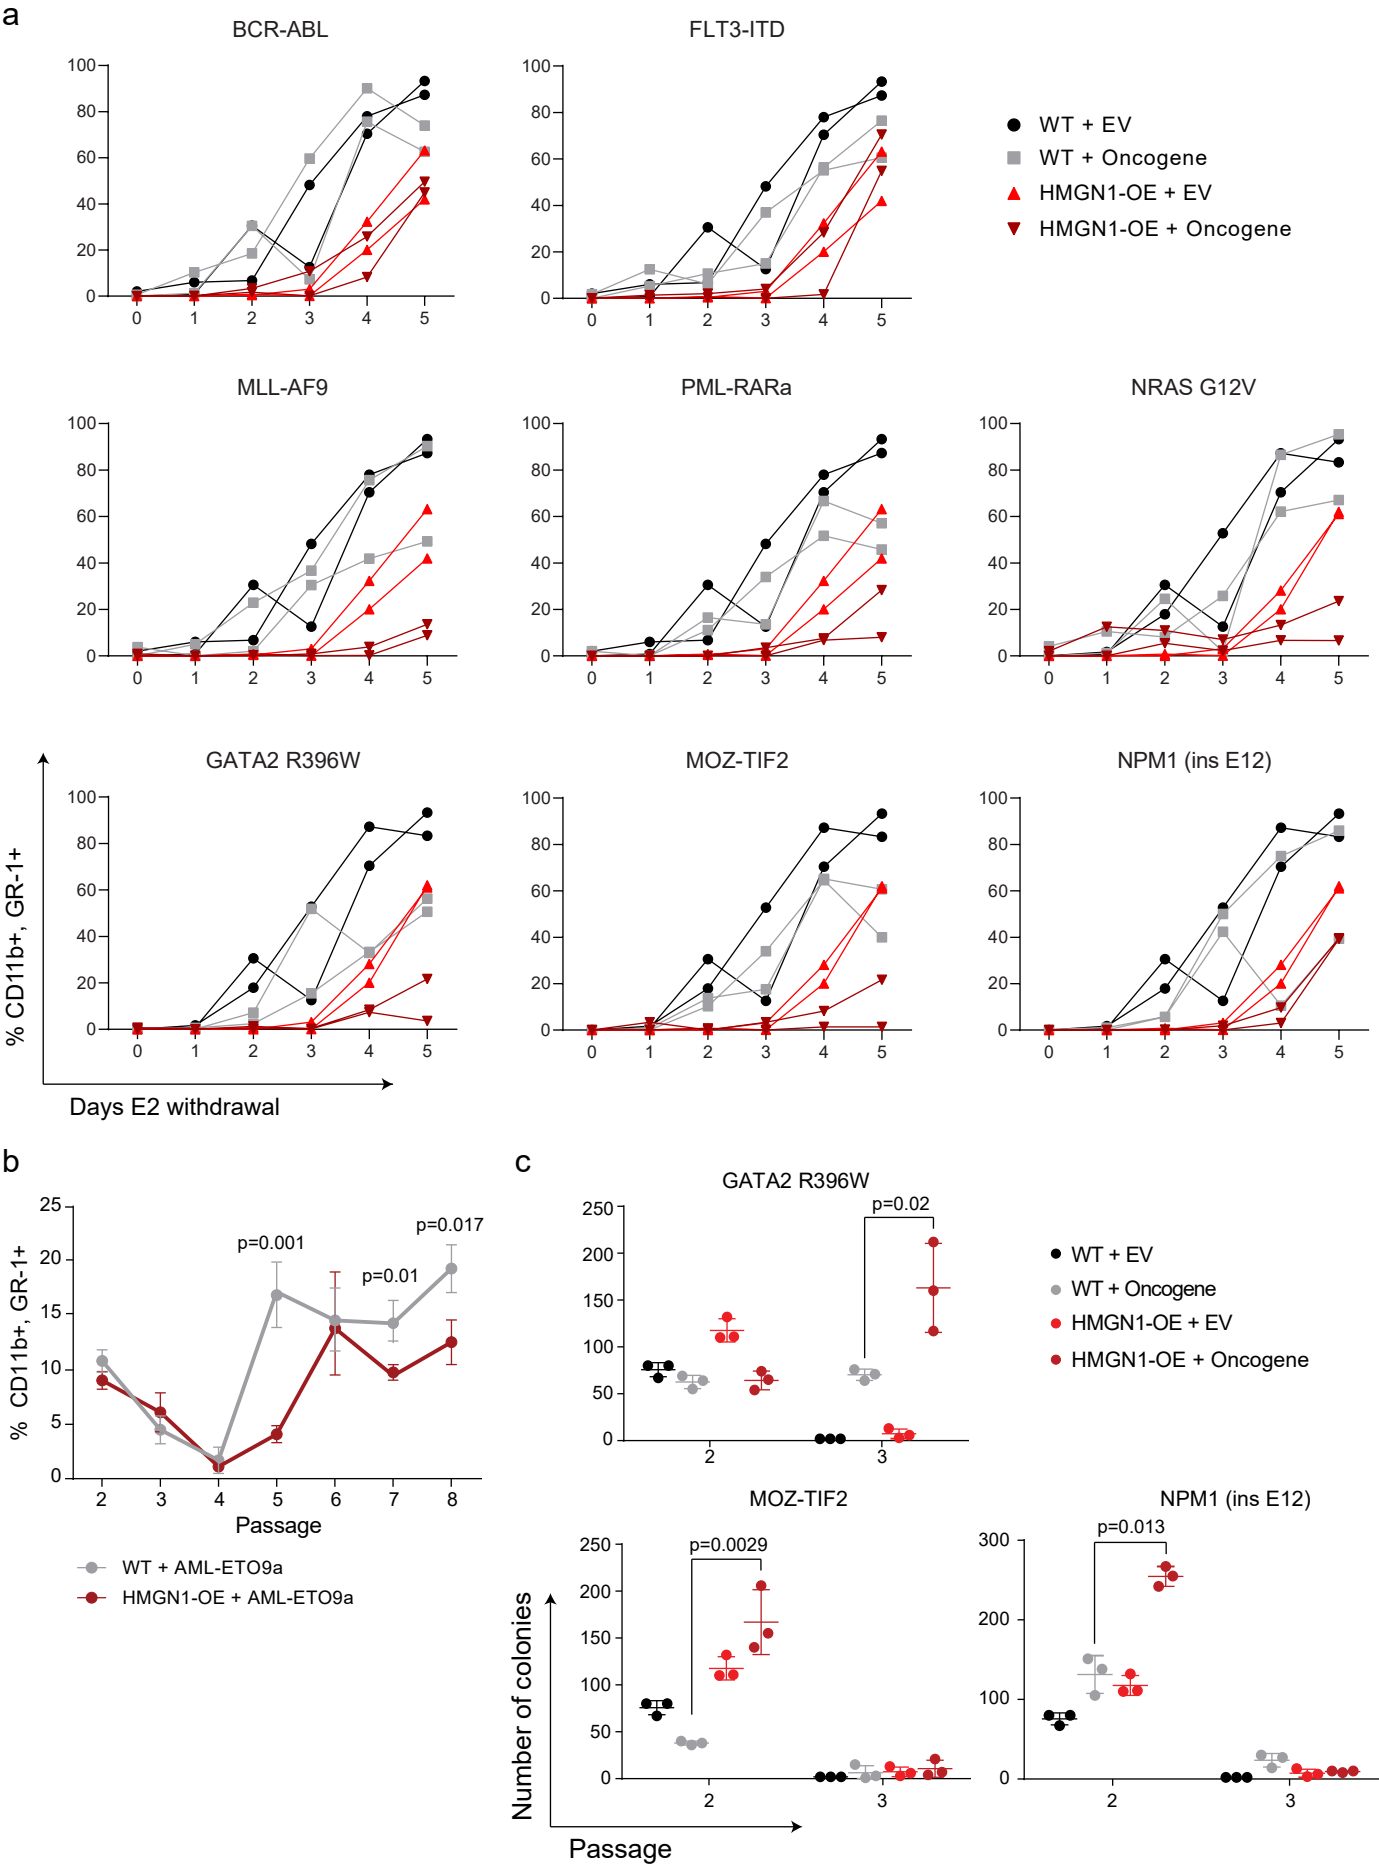

**Supplementary Figure 7: Effect of leukemia oncogenes on differentiation and self-renewal in the setting of HMGN1 overexpression.**

a) Analysis of myeloid differentiation (quantified by CD11b and GR-1 expression) in wild-type and HMGN1-OE murine myeloid progenitors transduced to express BCR-ABL, FLT3-ITD, MLL-AF9, PML-RAR $\alpha$ , NRAS G12V, MOZ-TIF2, GATA2 R396W, or NPM1mut (exon 12 insertion). n=2 biologically independent cultures of each condition. b) Quantification of CD11b/GR-1-positive cells at each passage of the clonogenic assay shown in Figure 5b, n=3 biologically independent cultures. c) Serial replating of wild-type and HMGN1-OE myeloid colonies from murine myeloid progenitors transduced with GATA2 R396W, MOZ-TIF2, or NPM1mut oncogenes. In panel b and c, n=3 biologically independent cultures, genotypes compared by 2-sided t test. Data are presented as mean values  $\pm$  SD. Source data are provided as a Source Data file.

Suppl Figure 8

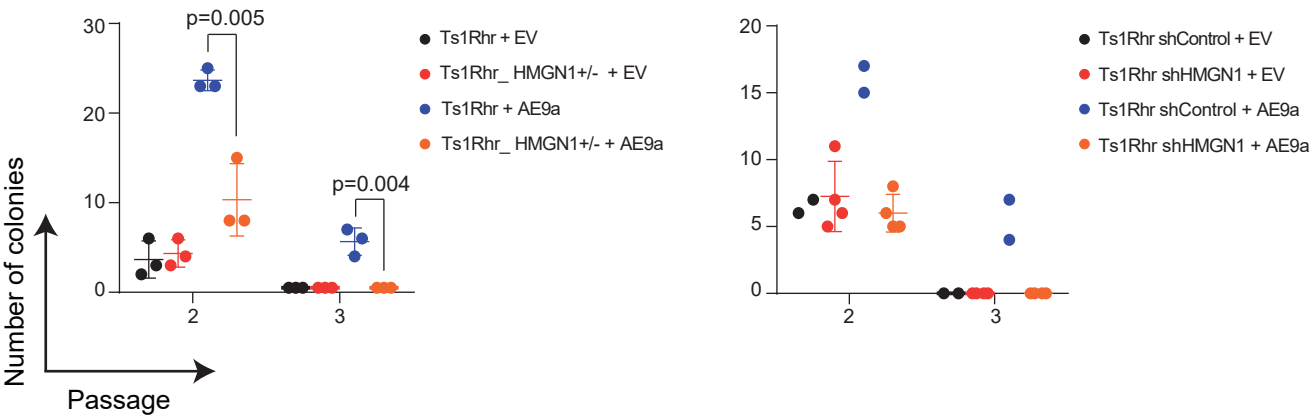

**Supplementary Figure 8: Copy number and expression level of *Hmgn1* affect clonogenic capacity of Ts1Rhr myeloid progenitors.**

Clonogenic assay of serial replating of Ts1Rhr myeloid progenitors with and without AML-ETO9a (AE9a) using two different approaches to restore *Hmgn1* levels. (Left) Ts1Rhr (3 copies of 31 genes) compared to Ts1Rhr\_HMGN1+/- (2 copies of *Hmgn1* but 3 copies of the other 30 genes), each expressing AE9a or empty vector (EV). (Right) Ts1Rhr cells with *Hmgn1* or control shRNAs each expressing AE9a or EV. n=3 biologically independent samples at initial plating, data shown are those with measurable colonies at each indicated passage. Samples compared by 2-sided t test. Data are presented as mean values +/- SD. Source data are provided as a Source Data file.

Suppl Figure 9

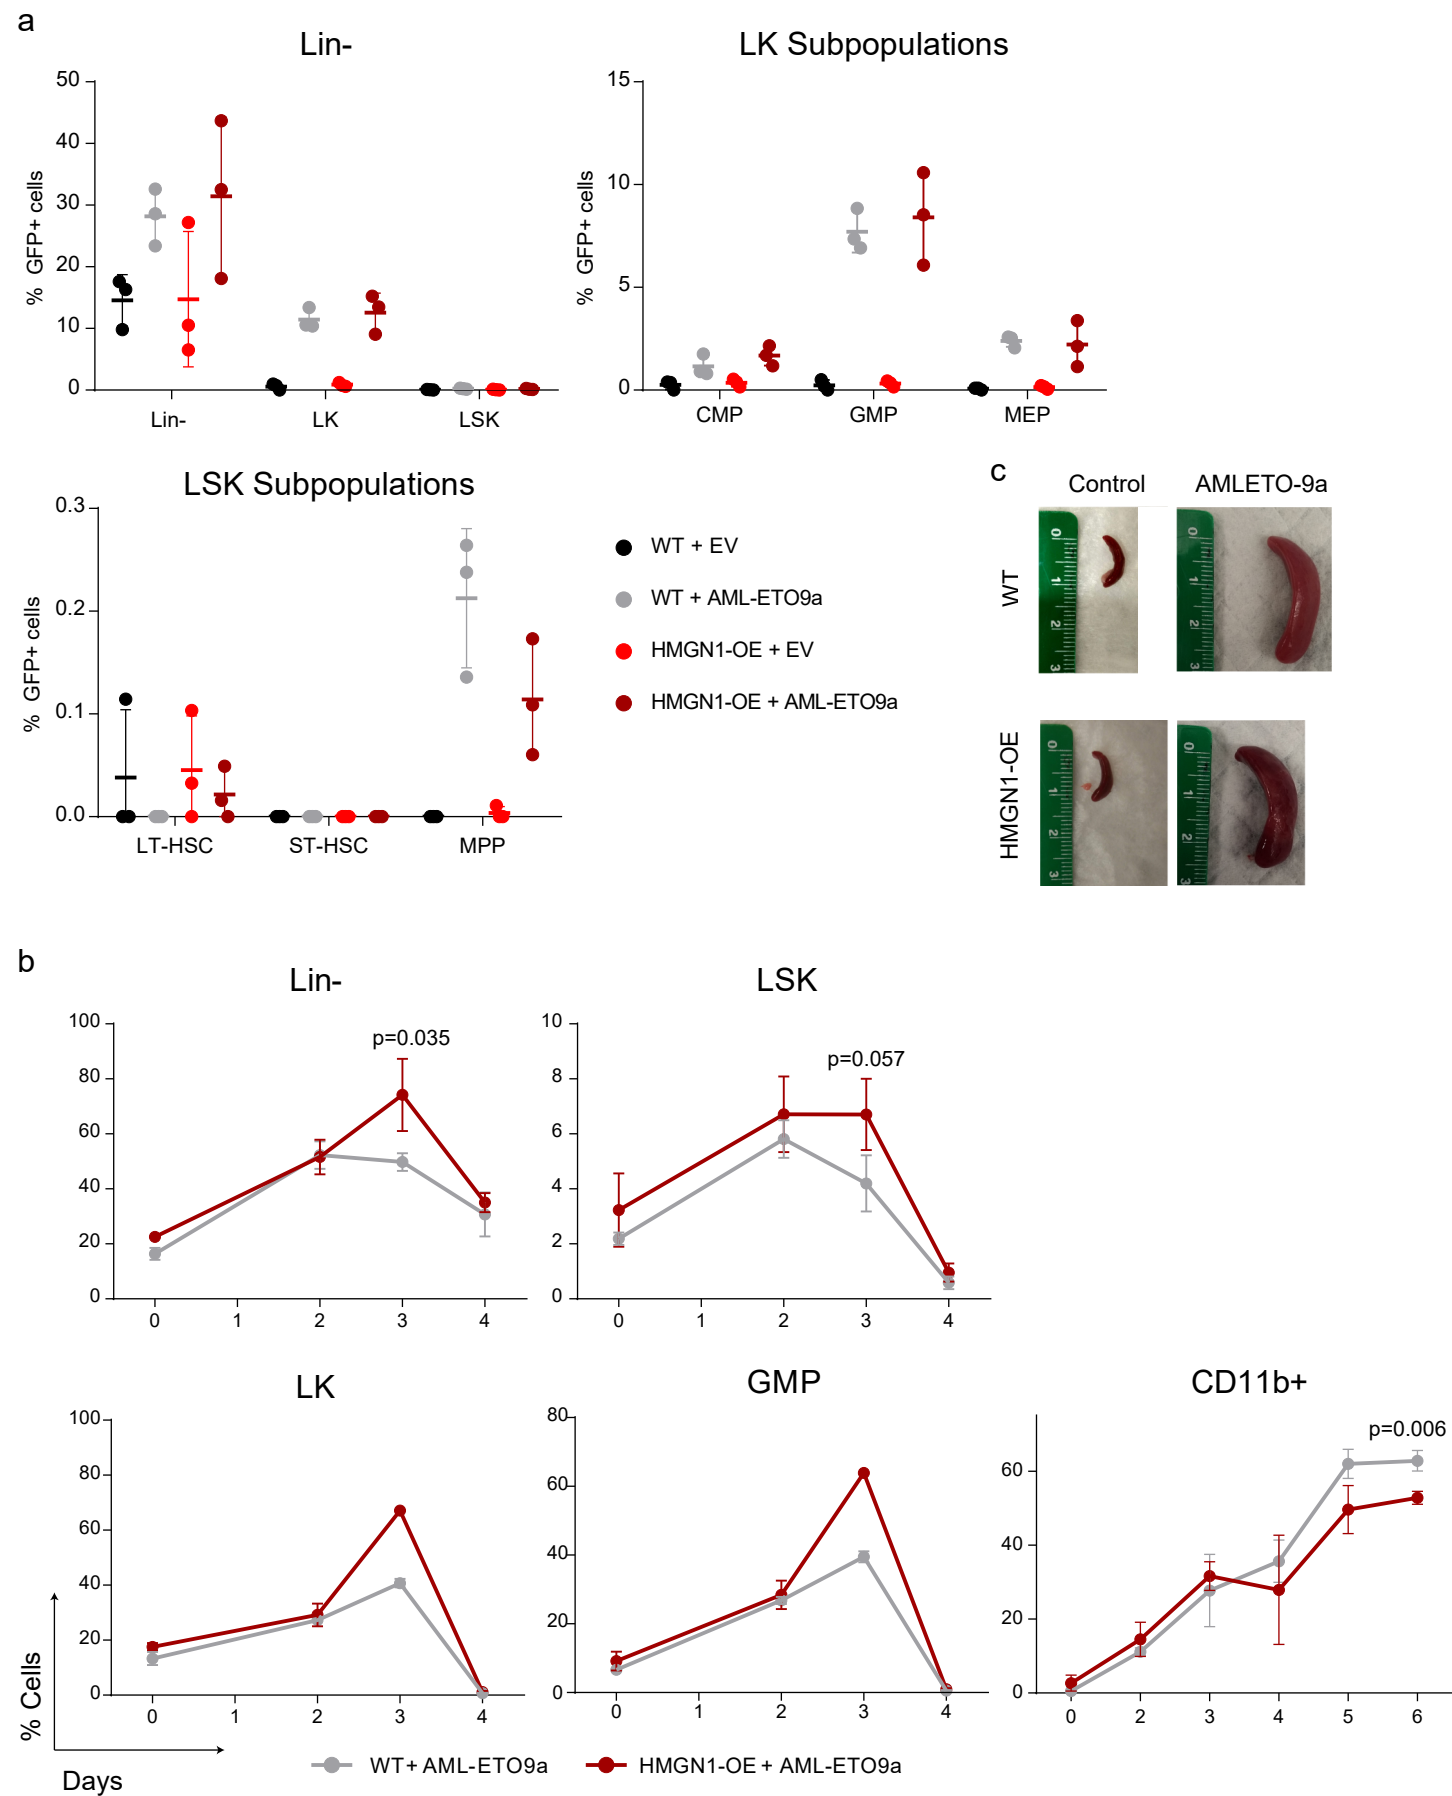

**Supplementary Figure 9: *In vivo* analysis of HMGN1 overexpression combined with AML-ETO9a.**

a) Analysis of hematopoietic subpopulations in bone marrow of mice sacrificed two months after transplantation with cells of the indicated genotypes transduced with the indicated retroviruses.

b) Analysis of preleukemic hematopoietic subpopulations during *in vitro* liquid culture of CD117-enriched bone marrow cells harvested 2 months after transplantation of cells with the indicated genotypes. GMP are represented as percentage of LK population, others as percentage of all cells. In panel a and b, n=3 biologically independent replicates, genotypes compared by 2-sided t test. c) Representative images of spleens from AML-ETO9a-expressing wild-type or HMGN1-OE moribund mice after the primary transplant compared to normal control spleens from the same genotypes. Data are presented as mean values +/- SD. Source data are provided as a Source Data file.

Suppl Figure 10

a

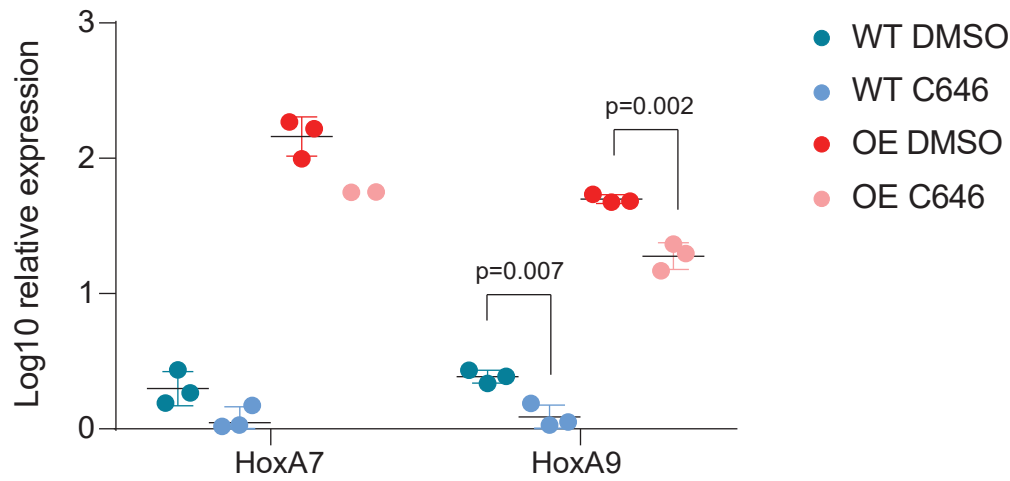

b

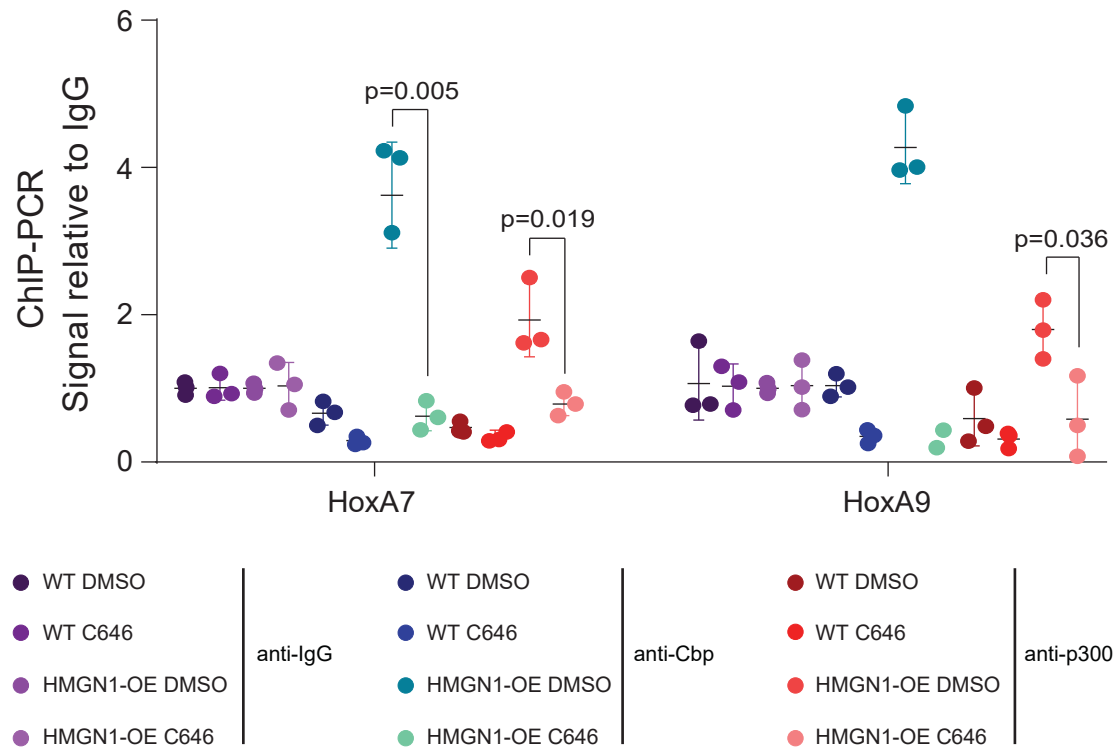

**Supplementary Figure 10: Effect of C646 on HoxA gene expression and HAT binding at HoxA loci.**

a) Q-RT-PCR analysis of *HoxA7* and *HoxA9* expression in wild-type and HMGN1-OE myeloid progenitors after C646 treatment for 96h in the absence of E2. n=3 biologically independent samples were plated, samples were assayed that had adequate RNA for RT-PCR. b) ChIP-PCR in the same cells after C646 treatment for relative p300 and Cbp binding at *HoxA7* and *HoxA9* loci. n=3 biologically independent samples were plated, samples were assayed that had sufficient quality cross-linked, sheared, and extracted DNA for ChIP-PCR. Samples compared by 2-sided t test. Data are presented as mean values +/- SD. Source data are provided as a Source Data file.

Suppl Figure 11

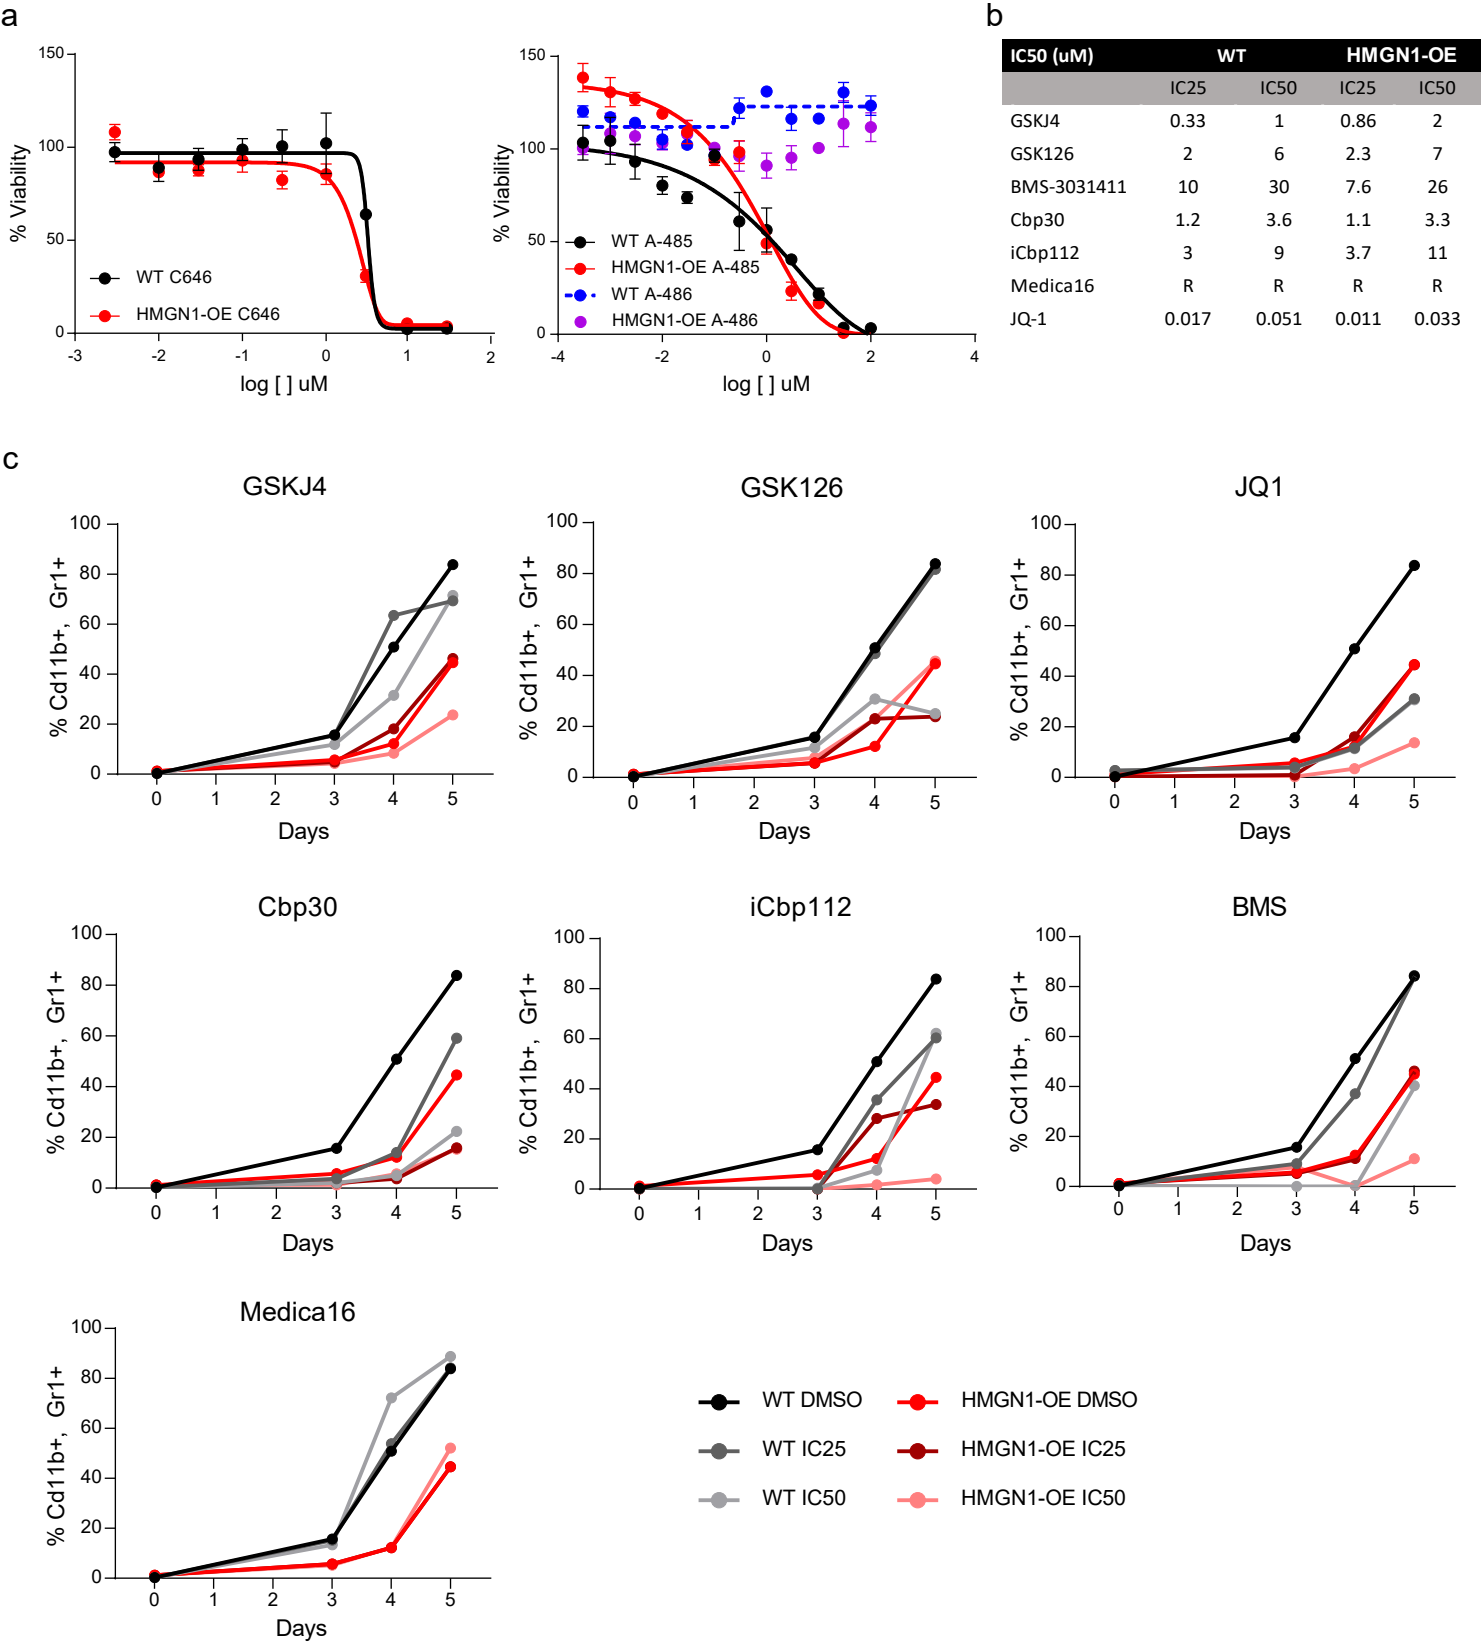

**Supplementary Figure 11: Effect of small molecule treatment on myeloid differentiation in wild-type and HMGN1-OE cells.**

a) Relative viability after treatment with C646 (left) and A-485 (right, compared to the inactive analog A-486) as measured by MTT in wild-type and HMGN1-OE cells. n=3 biologically independent samples per treatment. Data are presented as mean values +/- SD. b) IC25 and IC50 values (concentration resulting in 25% or 50% cell number compared to vehicle) of compounds targeting bromodomains (JQ1; Cbp30; iCbp112); ATP citrate lyase, ACLY (BMS-303141; Medica16); H3K27 demethylases (GSKJ4), and the H3K27 methyltransferase EZH2 (GSK126) in wild-type and HMGN1-OE myeloid progenitors calculated after 72h of drug treatment in absence of E2. c) Effect of compounds at their respective IC25 and IC50 on differentiation in wild-type and HMGN1-OE cells measured by flow cytometry for CD11b and GR-1 surface markers. Source data are provided as a Source Data file.

# Supplementary material for: Chromatin accessibility promotes hematopoietic and leukemia stem cell activity
**Source:** Nat Commun. 2020 Mar 16;11:1406. doi: 10.1038/s41467-020-15221-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1: Gene Set Brown\_Myeloid\_Cell\_Development\_Up.** RNA-seq fold change (FC) of genes within the Brown\_Myeloid\_Cell\_Development\_Up gene set in HMGN1-OE compared to wild-type immature progenitors. 

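Each fold change in Supplementary Data 1 is listed as a ratio. For all 130 genes, the ratio equals the mean deposited FPKM of the 2 HMGN1-OE libraries divided by that of the 2 wild-type libraries at 0 h, without a pseudocount and without a filter on low values. A ratio of this kind gives a gene near 0.1 FPKM the same standing as a highly expressed gene, and it carries no measure of the spread between libraries. Of the 130 genes, 21 were below 1 FPKM in all but at most 1 of the 12 libraries and were not tested. The 51 genes marked as leading edge, the genes that contribute to the enrichment score up to its extreme, were all lower in HMGN1-OE cells, with a median log2 fold change of -0.61 on the log2(FPKM + 1) scale, a direction that their selection set. Of these 51, 45 were in the leading edge computed here, and 50 were with the genes ranked by the ratio of means without pseudocount or filter, a ranking chosen after the values were seen.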

Leading edge genes by GSEA are marked.

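The Eppert_LSC_signature set is a signature of leukemia stem cells (LSCs), and its genes are listed by their mouse symbols. For all 19 genes, the fold change listed in Supplementary Data 2 equals the ratio of the mean deposited FPKM of HMGN1-OE to that of wild-type cultures at 0 h. The 19 genes had log2 fold changes from -0.63 to 1.48 on the log2(FPKM + 1) scale, with a median of 0.38. At 36 h, 4 of the 19 were higher and 15 lower in HMGN1-OE cells, and at 96 h 16 were higher and 3 lower. These later directions moved with the overall level of the libraries. With each library centred on its median, 12 of the 19 were higher at 36 h and 6 at 96 h, and after quantile normalization 10 and 11 were.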

**Supplementary Data 2: Gene Set Eppert\_LSC\_signature.** RNA-seq fold change (FC) of genes within the Eppert\_LSC\_Signature gene set in HMGN1-OE compared to wild-type immature progenitors. Leading edge genes by GSEA are marked.

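All 22 listed HoxA and HoxB genes have a fold change equal to the ratio of the mean deposited FPKM at 0 h. The 11 genes that were not tested did not reach 1 FPKM in 2 libraries. Hoxa2, for example, had 0.857 and 0.243 FPKM in HMGN1-OE and 0.135 and 0.115 FPKM in wild-type libraries, Hoxb5 had 0.908 and 0.643 against 0.229 and 0.126 FPKM, and Hoxb7 had 0.967 and 0.605 against 0.306 and 0.124 FPKM. For genes this low the choice of pseudocount sets the size of the fold change. The log2 fold change of Hoxa2 was 0.43 with a pseudocount of 1 and 1.80 with a pseudocount of 0.01.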

**Supplementary Data 3: HoxA and HoxB family gene expression in myeloid progenitor cells.** RNA-seq fold change (FC) of HoxA and HoxB family genes in HMGN1-OE compared to wild-type immature progenitors.

**Supplementary Data 4: GO\_Mitochondrion gene set in LK cells.** RNA-seq fold change (FC) of genes within the GO\_Mitochondrion gene set that are upregulated in HMGN1-OE compared to wild-type LK HSPCs harvested from the competitive bone marrow transplantation of CD45.1 wild-type vs CD45.2 HMGN1-OE cells.

**Supplementary Data 5: Gene set Venezia\_quiescence\_up\_in\_HSC.** RNA-seq fold change (FC) of genes within the Venezia\_quiescence\_up\_in\_HSC gene set in HMGN1-OE compared to wild-type LK HSPCs harvested from the competitive bone marrow transplantation of CD45.1 wild-type vs CD45.2 HMGN1-OE cells. Leading edge genes by GSEA are marked.

**Supplementary Data 6: Gene set Kowalczyk\_down\_cycling\_cells.** RNA-seq fold change (FC) of genes within the Kowalczyk\_down\_cycling\_cells gene set in HMGN1-OE compared to wild-type LK HSPCs harvested from the competitive bone marrow transplantation of CD45.1 wild-type vs CD45.2 HMGN1-OE cells. Leading edge genes by GSEA are marked.

**Supplementary Data 7: Gene set GO\_Regulation\_of\_myeloid\_cell\_differentiation.** RNA-seq fold change (FC) of genes within the GO\_Regulation\_of\_myeloid\_cell\_differentiation gene set in HMGN1-OE compared to wild-type LK HSPCs harvested from the competitive bone marrow transplantation of CD45.1 wild-type vs CD45.2 HMGN1-OE cells. Leading edge genes by GSEA are marked.

How the deposited data were processed for this re-analysis (not part of the article)

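RNA-seq was analysed for wild-type and HMGN1-OE mouse myeloid progenitors at 0, 36, and 96 h after withdrawal of E2, with 2 biological replicates in each of 6 groups and 12 libraries in all. The authors took RNA from a fixed number of cells per sample, added ERCC synthetic RNAs, sequenced the libraries, aligned the reads with Bowtie to a genome build that included the ERCC sequences, computed RPKM for each gene and each ERCC RNA, and normalized the matrix by loess with the ERCC RNAs as the subset for normalization. The deposited values are FPKM after this normalization, 1 value per gene and library. The paper's text does not name the genome build, so no coordinates are given, and chromosomes, gene kinds, exon lengths, and overlaps are those of GENCODE vM21, in which 22954 of the 23309 listed genes were found by symbol. Of the tested genes, 11421 (99.2%) had a length there.

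The depth of the libraries is unknown. The values hold no read counts, low values did not fall on steps of whole reads, and the sum of FPKM per library, from 228955 to 1442573, follows the spike-in normalization. No counting error is therefore given. The spread of a value is seen only in the difference between the 2 libraries of a group. The printed standard errors come from limma's trend over expression and do not hold this spread. The groups were taken from the genotype and time that the column names state. The columns carry digits that are not the replicate numbers of the sample names, so no replicate number was assigned, nothing was paired, and a fit with the replicate number as a block was not made. No column of per-sample values was left unused.

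From the deposited FPKM, log2(FPKM + 1) was computed, and genes with at least 1 FPKM in at least 2 of the 12 libraries were kept, 11516 genes. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), with a mean for each of the 6 groups, two-sided tests and Benjamini-Hochberg adjustment over the genes of a comparison. A gene was called at an adjusted p-value under 0.05. The comparisons were HMGN1-OE against wild-type cells at each time, the change over time in each genotype, and the interaction of genotype with time. limma estimated infinite prior degrees of freedom, so the variance of each gene was taken from the trend over expression and not from its own libraries. With 2 libraries against 2 there are 3 splits of the libraries, and an exact permutation test cannot go below p = 0.333.

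Gene set enrichment took a weighted running sum and 1000 permutations of the gene set from the paper's methods. It was written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3. Genes were ranked by log2 fold change on the log2(FPKM + 1) scale over the tested genes. The paper ranked by log2 ratio, and its listed ratios are of mean FPKM without pseudocount or filter, so the rankings differ. The members of the sets were those of Supplementary Data 1, 2, and 3. The paper reports these sets from the same libraries, so the p-values at 0 h do not allow for that selection. limma's camera on the same fit gave p-values that allow for correlation between genes. Figures were drawn with matplotlib 3.10.9.

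The limma tests were tried on simulated data with the group means of the 11516 genes and 200 genes changed by known amounts. These changes were far larger than the median changes of the gene sets. The simulated noise was independent between genes, without shifts of whole libraries, so the rates below may not hold for the deposited values. limma with the trend recovered 88% of the 200 genes with 3.8% false calls when the noise followed the trend, and 72.5% with 4% false calls when each gene had its own noise. Of 100 random gene sets on random values without correlation, 6 had an enrichment p-value under 0.05 by gene-set permutation. That count does not cover sets of correlated genes.

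The alternatives were a pseudocount of 0.1 or 0.01, no filter on low values, a mean of at least 5 FPKM, each library centred on its median, quantile normalization, scaling by the ERCC RNAs, only the libraries of the groups compared, limma without the trend, a linear model without moderation, other rankings for the gene sets, and each library left out in turn. A minimum gene length of 200 bases, limma's robust option, and a ranking of the gene sets by the ratio of group means with neither pseudocount nor filter were chosen after the values were seen. The text names Hmgn1, the HoxA and HoxB genes of Supplementary Data 3, genes in the heat maps of Figs. 2b, 2c, 2d, and 3d, Crebbp and Ep300, the 10 genes with the largest rise and the 10 with the largest fall at 0 h among those called with no overlap of the libraries, a list of maturation markers, and a list of sex-linked genes. Olr1 lies outside this rule and was named after its values were seen. The proteomic, ATAC-seq, Mint-ChIP, and in vivo experiments and the reads of the human HMGN1 transgene were not analysed here.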

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

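Of the tests below, those of gene length and of the variance of single genes among the genes called at 0 h were chosen after the result was seen, and those of neighbouring genes and of the interactions before it.

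At 0 h, 147 of the 157 genes called between HMGN1-OE and wild-type cells appear in none of the paper's figures and supplementary tables. On the log2(FPKM + 1) scale, among called genes whose libraries did not overlap, the largest difference in each direction was that of a microRNA gene. In HMGN1-OE cells Mir704 was higher by 10.97, Mir378b by 6.57, Mir686 by 6.51, and Rnu11 by 3.50, and the differences of Mir1892, Mir677, Mir26b, and Mir130b were -11.77, -10.76, -4.30, and -4.15. Of the other genes, Gstm7 was higher by 3.98, C1qtnf6 by 3.90, S100g by 3.38, Mira by 3.22, Crip1 by 3.13, and Hormad2 by 3.09. The differences of BC064078, Ly6c2, Ly6c1, Gpx8, Ndufs5, and Xlr4c were -6.34, -4.73, -4.36, -4.13, -4.01, and -3.50. Both wild-type libraries of Mir704, Mir378b, and Mir686 lay near the value at which genes without signal are listed. So did both HMGN1-OE libraries of Mir677 and Xlr4c, with at most 0.164 FPKM in all of these. The libraries with signal set the size of these differences, and they varied. Mir686 had 215.4 and 47.65 FPKM in HMGN1-OE cells, and Xlr4c had 26.6 and 5.15 FPKM in wild-type cells. The differences of Mir26b and Mir130b rest on a single wild-type library, with 421.2 and 345 FPKM. The other had 0.125 and 0.143 FPKM, near the HMGN1-OE values of at most 0.115 and 0.128 FPKM. A single library also sets the size of the difference of Rnu11 (26.9 and 0.132 FPKM in wild-type cells), Mira (4.17 and 0.161 FPKM in wild-type cells), and Ndufs5 (0.159 and 8.79 FPKM in HMGN1-OE cells). The same limit holds for Hormad2 (29.95 and 2.81 FPKM in HMGN1-OE cells) and Crip1 (1.87 and 16.64 FPKM in wild-type cells).

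Gene length is a candidate explanation for the short RNAs, because a read on a very short gene is worth many FPKM. Genes under 200 bases in GENCODE vM21 made up 25.0% of the called genes with a length (38 of 152) and 0.8% of the tested genes (Fisher's exact test, two-sided, p = 2.51e-49). Mir704, of 77 bases, had 1820 and 2751 FPKM in HMGN1-OE and 0.0976 and 0.127 FPKM in wild-type cells at 0 h, and at 36 h the HMGN1-OE libraries had 0.112 and 1508 FPKM. Mir1892, of 80 bases, had 2845 and 8299 FPKM in wild-type and 0.733 and 0.111 FPKM in HMGN1-OE cells. Each microRNA gene named here overlaps another gene in GENCODE vM21, such as Pdia4 for Mir704 and Sptssa for Mir1892. The assignment of reads to these microRNA genes is therefore uncertain too. A gene that alternates between the value for no signal and more than 1000 FPKM in libraries of a single group may rest on few reads, and this explanation remains for the short genes. It does not account for all calls, since 113 genes were called when only genes of at least 200 bases were tested.

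A second technical explanation is that limma replaced each gene's own variance by a trend. The variance of the called genes' own libraries was 5.81 times the trend (median ratio), against 0.783 for all tested genes, so the p-values of many called genes may be too small. With each gene's own variance and no moderation, 3 genes were called. A linked chromosomal segment from another mouse strain was also tested. Of the 110 called protein-coding genes, 17 had another called gene, of a different name stem, within 1 Mb, and random sets of as many genes had a median of 19, with a share of 0.678 of 1000 sets having as many. The called genes were thus not gathered along chromosomes more than random genes. A single segment with few genes would hardly move this count over all chromosomes, so the test cannot exclude such a segment. BC064078, a pseudogene, was not among the protein-coding genes of this test.

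Some longer genes differed in the same direction at all 3 times. C1qtnf6 had 54.0 and 28.5 FPKM in HMGN1-OE and 1.26 and 2.23 FPKM in wild-type cells at 0 h, 38.5 and 39.7 against 0.847 and 3.24 FPKM at 36 h, and 3.56 and 7.48 against 0.175 and 0.0566 FPKM at 96 h. BC064078 had 68.6 and 242.6 FPKM in wild-type and 0.693 and 0.528 FPKM in HMGN1-OE cells at 0 h, and at most 1.31 FPKM in HMGN1-OE cells at any time. Xlr4c had 26.6 and 5.15 FPKM in wild-type and 0.164 and 0.136 FPKM in HMGN1-OE cells at 0 h. Without the trend all 3 were called at 0 h (adjusted p = 9.82e-06, 4.17e-09, and 0.00727), but with 24.67 prior against 6 residual degrees of freedom this fit still took most of each variance from other genes. With centring and quantile normalization, the prior degrees of freedom were 2.87 and 2.34, so a gene's own variance weighed more. There C1qtnf6 (adjusted p = 0.00583 and 0.00139) and BC064078 (0.00055 and 0.00139) were called, and Xlr4c was not (0.600 and 0.543). Over the alternatives, the adjusted p-values ran from 3.71e-17 to 0.451 for C1qtnf6, from 5.85e-40 to 0.313 for BC064078, and from 3.66e-17 to 1.0 for Xlr4c. None of the 3 was called without a filter on low values or without moderation. With the robust option, chosen after seeing the data, C1qtnf6 and BC064078 were called (3.71e-17 and 5.85e-40) and Xlr4c was not (1.0). The own variance of the 3 genes was 1.4, 2.71, and 8.9 times the trend, against a median of 5.81 over the called genes. The replaced variance thus remains for the p-value of Xlr4c and does not fully account for C1qtnf6 and BC064078. In all 3 genes the libraries did not overlap between genotypes at any of the 3 times. Xlr4c had at most 0.172 FPKM in HMGN1-OE cells at any time. In wild-type cells it had 6.86 and 60.8 FPKM at 36 h and 6.07 and 1.37 FPKM at 96 h. The genotype of the cultures is a candidate explanation for all 3 genes. It cannot be told apart from a difference between the founding cultures of each genotype, which was not tested.

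The difference between genotypes itself differed between times by limma's interaction test in 58 genes at 36 h (220 at an unadjusted p-value under 0.05) and in 78 genes at 96 h (334), each against 0 h. Among the named genes at 36 h, the interaction was -5.79 for Mir704, -6.58 for Mir378b, -6.36 for Rnu11, -2.89 for S100g, and -1.88 for Gstm7, and it was 4.05 for Mir1892, 10.03 for Mir677, 8.24 for Mir26b, and 4.45 for Mir130b. Genes under 200 bases were 64.3% of the called genes with a length (36 of 56), and the called genes' own variance was 26.56 times the trend. Both explanations, length and the replaced variance, remain for the interactions at 36 h as a group, but not for each gene. Length under 200 bases does not apply to Gstm7 (1601 bases) and S100g (480 bases), and 12 interactions were called among genes of at least 200 bases. The biological explanation, a change of the genotype's effect with time, cannot be told apart from them. Mir378b had 142 and 75.3 FPKM in HMGN1-OE cells at 0 h and at most 0.111 FPKM in each of the other 10 libraries, and its interaction was called under each alternative in which it was tested, with adjusted p-values from 4.1e-44 to 0.00787. The own variance of Mir378b was 0.557 times the trend, so the replaced variance did not make its p-value smaller. Its 10 libraries without signal keep that variance small, however. At 92 bases Mir378b is among the short genes, and it overlaps Msi2, which lies on the other strand in GENCODE vM21. Length and an uncertain assignment of reads thus remain for it.

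At 96 h, the interaction was -6.16 for Mir704, -6.56 for Mir378b, -7.46 for Mir686, 15.57 for Mir1892, 6.35 for Mir677, 7.91 for Mir26b, and 4.02 for Mir130b. It was -3.66 for Gstm7, -3.75 for S100g, -2.26 for Mira, -2.79 for Crip1, -2.24 for Mmp9, and -1.88 for Hoxa7. It was 3.61 for BC064078, 5.40 for Ly6c1, 5.79 for Ly6c2, 4.13 for Gpx8, 3.86 for Ndufs5, 3.56 for Prtn3, 4.76 for Mpo, 5.23 for Elane, and 8.76 for S100a9. Genes under 200 bases were 45.2% of the called genes with a length (33 of 73), and the called genes' own variance was 9.69 times the trend, so both technical explanations remain for this group of genes as a whole. The loss of signal in both genotypes at 96 h also sets a limit, since a difference at 0 h shrinks when both genotypes approach the value for no signal. Gpx8 was at most 0.195 FPKM in all 4 libraries at 96 h.

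S100a9 shows how a single library can make a call. It had 0.0511 and 26550 FPKM in wild-type libraries at 96 h and 51870 and 73460 FPKM in HMGN1-OE libraries. S100a8, whose product pairs with that of S100a9, had 69950 and 29370 FPKM in the same wild-type libraries. The value of 0.0511 lies at the level of genes without signal in a library in which S100a8 is high, and a failed estimate of that value is a candidate explanation for the interaction of 8.76. Without the trend, the adjusted p-value of this interaction was 0.803, and over the alternatives it ran from 5.39e-33 to 0.822.

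Some granule protein genes turned from lower to higher in HMGN1-OE cells between 0 and 96 h, as deposited, with centring and after quantile normalization. Mpo had 539.9 and 642.2 FPKM in HMGN1-OE and 2107 and 4406 FPKM in wild-type cells at 0 h (log2 fold change -2.37), and 114 and 405.8 against 116.3 and 13.5 FPKM at 96 h (2.39). Elane had 105.7 and 74.0 against 408.8 and 867.4 FPKM at 0 h (-2.74), and 168.1 and 553.8 against 128.8 and 21.7 FPKM at 96 h (2.50). The libraries of the genotypes did not overlap at 0 h, and those of Mpo overlapped at 96 h. Ly6c2 had 11.0 and 8.43 against 92.3 and 845.5 FPKM at 0 h, and its difference at 96 h was 1.06. The log2 fold changes at 0 and 96 h were -1.45 and 2.12 for Prtn3 and -0.22 and 2.48 for Ctsg. Other granule protein genes did not turn this way. Mmp8 was lower at both times (-0.84 and -1.63), as was Lcn2 (-0.38 and -0.22), and Ltf (0.75 and -0.51), Ngp (0.43 and -0.20), and Mmp9 (0.17 and -2.07) went from higher to lower. Less mature HMGN1-OE cultures at 0 h are a candidate explanation for Mpo and Elane. The maturity scores of the genotypes at 0 h overlapped (-0.513 between the lowest wild-type and the highest HMGN1-OE score), but the score rests on the change from 36 to 96 h. Mean FPKM of Mpo in HMGN1-OE cells rose from 591 at 0 h to 3299 at 36 h and was 259.9 at 96 h, and that of Elane was 89.8, 1516, and 361, so the score cannot show a stage before this rise and does not decide. The interactions of Mpo, Elane, and Ly6c2 were called without the trend (adjusted p = 0.0104, 0.00299, and 0.00522), where most of each variance still came from other genes, and with the robust option (3.63e-05, 1.37e-06, and 9.02e-06). They were not called with each library centred on its median (0.422, 0.340, and 0.423), after quantile normalization, without a filter on low values, or without moderation, and over the alternatives their adjusted p-values ran from 4.88e-06, 2.73e-07, and 1.53e-09 to 0.822. With centring, the interaction of Mpo, 96 h against 0 h, was 4.23, the interaction of Elane, 96 h against 0 h, was 4.70, and the interaction of Ly6c2, 96 h against 0 h, was 5.25, so a difference in level between libraries does not account for the change of sign. The own variance of Mpo, Elane, and Ly6c2 was 3.13, 2.94, and 5.05 times the trend. The replaced variance may make their p-values too small, and the calls without the trend and with the robust option cannot rule this out. The prior degrees of freedom were 24.67 without the trend, and their median was infinite with the robust option. A gene's own variance weighed more with centring (2.87 prior degrees of freedom) and quantile normalization (2.34). There none of these interactions was called, so the replaced variance remains for them. A difference between the founding cultures was not tested.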

How the results depend on the processing

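A minimum length of 200 bases, limma's robust option, and a ranking of the gene sets by the ratio of group means with neither pseudocount nor filter were chosen after seeing the data, and all other alternatives before the data were examined. No paired analysis was possible because the columns of the deposited values carry no replicate number of the samples, so the fit with the replicate number as a block was not run. The causes of the changes below were not tested unless a value is given for one.

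As deposited, limma called 157, 145, and 77 genes between genotypes at 0, 36, and 96 h, 58 and 78 genes in the interactions at 36 and 96 h, 71 and 9389 genes between 0 h and 36 or 96 h in wild-type cells, and 207 and 7773 in HMGN1-OE cells. At the thresholds of Fig. 3b it called 110 genes higher in HMGN1-OE cells and 217 in either direction. Scaling by the ERCC RNAs shows no stability, since the deposited values were already normalized to them and their level in the libraries was from -0.04 to 0.03 around the mean. Both pseudocounts kept every one of these counts within 1.5 times apart from the thresholds of Fig. 3b, with 167 higher genes and 375 in either direction at a pseudocount of 0.1, and 377 in either direction at 0.01.

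With each library centred on its median, limma called 12 genes (5 higher, 7 lower) at 0 h, 6 (3 and 3) at 36 h, and 7 (2 and 5) at 96 h, 2 (0 and 2) and 4 (2 and 2) in the interactions, 1 and 15 (9 and 6) between 0 and 36 h in wild-type and HMGN1-OE cells, and 123 past the thresholds in either direction. After quantile normalization it called 18 (10 higher, 8 lower), 8 (5 and 3), and 37 (19 and 18) genes, 2 (0 and 2) and 4 (1 and 3) in the interactions, 1 and 24 between 0 and 36 h, and 57 higher and 93 in either direction past the thresholds. Of the genes called between genotypes as deposited, 10, 6, and 4 were also called with centring at 0, 36, and 96 h, and 15, 7, and 10 after quantile normalization. In each interaction, 2 and 3 genes were shared under either setting. These settings also removed the prevalence of falls from 0 to 96 h. The share of higher genes was 5.3% in wild-type cells as deposited, 51.9% centred, and 43.8% quantile normalized, and in HMGN1-OE cells 7.5%, 48.8%, and 44.1%. At 0 h the share of genes higher in HMGN1-OE cells was 58.6% as deposited and 41.7% centred. At 36 h it was 33.1%, and 50.0% or 62.5%, and at 96 h 48.1%, and 28.6% centred. In the interactions it was 29.3% at 36 h, and 0 with either setting, and 50.0% at 96 h, and 25.0% quantile normalized. Between 0 and 36 h it was 57.7% in wild-type cells, and 100.0% with either setting, and 37.7% in HMGN1-OE cells, and 60.0% centred. Centring moved the median difference of all genes from -0.12 to 0.01 at 0 h, from -0.54 to 0.04 at 36 h, and from 0.36 to -0.05 at 96 h.

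The way the variance was estimated moved the counts as much. Without the trend, limma called 30 (17 higher, 13 lower), 28 (11 and 17), and 7 (4 and 3) genes between genotypes at 0, 36, and 96 h, 2 and 14 in the interactions, and 4 and 58 (19 and 39) between 0 and 36 h in wild-type and HMGN1-OE cells. Without moderation the counts were 3, 2, and 2 between genotypes, 3 and 3 in the interactions, 1 and 2 between 0 and 36 h, and 44 higher and 77 in either direction past the thresholds. In simulated data with 200 changed genes, this model recovered 20.5% or 26.5% of them, so it has little power with 2 libraries per group. With the robust option the counts were 71 (49 higher, 22 lower), 59 (21 and 38), and 31 (14 and 17) between genotypes, 8 and 30 in the interactions, 11 between 0 and 36 h in wild-type cells, and 67 higher and 130 in either direction past the thresholds. With only the libraries of the groups compared, 100 (55 higher, 45 lower) genes were called at 0 h and 11 (3 and 8) at 36 h, 41 and 492 (243 and 249) between 0 and 36 h in wild-type and HMGN1-OE cells, and 6075 (333 and 5742) between 0 and 96 h in wild-type cells.

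Without a filter on low values the counts were 6 (6 higher, 0 lower), 15 (7 and 8), and 15 (3 and 12) between genotypes, 4 and 8 in the interactions, 6 and 21 between 0 and 36 h, and 56 higher and 99 in either direction past the thresholds, and the median over all genes at 36 h was -0.088. With a mean of at least 5 FPKM they were 85 (40 higher, 45 lower), 71 (17 and 54), and 51 (33 and 18) between genotypes, 33 in the interaction at 36 h, 47 and 102 (42 and 60) between 0 and 36 h, and 63 higher past the thresholds. With genes of at least 200 bases they were 40 (15 higher, 25 lower) at 96 h, 12 and 38 in the interactions, and 15 between 0 and 36 h in wild-type cells.

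With camera in place of the gene-set permutations, the enrichment of the Brown set at 0 h had p = 0.400, that of the Eppert set p = 0.127, and that of the HoxA and HoxB set p = 0.00570. The Eppert set had a score of 0.71 (gene-set permutation p = 0.0503) with a mean of at least 5 FPKM, where only 2 genes of the HoxA and HoxB set were left. Under the other rankings, scalings, filters, and weights, the 3 sets kept their direction and p-values under 0.05 at 0 h. At 36 h the score of the Eppert set was -0.27 (gene-set permutation p = 0.432), the reverse of its direction at 0 h. At 96 h the scores were, with gene-set permutation p-values, -0.34 for the Brown set (p = 0.250, the smallest its 3 permutations of that sign allow), 0.38 for the Eppert set (p = 0.358), and 0.40 for the HoxA and HoxB set (p = 0.507).

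Across the 4 fits that each left out a library, the scores ran from -0.63 to -0.23 for the Brown set, from 0.49 to 0.75 for the Eppert set, and from 0.88 to 0.95 for the HoxA and HoxB set. The median over all genes ran from -0.55 to 0.30 at 0 h, from -0.67 to -0.40 at 36 h, and from -0.05 to 0.79 at 96 h, so its sign at 0 and 96 h depended on single libraries. No calls were made with a single library in an arm.

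For the 62 pairs of a named gene and a time, the alternatives other than the filters, the ERCC scaling, the model without moderation, and those chosen after seeing the data gave 422 values. Of these, 300 kept the direction and the side of the threshold or moved by less than the spread between libraries, 86 were no longer called, 28 moved by more than that spread, 2 became called, and 6 turned round. The calls were lost most with centring and with quantile normalization (28 each), and without the trend (17). Those that turned round were differences near 0. With centring and quantile normalization, respectively, the log2 fold change of Hmgn1 at 36 h was 0.56 and 0.53, the log2 fold change of Crebbp at 0 h was 0.045 and 0.0259, and the log2 fold change of Ep300 at 0 h was 0.0816 and 0.0679. The 31 named interactions gave 155 values, of which 67 stayed called and 88 did not, 29 with centring, 29 with quantile normalization, and 20 without the trend. The depth of the libraries is unknown, which limits statements on genes of low FPKM most.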

Differences from the paper's values

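For 8 genes the log2 fold change between HMGN1-OE and wild-type cells at 0 h, on the log2(FPKM + 1) scale, differed from the paper's by more than the spread between libraries. The paper's values are the fold changes of its Supplementary Data 1 and 3 on the log2 scale. The alternatives compared with the paper's values were both pseudocounts, centring, quantile normalization, scaling by the ERCC RNAs, only the libraries of the groups compared, limma without the trend, and the log2 of the ratio of group means. The value of Itgam was -0.61 against the paper's -0.75, and it was -0.74 with a pseudocount of 0.1 and -0.75 with a pseudocount of 0.01 or with the log2 of the ratio of group means. Of these alternatives, all set before the data were examined, these 3 closed the gap and the others did not.

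Hoxa2 was 0.43 against the paper's 2.14, Hoxa3 0.58 against the paper's 2.47, Hoxb5 0.59 against the paper's 2.13, and Hoxb7 0.55 against the paper's 1.87. For these 4 genes the gap closed with a pseudocount of 0.01 (1.80, 2.05, 2.10, and 1.91) and with the log2 of the ratio of group means (2.06, 2.38, 2.07, and 1.82), and did not with a pseudocount of 0.1. For Hoxa3 none of the other alternatives compared closed it, and Hoxa2, Hoxb5, and Hoxb7, which did not pass the filter, were not compared under the others. Hoxa4 was 0.77 against the paper's 1.86, and Hoxa6 was 1.20 against the paper's 2.61. Their gaps closed with a pseudocount of 0.1 (1.73 and 2.41), a pseudocount of 0.01 (2.08 and 2.79), and the log2 of the ratio of group means (1.84 and 2.58), and with no other alternative compared. Hoxa5 was 1.75 against the paper's 3.01. Its gap closed with the same 3 alternatives (2.95, 3.31, and 2.99) and, with a wider spread between libraries, with each library centred on its median (1.88).

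The RNA-seq circle of the diagram holds about 330 genes in Fig. 3b, read by eye. The paper names no test for the RNA-seq p-values of this diagram, and its ratios of mean FPKM were not used for the count. The counts are thus not compared like for like. Here 110 genes were higher in HMGN1-OE cells past the thresholds of Fig. 3b. No alternative set before the data were examined closed the gap, the largest count being 167. In either direction 217 genes passed, and 375 and 377 passed with pseudocounts of 0.1 and 0.01, which closed the gap, while the other alternatives set before the data were examined did not.

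The paper places Hoxa3 among the genes with significant differences in expression. Here its unadjusted p-value was 0.0512, and its log2 fold change of 0.58 was under the threshold. With pseudocounts of 0.1 and 0.01 the log2 fold changes were 1.60 and 2.05, past the threshold, with unadjusted p-values of 0.0305 and 0.0387, so Hoxa3 passed the thresholds of Fig. 3b under both. With only the libraries of the groups compared, and with the minimum length or the robust option, chosen after seeing the values, its unadjusted p-value was also under 0.05 at a log2 fold change of 0.58. No setting gave Hoxa3 an adjusted p-value under 0.05. The paper names Meis1 and Msi2 as upregulated in HMGN1-OE progenitors. Here both were higher, by 0.80 and 0.65, with an adjusted p-value of 1.0 in limma, and none of the alternatives called either gene (adjusted p from 0.866 to 1.0). The paper states that the difference in Hox genes persisted during differentiation. It also followed HoxA7 and HoxA9 by Q-RT-PCR and ATAC-seq during differentiation, and those assays were not analysed here. At 36 h, 9 of the 11 tested genes were higher as deposited, and Hoxa9 and Hoxa7 were called. Neither was called there with each library centred on its median or quantile normalized. No HoxA or HoxB gene was called at 96 h, with 1 at an unadjusted p-value under 0.05. All 11 tested genes were higher at 96 h as deposited and after quantile normalization, and with each library centred on its median 6 were higher and 5 lower. Hoxa9, with a log2 fold change of 1.07 and an adjusted p-value of 0.708 there, was called with pseudocounts of 0.1 and 0.01 (adjusted p = 0.012 and 0.000319), and its adjusted p-values over the alternatives ran from 0.000319 to 0.852.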

Other observations

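The tests in this part were chosen after the pattern was seen, apart from those of the maturity of the cultures.

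The libraries within a group differed several-fold in Hox genes. Hoxa9, for example, was 31.5 and 6.87 FPKM in the HMGN1-OE libraries at 0 h, 6.17 and 24.6 FPKM at 36 h, and 0.588 and 4.22 FPKM at 96 h. A difference in overall level between libraries was a candidate explanation. In 6 of 6 groups the difference of Hoxa9 between the libraries lay outside the middle 95% of 500 genes with a similar mean, which went against it. Another was that each genotype was carried as separate lines through the time course. The differences between the libraries at 0 h were correlated with those at 36 h across 10876 genes with a Spearman correlation of 0.378 in size in HMGN1-OE and 0.445 in wild-type cells, both negative. Between 0 and 96 h the Spearman correlation was -0.299 in HMGN1-OE and -0.207 in wild-type cells. Between 36 and 96 h it was 0.314 in HMGN1-OE and only -0.039 in wild-type cells. The largest Spearman correlation between genotypes was 0.451 in size, at 96 h, and those among the differences at 0 and 36 h were 0.03, 0.05, 0.067, and 0.104 in size. Pearson correlations from 0 to 36 h were -0.558 in HMGN1-OE and -0.552 in wild-type cells, and the largest in size between genotypes was -0.285. Among the differences at 0 and 36 h alone, both kinds of correlation were larger in size within a genotype than between genotypes. Pearson values between genotypes there were at most 0.13 in size. Against the largest value between genotypes at any time, the Spearman and Pearson values differ on which was the stronger. The rule that required both was made after their values were seen. The test does not decide, and separate lines remain a candidate explanation. With such lines, the fit would have treated repeated measures as independent. Genes are not independent replicates, and these correlations describe the 12 libraries.

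The median difference between genotypes was -0.54 at 36 h and 0.36 at 96 h. A difference in level between libraries of the same group may give such medians. The medians of the genotypes differed by 0.58 in size at 36 h, more than the libraries within HMGN1-OE (0.11) and wild-type cells (0.28), and by 0.40 at 96 h, less than the wild-type libraries there (0.97). The genotypes thus exceeded the libraries at 1 of the 2 times. With 2 libraries per group the medians cannot be told apart from a difference in level between libraries, and a change in total RNA per cell with genotype was not shown.

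Cultures of HMGN1-OE cells at 0 h could be less mature than wild-type cultures. A score was taken as the difference in mean between 113 genes that rose and 2463 genes that fell from 36 to 96 h by at least 2 on the log2 scale in both genotypes. At 0 h the score was -4.25 and -3.92 in HMGN1-OE and -3.54 and -4.43 in wild-type libraries. The lowest wild-type score minus the highest HMGN1-OE score was -0.513, so the genotypes overlapped and this measure did not place HMGN1-OE cells as less mature at 0 h. It covers only the change from 36 to 96 h and cannot show a difference in stage before it. Centring each library leaves such a score as it is. The mean of the risen genes alone, centred, gave -0.593 for the same comparison, which does not decide between level and maturity, as there was no order to lose. At 36 h the scores of the genotypes overlapped. At 96 h they were 2.72 and 2.30 in HMGN1-OE and 3.22 and 3.58 in wild-type libraries, lower in HMGN1-OE cells without overlap.

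The fold changes listed in Supplementary Data 5, 6, and 7 for LK cells from transplanted mice were compared with the deposited values of the cultured progenitors. For 294 of 294 genes (114, 86, and 94 in the 3 tables) the listed ratio equals the ratio of the mean FPKM of HMGN1-OE to wild-type cultures at 0 h, to the digits given. In Supplementary Data 4, also for LK cells, 0 of 151 did, and in Supplementary Data 1, 2, and 3, which are for the cultures, 130 of 130, 19 of 19, and 22 of 22 did. A candidate explanation is that the listed ratios of Supplementary Data 5, 6, and 7 are those of the cultured progenitors at 0 h. Of their genes marked as leading edge, 8 of 43, 9 of 37, and 14 of 48 have a listed ratio above 1. The LK cells were not analysed here, and no biological explanation was tested.

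Of the genes called between genotypes, 74 were called at both 0 and 36 h, 64 of them in the same direction, 36 at both 0 and 96 h, 26 in the same direction, and 20 at all 3 times. Xist was between 21.7 and 356.8 FPKM in the 12 libraries, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d, and Uty were at the value of genes without signal in all 12.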
